# Flow-mediated endothelial remodeling and inflammation drive developmental vascular susceptibility in *ldlr* loss of function

**DOI:** 10.1038/s41467-026-72756-3

**Published:** 2026-05-21

**Authors:** Aryan Kaveh, Antonio G. Salazar-Martin, Wei Dai, Aaron P. Kithcart, Emily Pan, Ashmita KC, Tyler R. Reinoso, Franki Vetrano-Olsen, Kusumika Saha, Manu Beerens, Peter Libby, Elazer R. Edelman, Calum A. MacRae

**Keywords:** Disease model, Angiogenesis, Mechanisms of disease

## Abstract

Atherosclerosis, the leading cause of cardiovascular disease, is associated with aberrant lipid metabolism, endothelial dysfunction, and chronic inflammation, yet its early manifestations and mechanisms remain incompletely understood. As low-density lipoprotein receptor loss of function is the most common monogenic cause of atherosclerosis, we employed low-density lipoprotein receptor knockout (*ldlr*-/-) zebrafish to investigate the developmental origins of atherosclerotic cardiovascular disease. Single-cell RNA-sequencing under differential flow conditions in embryonic *ldlr*-/- zebrafish identified a population of disproportionately stressed endothelial cells marked by overexpression of heat shock protein 70 (*hsp70*). *Hsp70* is induced in stressed endothelial cells in a flow-dependent manner in zebrafish and a subset of human endothelial cells, and its activation is associated with disrupted remodeling angiogenesis in vivo. Genetic and pharmacological studies demonstrated that *hsp70* upregulation inhibits vascular apoptosis and ciliogenesis, leading to altered angiogenic remodeling. Concurrently, pro-inflammatory processes, including enhanced myelopoiesis and thrombogenicity, are amplified at early stages in *ldlr*-/- zebrafish, which also exhibit impaired regenerative angiogenesis and heightened neutrophil recruitment post-vascular injury. Our findings reveal how abnormalities in flow-mediated endothelial remodeling and inflammation converge during embryogenesis to drive vascular susceptibility to hemodynamic and other stressors in *ldlr* loss of function.

## Abstract (web summary)

Here they show that blood flow and early endothelial stress responses interact to drive abnormal angiogenic remodeling and inflammation, revealing how vascular disease susceptibility can arise during development.

## Introduction

Atherosclerotic cardiovascular disease (ASCVD) is driven by low-density lipoprotein (LDL) cholesterol accumulation within the subendothelial compartment of arteries^1^. The progression of atherosclerosis is regulated by complex biological processes, resulting in significant disease heterogeneity with various clinical subtypes and risk factors^2,3^. Monogenic and polygenic forms of atherosclerosis are characterized by aberrant lipid trafficking and metabolism, endothelial dysfunction, and chronic inflammation, all of which contribute to plaque formation^3,4^. During plaque growth and the progression of atherosclerosis, dysfunctional endothelial cells recruit immune cells that become lipid-laden and secrete inflammatory mediators, amplifying plaque expansion and the risk of thrombosis^5^. Recent work has also implicated dysregulated hematopoietic clones among the drivers of chronic inflammation and ASCVD events^6^.

Despite these important insights into the later stages of ASCVD, cellular mechanisms underlying the early phases of atherosclerosis remain incompletely understood. Biomechanical forces exerted by blood flow, or shear stress, maintain vascular health and modulate endothelial signaling and inflammatory responses to initial vascular injury, thereby influencing atherosclerosis progression^7,8^. Regions exposed to low shear stress or disturbed flow, such as vascular bifurcations, are more prone to atherosclerosis, potentially due to enhanced endothelial turnover, differential lipid uptake, or inflammatory activation^9–11^. In contrast, high or laminar shear stress generally protects against atherosclerosis by promoting endothelial quiescence and homeostasis^9,12,13^. Understanding the upstream mechanisms of atherosclerosis, prior to plaque formation, could inform early preventive strategies for susceptible individuals.

Mutations in the LDL receptor (LDLR), which mediates LDL endocytosis, cause familial hypercholesterolemia (FH), the most common monogenic form of atherosclerosis^14,15^. Homozygous FH results in severe hypercholesterolemia from early childhood and confers a markedly increased risk of premature coronary artery disease^16,17^. Although *Ldlr* knockout animals are well established, the early developmental consequences of LDLR deficiency remain poorly characterized in vivo. Owing to their experimental tractability, developing zebrafish are a powerful model to investigate disease onset and evolution, as many cellular and molecular mechanisms are conserved. Notably, this includes the trunk vascular system, which undergoes regulated structural remodeling and hemodynamically-guided patterning^18–20^. To investigate the biological features of atherosclerosis from early development onward, we therefore used *ldlr* knockout zebrafish^21^. We hypothesized that primary endothelial cell abnormalities arising from LDLR loss of function underpin the earliest stages of atherosclerosis by initiating vascular dysfunction and inflammation.

Here, using longitudinal phenotyping we show that embryonic *ldlr* knockout zebrafish exhibit altered flow-dependent vascular remodeling during primary angiogenesis. This abnormal remodeling is associated with a subpopulation of mechanoresponsive stressed endothelial cells in vivo, a finding corroborated in vitro in flow-dependent human endothelial cell responses. Early endothelial abnormalities in *ldlr* knockout zebrafish are accompanied by enhanced myelopoiesis, increased thrombogenicity and impaired regenerative angiogenesis. Our findings suggest that vascular susceptibility in *ldlr* loss of function originates during embryogenesis, with core ASCVD features, such as endothelial dysfunction and inflammatory activation impacting both physiologic angiogenic remodeling and the response to injury.

## Results

### *Ldlr* loss disrupts angiogenic remodeling in developing zebrafish

To characterize vascular development, we first performed time-series confocal imaging from 1 day post fertilization (dpf) in wild-type (*ldlr* + /+) and homozygous *ldlr* loss of function (*ldlra*^*sd52/sd52*^^21^, hereafter referred to as *ldlr*-/-) zebrafish expressing Tg(*flk:GFP*). Serial 24 h vascular imaging was conducted up to 5 dpf, when hyperlipidemia and systemic LDL elevation are apparent in *ldlr*-/- zebrafish^21^ (Supplementary Fig. 1A, B). Vascular imaging at 2 dpf detected abnormal vessel patterning in *ldlr*-/- embryos, specifically within the caudal venous plexus (CVP). Unlike their *ldlr* + /+ counterparts, the CVP of *ldlr*-/- embryos displayed abnormal remodeling angiogenesis, characterized by an increased number of CVP loops, larger loops, and a wider CVP diameter (Fig. 1A). While the bifurcated CVP remodeled to a tube-like structure at 3 dpf in *ldlr* + /+ controls, *ldlr*-/- zebrafish retained a larger caudal vein diameter (Fig. 1A). No distinct morphological differences were observed between genotypes in the trunk vasculature at 1 dpf, 4 dpf, or 5 dpf (Supplementary Fig. 1C) or in the cerebral vessels (Supplementary Fig. 2A).

**Fig. 1:**
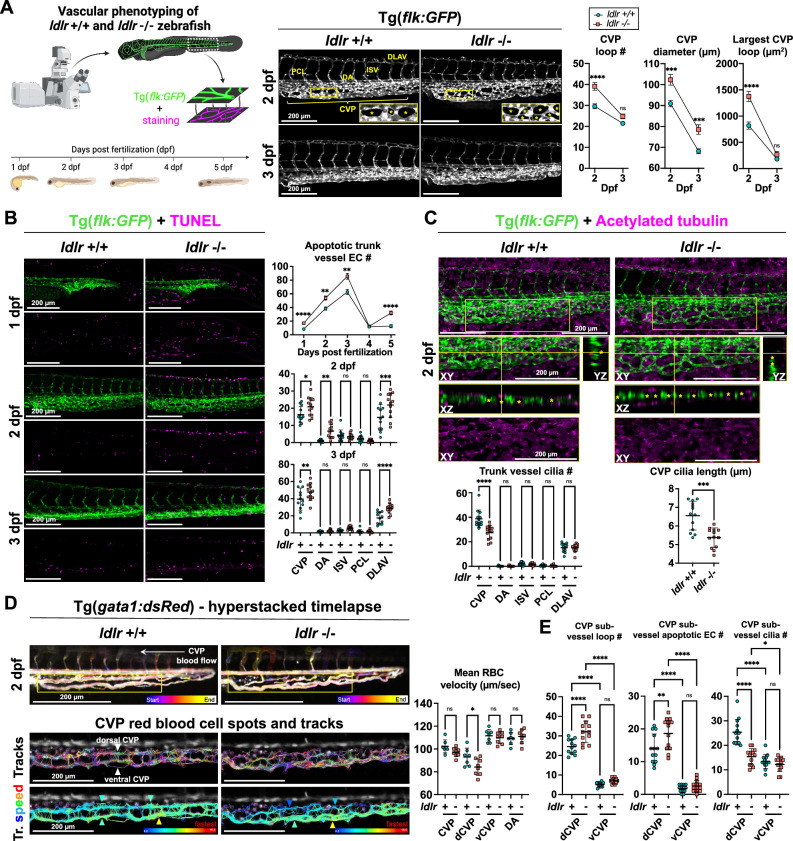
Embryonic *ldlr*-/- zebrafish display disrupted remodeling angiogenesis, enhanced endothelial apoptosis and reduced ciliogenesis. **A** Schematic of developmental vascular phenotyping in *ldlr* + /+ and *ldlr*-/- zebrafish from 1-5 days post fertilization (dpf). Created in BioRender. Salazar, A. (2026) https://BioRender.com/7fk7msr (left). Confocal microscopy of Tg(*flk:GFP*) trunk vasculature at 2 dpf and 3 dpf. Trunk vessels from dorsal to ventral locations: DLAV (dorsal longitudinal anastomotic vessel), ISV (intersegmental vessel), PCL (parachordal lymphatic), DA (dorsal aorta) and CVP (caudal venous plexus). CVP indicated as a bifurcated vascular network and insets show CVP loops (asterisks); transient hollow structures remodeled at 3 dpf (middle). CVP metrics in *ldlr* + /+ (*n* = 12) and *ldlr*-/- zebrafish (*n* = 12): loop number at 2 dpf (*p* < 0.0001) and 3 dpf (*p* = 0.0793), diameter (μm) at 2 dpf (*p* = 0.0003) and 3 dpf (*p* = 0.0006) and largest loop area (μm^2^) at 2 dpf (*p* < 0.0001) and 3 dpf (*p* = 0.4036); 3 independent experiments. Data are mean ± s.e.m. Two-way ANOVA and Holm-Sidak’s multiple comparison used (right). **B** Confocal microscopy of TUNEL-stained trunk vasculature in *ldlr* + /+ and *ldlr*-/- zebrafish at 1-3 dpf (left). Number of apoptotic endothelial cells in the trunk vasculature of *ldlr* + /+ (*n* = 12-13) and *ldlr*-/- (*n* = 12-14) zebrafish at 1 dpf (*p* < 0.0001), 2 dpf (*p* = 0.0020), 3 dpf (*p* = 0.0020), 4 dpf (*p* = 0.7023) and 5 dpf (*p* < 0.0001); 3 independent experiments. Data are mean ± s.e.m. Two-way ANOVA and Holm-Sidak’s multiple comparison used (top, right). Number of apoptotic endothelial cells in trunk vessels between *ldlr* + /+ (*n* = 12) and *ldlr*-/- (*n* = 12) zebrafish at 2 dpf (middle, right) a*n*d 3 dpf (bottom, right). CVP 2 dpf (*p* = 0.0366) and 3 dpf (*p* = 0.0039), DA 2 dpf (*p* = 0.0085) and 3 dpf (*p* = 0.9419), ISV 2 d*p*f (*p* = 0.7391) and 3 d*p*f (*p* = 0.6444), PCL 2 d*p*f (*p* = 0.7391) and 3 d*p*f (*p* = 0.9728), DLAV 2 d*p*f (*p* = 0.0006) and 3 d*p*f (*p* < 0.0001); 3 independent experiments. Data are mean ± s.d. One-way ANOVA and Holm-Sidak’s multiple comparison used. **C** Confocal microscopy of acetylated tubulin-stained trunk vasculature in *ldlr* + /+ and *ldlr*-/- zebrafish at 2 dpf. Insets show maximum intensity projections (XY) and orthogonal z-slices (XZ and YZ planes) of CVP loops (asterisks) and associated cilia (middle). Trunk vessel cilia number (bottom left) and average CVP cilia length (bottom right, μm) in *ldlr* + /+ (*n* = 13) and *ldlr*-/- (*n* = 13) zebrafish. Cilia number: CVP (*p* < 0.0001), DA (*p* > 0.9999), ISV (*p* = 0.9971), PCL (*p* = 0.9971), DLAV (*p* = 0.0006). CVP length (*p* = 0.0001); 3 independent experiments. Data are mean ± s.d. One-way ANOVA and Holm-Sidak’s multiple comparison (bottom, left) and unpaired two-tailed* t* test used (bottom, right). **D** Red blood cell movement analysis in Tg(*gata1:dsRed*) trunk vasculature of *ldlr* + /+ and *ldlr*-/- zebrafish at 2 dpf. Hyperstacked time-lapse of red blood cell motility in the trunk vasculature, summarizing movement routes and activity relative to time (color-coded). Insets indicate CVP region used for tracking (top, left). Tracking of CVP red blood cells (spots) and analysis of movement routes (tracks). Red blood cell movement tracks through the dorsal CVP (dCVP, downward arrowheads) and ventral CVP (vCVP, upward arrowheads) are overlaid, and track speeds are color-coded (bottom, left). Mean red blood cell velocity (μm/sec) in the CVP, dCVP, vCVP and DA of *ldlr* + /+ (*n* = 7) and *ldlr*-/- (*n* = 8) zebrafish. CVP (*p* = 0.2545), dCVP (*p* = 0.0242), vCVP (*p* = 0.8216), DA (*p* = 0.8216); 2 independent experiments. Data are mean ± s.d. One-way ANOVA and Holm-Sidak’s multiple comparison used (right). **E** Quantification of dCVP and vCVP number (left), apoptotic EC number (middle), and cilia number (right) in *ldlr* + /+ (*n* = 12-13) and *ldlr*-/- zebrafish (*n* = 12-13) at 2 dpf. dCVP *ldlr* + /+ vs dCVP *ldlr*-/- (loop number: *p* < 0.0001, apoptosis: *p* = 0.0012, cilia number: *p* < 0.0001), vCVP *ldlr* + /+ vs vCVP *ldlr*-/- (loop number: *p* = 0.1918, apoptosis: *p* = 0.5353, cilia number: *p* = 0.3782), dCVP *ldlr* + /+ vs vCVP *ldlr* + /+ (loop number: *p* < 0.0001, apoptosis: *p* < 0.0001, cilia number: *p* < 0.0001), dCVP *ldlr*-/- vs vCVP *ldlr*-/- (loop number: *p* < 0.0001, apoptosis: *p* < 0.0001, cilia number: *p* = 0.0392); 3 independent experiments. Data are mean ± s.d. Two-way ANOVA and Holm-Sidak’s multiple comparison used. Source data are provided as a Source Data file.

We next used whole-mount immunofluorescence staining to further assess vascular phenotypes in vivo. At 2 dpf, *ldlr-/-* embryos exhibited an excess of apolipoprotein B (apoB) particles, an early indicator of atherosclerosis^22^, which returned to *ldlr* + /+ levels by 3 dpf (Supplementary Fig. 3). TUNEL staining showed increased trunk vessel apoptosis in *ldlr*-/- zebrafish at 1 dpf, 2 dpf, 3 dpf and 5 dpf (Fig. 1B and Supplementary Fig. 2B, C). Endothelial cell (EC) death was specifically increased in the CVP and dorsal aorta (DA) at 1 dpf; the CVP, DA and dorsal longitudinal anastomotic vessel (DLAV) at 2 dpf; and the CVP and DLAV at 3 dpf (Supplementary Fig. 2C and Fig. 1B). Apoptotic EC activity remained unchanged in the cerebral vasculature of *ldlr-/*- embryos and larvae (Supplementary Fig. 2A), demonstrating endothelial abnormalities were predominantly localized to the trunk vasculature.

PCNA staining identified a greater number of proliferating CVP ECs in *ldlr*-/- zebrafish at 2 dpf, but not at 1 dpf or 3 dpf, suggesting a transient normalization of CVP EC turnover (proliferation-to-apoptosis ratio) in homozygotes at 2 dpf (Supplementary Fig. 4). Given ECs exhibit mechanosensory cilia that regulate angiogenesis and cell turnover, we next assessed ciliogenesis using acetylated tubulin staining^23^. Vascular endothelial cilia were observed predominantly within the developing CVP, adjacent to vascular loops (Fig. 1 and Supplementary Fig. 5). Markedly fewer and shorter CVP cilia were detected in *ldlr*-/- embryos at 2 dpf specifically, coinciding with abnormal remodeling angiogenesis (Fig. 1C, Supplementary Fig. 5).

To assess other mechanosensory phenotypes in *ldlr*-/- zebrafish, we examined the ciliated posterior lateral line neuromasts using DASPEI (mitochondrial hair cell dye) and BODIPY FL C5 ceramide (sphingolipid golgi dye). Intravital imaging at 2 dpf demonstrated reduced neuromast hair cell staining in *ldlr*-/- embryos (Supplementary Fig. 6), suggestive of mechanosensory abnormalities outside of the vasculature.

Since blood flow is a key regulator of vascular remodeling, we tracked red blood cell (RBC) movement by live imaging Tg(*gata1:dsRed*) *ldlr* + /+ and *ldlr*-/- zebrafish to define trunk vessel flow patterns. As expected, RBC velocity was higher in the DA compared to the CVP, and increased across development (Supplementary Fig. 2D and Supplementary Movie 1, 2). At 2 dpf, overall CVP RBC velocity was comparable between *ldlr* + /+ (Supplementary Movie 1) and *ldlr*-/- zebrafish (Supplementary Movie 3**)**, however, distinct spatial differences emerged within CVP sub-regions (Fig. 1D). In both genotypes, flow through the ventral CVP (vCVP) was fast and uniform, whereas the dorsal CVP (dCVP) of *ldlr*-/- zebrafish exhibited reduced velocity and a more complex flow profile (Fig. 1D). Other notable phenotypes were quantified in these sub-regions and spatially related with altered CVP anatomy and blood flow patterns. Consistent with the localized flow disturbances, the dCVP of *ldlr*-/- zebrafish displayed an increased number of remodeling loops, elevated EC apoptosis, and a significant reduction in ciliated ECs, identifying this specific region as the major site of defective remodeling angiogenesis (Fig. 1E).

Altogether, developmental phenotyping of *ldlr*-/- zebrafish revealed dysregulated remodeling angiogenesis associated with disturbed blood flow, increased endothelial apoptosis and reduced ciliogenesis.

### scRNA-seq identifies *hsp70*+ stressed ECs in *ldlr*-/- zebrafish

To better understand the endothelial cell biology underlying the vascular defects identified in *ldlr*-/- zebrafish, we performed single-cell RNA sequencing (scRNA-seq) of 2 dpf *ldlr* + /+ and *ldlr*-/- embryos. We isolated *flk*:GFP + ECs and included *flk*:GFP- cells (non-endothelial population) to enrich for ECs while capturing a representative range of other cell types (Fig. 2A and Supplementary Fig. 7). 

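Each genotype was sequenced as a single droplet library (10x Genomics 3' version 3 chemistry) from 200 pooled embryos at 2 dpf, so no replicate error could be had within a condition, and no test of a difference between genotypes was made. Exact 95% intervals for Poisson or binomial counts are given in their place, and they cover counting error only. The authors' deposited files hold whole-number counts of unique molecular identifiers (UMIs) for 25107 zebrafish genes in every barcode, before cells were selected. The ldlr-/- library held 61634324 UMIs, of which 74.9% lay in 9187 barcodes of at least 500 UMIs, and the ldlr+/+ library held 49686641 UMIs, with 73.6% in 6966 such barcodes. The paper's filter was applied (at least 500 UMIs and 200 genes, a gene-to-UMI ratio above 0.8 taken on log10 values, and at most 20% mitochondrial UMIs). It kept 7400 ldlr-/- cells, with a median of 1615.5 UMIs and 796 genes, and 5369 ldlr+/+ cells, with a median of 2057 UMIs and 961 genes. Because the flk:GFP sort sets how many ECs enter a library, the share of ECs does not measure their share of the embryo. Cells of all 6 zebrafish libraries of the study were clustered together, and each cluster was named for the cell type whose marker genes it expressed. The hsp70 and cytosolic chaperone genes were kept out of the clustering, so that these genes could not set cells apart as a type. Expression is given as the UMIs of a gene scaled to 1000000 UMIs of its cell class (CPM), and fold differences are ratios of CPM. The gene lists and cell type markers were set before the data were examined. For each list, the median log2 ratio of its members is given with its percentile among 10000 random lists of genes of like mean expression.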

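Under physiological flow, endothelial, blood, neural, mesenchymal and epidermal cells were all present in both genotypes. Trunk EC-like cells numbered 1090 in the ldlr-/- library and 1248 in the ldlr+/+ library. They lay in 5 clusters, of which 1 had the venous and lymphatic scavenger receptors stab1, stab2 and mrc1a among its 10 leading genes. Another, led by slc16a1a and angpt2a and with slco1c1 and abcb4 behind, had 0 endothelial markers among these 10 genes and was placed in the trunk by lower-ranked markers alone. The last 2 genes encode transporters of brain endothelium, so its 119 and 121 cells, which are counted with the trunk here, are of uncertain origin. Cranial EC-like cells, named from edn1 and endocardial genes, numbered 261 and 421. The neural lineage was the largest. It comprised 1047 and 903 neuron-like cells, 651 and 466 neural progenitor-like cells, 407 and 282 retinal neuroblast-like cells, and 439 and 178 photoreceptor-like cells, of which 197 and 87 lay in a cluster led by gnb3a, gng13b and vsx1, genes of retinal bipolar cells. Among blood cells there were 962 and 452 erythrocyte-like cells, marked by embryonic globins, 692 and 426 hematopoietic progenitor-like cells, and 121 and 79 innate immune-like cells. Mesenchyme-like cells, which express collagen genes, numbered 543 and 297, and epidermal-like cells numbered 200 and 190. Myocyte-like, lens-like, renal-like and chondrocyte or notochord-like cells made up smaller classes, of 9 to 119 cells. Clusters left unnamed held 665 and 340 cells, of which 195 and 4 lay in a cluster that shares leading genes such as cdh17 and atp1a1a.4 with the renal-like cluster. With these 2 libraries clustered on their own at Leiden resolution 1, 33 clusters formed.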

Transcriptional analysis distinguished 15 cell clusters representing 10 distinct cell types (Fig. 2B, Supplementary Fig. 8A and Supplementary Data 1). One additional trunk EC cluster that was markedly enriched for stress response genes was identified in *ldlr*-/- embryos (Fig. 2B and Supplementary Fig. 8A, B). This stressed EC subpopulation was characterized by substantial upregulation of four *hsp70* genes (*hsp70l, hsp70.1, hsp70.2*, and *hsp70.3*), which exhibited low expression in all other cell clusters (Fig. 2C and Supplementary Fig. 8A, B).

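Trunk EC-like cells of the ldlr-/- library held far more hsp70 transcripts than those of the ldlr+/+ library, and a small part of the cells held most of them. The sum of hsp70l, hsp70.1, hsp70.2 and hsp70.3, which encode stress-inducible cytosolic Hsp70 chaperones, was 1139 CPM (95% interval 1097 to 1182, 2840 UMIs) in ldlr-/- and 15.2 CPM (11.3 to 19.9, 52 UMIs) in ldlr+/+. This is a ratio of 75.0 (57.1 to 100.7). Over the other choices of cells and scaling tried, the ratio ran from 50.1 to 545, the highest with 1 hsp70 UMI in ldlr+/+. Trunk EC-like cells with at least 2 hsp70 UMIs that made up at least 0.2% of their UMIs are called hsp70-high here. They numbered 96 of 1090 in ldlr-/- (8.81%, exact interval 7.19 to 10.6) and 5 of 1248 in ldlr+/+ (0.401%, 0.130 to 0.932). The ldlr-/- share ran from 3.70% to 11.0% over other limits and choices of cells. In ldlr-/-, the hsp70-high cells held 93.1% of the hsp70 UMIs of the trunk EC-like class. They came from each of the 5 trunk EC-like clusters, at 10.1%, 6.71%, 9.65%, 10.3% and 7.56% of the cells of a cluster. The hsp70 share of a cell is a range without a gap, and 49 ldlr-/- cells lay within a factor of 2 of the 0.2% limit. With every cell thinned to 1000 UMIs, which leaves out 209 and 149 cells of lower depth, the hsp70-high share was 10.8% and 0.273%. hsp70 was not confined to ECs, as 2.33% of cells other than ECs were hsp70-high in ldlr-/- and 0 of 3700 in ldlr+/+. Median depth was 1716 UMIs (ldlr-/-) and 2095 UMIs (ldlr+/+) in trunk EC-like cells, and 1530 UMIs and 2002 UMIs in cells other than ECs.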

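Beyond hsp70, several stress and growth programs differed between trunk EC-like cells of the 2 genotypes under physiological flow. A stress of all cells of the ldlr-/- library, as from dissociation or sorting, was not separated from genotype. hsp70 was higher in ldlr-/- in each class other than ECs with values in both genotypes. It was at 220 against 1.00 CPM in neural progenitor-like and 489 against 9.72 CPM in epidermal-like cells, with free RNA not subtracted. Of 24 genes of ER stress and the unfolded protein response, 17 were higher in ldlr-/- (median log2 ratio 0.27, percentile 100 of the random lists). The cytosolic chaperones were also higher (17 of 22, median 0.27, percentile 99.95), led by hsp90aa1.2, an inducible Hsp90, at 25.1-fold (19.3 to 33.3), and bag3, an Hsp70 co-chaperone, at 3.00-fold. Immediate-early genes were higher in 23 of 25 cases (median 0.42, percentile 100), among them fosl1a (2.06-fold), cebpb (2.02-fold) and the survival gene mcl1a (1.76-fold). Apoptosis and p53 genes had a median of 0.27 (10 of 15 higher, percentile 99.6), with pmaip1 at 2.26-fold and casp9 at 1.82-fold. Genes of hypoxia and glycolysis had a median of 0.30 (12 of 17 higher, percentile 99.89), with pgk1 at 1.78-fold. Of the other genes of at least 50 CPM and 30 UMIs on the higher side, tnfrsf9a, a TNF receptor family member, was 4.36-fold higher (3.11 to 6.21) and the transcription factor ets2 was 3.07-fold higher. In the opposite direction, all 21 cell cycle genes were lower in ldlr-/- (median -0.32, percentile 0.01), including the replication helicase subunit mcm2 (0.638-fold). The p53 and cell cycle medians did not hold under every way of calling cells, and stood at -0.021 and 0.0050 with cells above 0.1 of the 99th percentile of UMIs. Cytosolic ribosomal protein genes were lower in 81 of 82 cases (median -0.20) and nuclear genes of oxidative phosphorylation in 59 of 79 (median -0.10, percentile 0.02), with the ATP synthase subunit atp5mea at 0.528-fold. Venous and lymphatic genes were lower (7 of 10, median -0.26, percentile 0.02), such as lyve1b (0.601-fold), mrc1a (0.652-fold) and stab2 (0.656-fold), while arterial genes were higher (8 of 9, median 0.31, percentile 98.8), led by aqp8a.1 (2.05-fold). Other genes of that expression with low ratios were taok2a (0.487), fam162a (0.527), hells (0.534), rrs1 (0.537), fen1 (0.552), il13ra2 (0.556) and cry1a (0.561). The lists for cholesterol synthesis (median -0.08, percentile 38.0), cytoskeleton (-0.04, percentile 34.7), mitochondrial genes (0.03, percentile 82.2) and hematopoietic emergence (0.26, percentile 86.3) lay within the middle 95% of random lists, and cilia (-0.25, percentile 3.37), lipid trafficking (0.15, percentile 96.3) and flow-responsive genes (0.16, percentile 98.3) lay near its edges or just outside.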

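Each of the 4 hsp70 genes was higher in ldlr-/- than in ldlr+/+ trunk EC-like cells, and each was concentrated in the hsp70-high cells. Between genotypes, the ratio was 486 for hsp70.2 (708 against 2 UMIs, 134 to 4024), 89.2 for hsp70l (52.9 to 164), 58.9 for hsp70.1 (28.2 to 148) and 43.7 for hsp70.3 (30.2 to 65.7). As a list, the median log2 ratio of the 4 genes was 6.18. Within the ldlr-/- library, the hsp70-high cells held hsp70l (ENSDARG00000055723) at 4578 CPM against 24.7 CPM in the other trunk EC-like cells. This is 185-fold (142 to 247), and hsp70.1, hsp70.2 and hsp70.3 were 174-fold (110 to 289), 163-fold (122 to 222) and 151-fold (118 to 196) higher. These ratios follow in part from how the cells were chosen. At least 1 UMI of hsp70l was seen in 87.5% of the 96 hsp70-high cells and 7.35% of the other 7304 cells of the library. For hsp70.1 these shares were 57.3% and 4.08%, for hsp70.2 82.3% and 7.54%, and for hsp70.3 95.8% and 9.49%. The 4 genes together reached 14200.2 CPM in hsp70-high cells and 183 CPM in all other cells of the ldlr-/- library, a ratio of 77.5 (74.1 to 81.1). Cranial EC-like cells held 277 CPM in ldlr-/- and 18.9 CPM in ldlr+/+, and cells other than ECs held 187 and 3.615 CPM. RNA free in the droplets, read from barcodes of 10 to 100 UMIs, held 333 CPM (288 to 383) in ldlr-/- and 20.0 CPM in ldlr+/+, which bounds how far the lower values can be read as expression.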

**Fig. 2:**
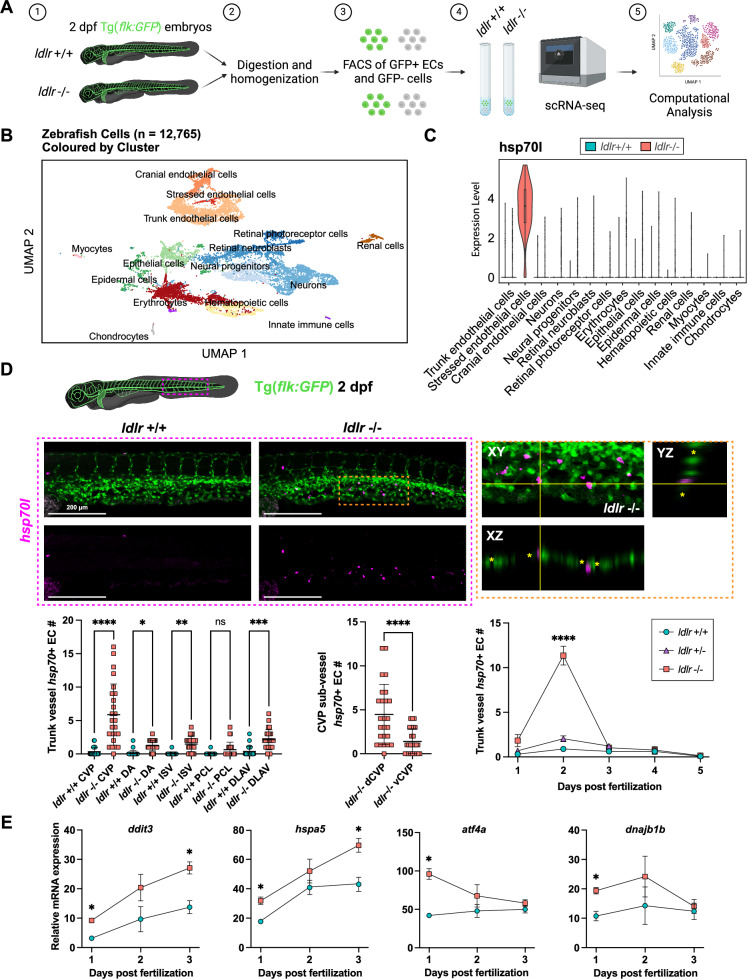
scRNA-sequencing of embryonic *ldlr*-/- zebrafish identifies a subpopulation of stressed endothelial cells marked by *hsp70* upregulation. **A** Schematic of scRNA-seq workflow in Tg(*flk:GFP*) *ldlr* + /+ and *ldlr*-/- zebrafish at 2 dpf. Created in BioRender. Salazar, A. (2026) https://BioRender.com/y95wgtg. **B** Cluster uniform manifold approximation and projection (UMAP) of 12,765 cells colored by annotated cell populations. Cells were obtained from pooled embryos (*n* = 200 zebrafish per genotype) processed in a single batch. **C** Violin plot of normalized *hsp70l* (cytoplasmic chaperone/unfolded protein response) expression across cell populations in *ldlr* + /+ and *ldlr*-/- zebrafish. Each violin represents single-cell expression values, the central line indicates the median, and the shape represents the kernel distribution. **D** Confocal microscopy of *hsp70l* fluorescence in situ RNA hybridization-stained trunk vasculature in *ldlr* + /+ and *ldlr*-/- zebrafish at 2 dpf (top, left). Inset shows maximum intensity projection (XY) and orthogonal z-slices (XZ and YZ planes) of *hsp70 *+ endothelial cells adjacent to caudal venous plexus (CVP) loops (asterisks) in *ldlr*-/- zebrafish (top, right). Number of trunk vessel *hsp70+* endothelial cells between *ldlr* + /+ (*n* = 27) and *ldlr*-/- (*n* = 25) zebrafish. DA (dorsal aorta), ISV (intersegmental vessel), PCL (parachordal lymphatic), DLAV (dorsal longitudinal anastomotic vessel) at 2 dpf. CVP (*p* < 0.0001), DA (*p* = 0.0261), ISV (*p* = 0.0048), PCL (*p* = 0.1833), DLAV (*p* = 0.0006); 4 independent experiments. Data are mean ± s.d. One-way ANOVA and Holm-Sidak’s multiple comparison used (bottom, left). CVP sub-vessel (dCVP and vCVP) *hsp70 *+ endothelial cell number in *ldlr* + /+ (*n* = 25) and *ldlr*-/- (*n* = 25), *p* = 0.0001; 4 independent experiments. Data are mean ± s.d. Paired two-tailed *t* test used (bottom, middle). Number of trunk vessel *hsp70 *+ endothelial cells in *ldlr* + /+ (*n* = 13-29), *ldlr* + /- (*n* = 13-27) and *ldlr*-/- (*n* = 12-29) zebrafish at 1 dpf (*p* = 0.1774), 2 dpf (*p* < 0.0001), 3 dpf (*p* = 0.5423), 4 dpf (*p* = 0.8054), 5 dpf (*p* = 0.8054); 4 independent experiments. Data are mean ± s.e.m. Two-way ANOVA and Holm-Sidak’s multiple comparison used (bottom, right). **E** RT-qPCR analysis of cell stress response genes: *ddit3* (endoplasmic reticulum stress), *hspa5* (endoplasmic reticulum chaperone), *atf4a* (endoplasmic reticulum stress) and *dnajb1b* (cytoplasmic chaperone/unfolded protein response) in *ldlr* + / + and *ldlr*-/- zebrafish 1-3 dpf. 1 dpf: *ddit3* (*p* = 0.0151), *hspa5* (*p* = 0.0457), *atf4a* (*p* = 0.0326), *dnajb1b* (*p* = 0.0456), 2 dpf: *ddit3* (*p* = 0.1594), *hspa5* (*p* = 0.3134), *atf4a* (*p* = 0.4853), *dnajb1b* (*p* = 0.5836) and 3 dpf: *ddit3* (*p* = 0.0234), *hspa5* (*p* = 0.0457), *atf4a* (*p* = 0.4853), *dnajb1b* (*p* = 0.6709). Expression was normalized to *gapdh*. Each replicate consists of *n* = 14–20 pooled zebrafish per group; 3 independent experiments. Data are represented as mean ± s.e.m. Two-way ANOVA and Holm-Sidak’s multiple comparison used. Source data are provided as a Source Data file.

To validate the expression and define the localization of this stressed *hsp70* + EC subset, we performed whole-mount fluorescence RNA in situ hybridization (FISH). FISH at 2 dpf revealed that *hsp70 *+ cells were most prominent within the CVP but also evident, to a lesser extent, in the DA, ISVs, DLAV and cerebral vessels of *ldlr*-/- zebrafish, while effectively absent in *ldlr* + / + embryos (Fig. 2D and Supplementary Fig. 8C). Time-series analysis demonstrated that endothelial *hsp70* upregulation in *ldlr*-/- embryos temporally coincided with abnormal CVP remodeling angiogenesis at 2 dpf (Fig. 2D and Supplementary Fig. 8D). Immunofluorescence staining supported these findings, showing enhanced vascular Hsp70 within a subset of ECs in *ldlr-/-* zebrafish at 2 dpf (Supplementary Fig. 8C). In line with the spatially distinct flow patterns observed, *hsp70* + ECs were predominantly located within the dCVP, correlating with increased dCVP loops and a wider CVP diameter (Fig. 2D and Supplementary Fig. 9), suggesting these acutely stressed ECs may alter CVP remodeling.

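In the ldlr-/- library under physiological flow, the 96 trunk EC-like cells rich in hsp70 carried more ER stress, chaperone and immediate-early transcripts than the other trunk EC-like cells, and fewer transcripts of translation and energy metabolism. Of 24 ER stress genes, 16 were higher (median log2 ratio 0.52, percentile 99.98), with asns, a target of Atf4, at 5.31-fold (from 3 against 7 UMIs) and ppp1r15a, which reverses the translation block of ER stress, at 4.46-fold. Cytosolic chaperones, the protein folding list, were higher in 18 of 22 cases (median 1.25, percentile 100). They were led by hsp90aa1.2 at 75.8-fold (63.7 to 90.7), the small heat shock gene hspb1 at 25.8-fold and the collagen chaperone serpinh1b at 12.5-fold (10.1 to 15.6). Immediate-early genes were higher in 24 of 25 cases (median 0.82, percentile 100), among them egr3 (7.75-fold, 5 against 8 UMIs), jun (2.99-fold) and atf3 (2.86-fold). All 82 cytosolic ribosomal protein genes were lower (median -0.62, percentile 0.0), including rpl26 (0.400, 2 against 62 UMIs), rpl22l1 (0.484) and rps23 (0.510). Nuclear genes of oxidative phosphorylation were lower in 60 of 77 cases (median -0.33, percentile 0.0), with the complex I subunits ndufs8a (0.379) and ndufa9a (0.431) and the complex III subunit uqcrc1 (0.480) lowest, and hypoxia and glycolysis genes were lower in 12 of 16 (median -0.64, percentile 0.12), led by enolase eno1a (0.264). Genes encoded in the mitochondria had a median of 0.18 (12 of 13 higher, percentile 95.0). Lipid trafficking genes were split evenly (8 higher and 8 lower, median 0.02, percentile 77.3). Of 11 cholesterol synthesis genes 3 were higher and 8 lower (median 0.00, percentile 17.9). Some of these 8 had 0 UMIs in the hsp70-high cells and were counted as 3 UMIs, so this median does not measure the size of a difference. Cilia genes had a median of 0.17 (14 of 21 higher, percentile 90.1) and p53 genes of 0.20 (9 of 15 higher, percentile 91.1). The hsp70-high cells held 186124 UMIs in all, so genes of low expression are measured on few UMIs.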

Comparative gene set enrichment analysis (GSEA) of the *ldlr*-/- specific *hsp70* + EC cluster indicated increased transcription of endoplasmic reticulum (ER) stress, incorrect protein folding, and lipid trafficking genes, while pathways related to translation, mitochondrial function and cytoskeletal organization were downregulated (Supplementary Fig. 10A). 

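The 4 stress genes that the paper followed up were each higher in hsp70-high trunk EC-like cells of the ldlr-/- library under physiological flow, by very different amounts. dnajb1b (ENSDARG00000041394), which encodes an Hsp40 co-chaperone of Hsp70, was at 2665 CPM against 107 CPM in the other trunk EC-like cells, a ratio of 25.0 (21.4 to 29.2). hspa5 (ENSDARG00000103846), the ER-resident Hsp70 BiP, was at 758 against 195 CPM (3.89-fold, 3.199 to 4.71). The pro-apoptotic transcription factor ddit3 (ENSDARG00000059836) was at 559 against 289 CPM (1.94-fold, 1.56 to 2.38). Its upstream regulator atf4a (ENSDARG00000111939) was at 569.5 against 380.1 CPM (1.50-fold, 1.21 to 1.83). Set against all other cells of the library, of every type, the ratios were 45.3 for dnajb1b, 9.70 for ddit3, 3.47 for hspa5 and 2.70 for atf4a. A UMI of dnajb1b was present in 87.5% of hsp70-high cells and 14.1% of the remaining cells of the library. The translation repressor pdcd4b was raised as well, at 11.2-fold (6.98 to 17.9). Among genes of at least 50 CPM and 30 UMIs on the higher side, those with the lowest ratios rested on 1 to 4 UMIs in the hsp70-high cells. They were the elastin and collagen cross-linking enzyme loxl1 (0.0721, 0.00181 to 0.407), ncam3 (0.106), the tight junction gene cldn11a (0.126), ano5b (0.128), hmgb3b (0.151), dlst (0.159), rab13 (0.193) and adnpa (0.207).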

Significantly enriched cellular stress response genes in *hsp70* + ECs included *dnajb1b*, *ddit3*, *hspa5* and *atf4a* (Supplementary Fig. 10B). Further quantification of the most upregulated stress genes showed *ddit3* and *hspa5* were increased in *ldlr* homozygotes at 1 and 3 dpf, alongside *atf4a* and *dnajb1b* at 1 dpf (Fig. 2E). These findings indicate that *ldlr*-/- zebrafish exhibit a cellular stress response during embryonic and early larval development, with transient *hsp70* upregulation in a subset of stressed trunk endothelial cells.

### Flow drives endothelial *hsp70* and aberrant angiogenic remodeling in *ldlr*-/- zebrafish

To investigate the role of blood flow in *ldlr*-/- vascular development, we modified zebrafish hemodynamics and examined the consequences on EC populations and angiogenesis phenotypes. Blood flow was reduced by dose-dependently blocking cardiac troponin T2 (*tnnt2a*) translation to impair heart contractility, generating embryos with static and reduced trunk vessel flow (Supplementary Fig. 11A, B, Supplementary Movies 4, 5, 6), followed by scRNA-seq as performed with physiological flow (Fig. 2). 

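For each genotype, 1 library was made at each inhibited flow level, with 0.4 ng (reduced) or 2 ng (static) of tnnt2a morpholino by the paper, given as dilutions of 1 in 100 and 1 in 20 in the sample labels. The morpholino blocks translation of the mRNA, so the level of tnnt2a RNA does not measure its effect. The deposited counts were of the same kind as those of the physiological-flow libraries and were filtered and clustered with them. Under reduced flow, the ldlr-/- library held 47676620 UMIs (72.9% in 7707 barcodes of at least 500 UMIs) and the ldlr+/+ library 40355664 UMIs (73.0% in 4259 barcodes). Under static flow, these values were 52707380 UMIs (76.6% in 5807 barcodes) in ldlr-/- and 42537732 UMIs (71.7% in 5766 barcodes) in ldlr+/+. The filter kept 6529 reduced-flow and 4758 static-flow ldlr-/- cells, with medians of 1762 UMIs and 837 genes, and 2054 UMIs and 915 genes. In ldlr+/+ it kept 3141 and 4671 cells, with medians of 2449 UMIs and 1045 genes, and 1893 UMIs and 890 genes. Over the 6 libraries 31868 cells formed 41 clusters at Leiden resolution 1, from 40 principal components of 2000 variable genes. Flow level and library coincide, because each condition was sequenced once. The paper describes a control morpholino but does not state that the physiological-flow embryos of these libraries received it, so comparisons with physiological flow may also set injected against uninjected embryos.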

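Trunk and cranial ECs, blood, neural, mesenchymal and epidermal cells were found in every flow-inhibited library. Trunk EC-like cells numbered 1499 (reduced) and 947 (static) in ldlr-/- embryos and 853 and 1142 in ldlr+/+ embryos, and each of the 5 trunk EC-like clusters held cells of all 6 libraries. Cranial EC-like cells numbered 315 and 259 in ldlr-/-, and 237 and 288 in ldlr+/+. Of these, a cluster led by tnnt2a and has2 held 11 and 28 cells in ldlr-/-, and 14 and 42 in ldlr+/+. Under physiological flow that cluster held 104 and 128 cells, so the pooled counts do not describe it. Hematopoietic progenitor-like cells, which express myb and gata2b, numbered 518 and 266, and 112 and 192. Innate immune-like cells numbered 262 and 155, and 35 and 45. Mesenchyme-like cells numbered 592 and 423, and 317 and 349. Erythrocyte-like cells numbered 365 and 249 in ldlr-/- and 66 and 381 in ldlr+/+, and myocyte-like cells 5 and 57 in ldlr-/- and 0 and 287 in ldlr+/+. Renal-like cells numbered 159 in the static ldlr-/- library and 5 to 10 in the other 3 flow-inhibited libraries. This does not make that library singular, since an unnamed cluster that shares leading genes with the renal-like cluster held 195 cells of the ldlr-/- library under physiological flow, and 0 to 4 of each other library. These counts reflect the sort and the number of cells loaded as well as the embryo.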

Transcriptional clustering identified all major cell types under static and reduced blood flow conditions in both *ldlr* + /+ and *ldlr*-/- embryos at 2 dpf. However, fewer neural cell sub-clusters were detected, and additional undifferentiated and epithelial cell clusters were present under static or reduced flow (Fig. 3A, Supplementary Figs. 12A, 13A). 

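Neural cells were fewer in flow-inhibited libraries than under physiological flow, among them cells of the 2 clusters named photoreceptor-like. The cluster with crx among its leading genes held 242 cells under physiological, 56 under reduced and 33 under static flow in ldlr-/-, and 91, 34 and 42 in ldlr+/+. The other, led by gnb3a, gng13b and vsx1, which are genes of retinal bipolar cells, held 197, 22 and 21 cells in ldlr-/-, and 87, 6 and 27 in ldlr+/+. Over all neural classes together, the ldlr-/- libraries held 2544 cells under physiological, 1981 under reduced and 1291 under static flow, and the ldlr+/+ libraries 1829, 919 and 1392. Fewer cells of any type were kept as well, at 7400, 6529 and 4758 in ldlr-/-, and 5369, 3141 and 4671 in ldlr+/+. The neural counts therefore reflect the size of a library as well as its composition. Of 11 neural clusters, all 11 held at least 20 cells in both genotypes under physiological flow. This number was 10 under reduced and 10 under static flow in ldlr-/-, and 8 and 10 in ldlr+/+. A limit of 20 cells is harder to reach in a small library, and the lowest number is that of the smallest library. These numbers therefore cannot show whether clusters were lost with flow. Of 3 epidermal clusters, which express epcam and keratins, 2 held at least 20 cells in ldlr-/- under physiological flow and 3 under each inhibited level, against 2 in every ldlr+/+ library. Among 7 clusters left unnamed, 5, 4 and 4 held at least 20 ldlr-/- cells under physiological, reduced and static flow, and 3, 3 and 4 held at least 20 ldlr+/+ cells. Under reduced and static flow they contained 696 and 707 ldlr-/- cells and 408 and 460 ldlr+/+ cells. The unnamed class is a remainder and not a type, and its largest cluster (2193 cells) had a low median depth of 706 UMIs.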

Unlike under physiological flow conditions where an additional stressed *hsp70*+ trunk EC subset was identified in *ldlr*-/- embryos (Fig. 2, Supplementary Fig. 10A), this population was absent with reduced or static flow conditions (Supplementary Figs. 12A, C, 13A, C). 

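Trunk EC-like cells rich in hsp70 were present in the flow-inhibited libraries of both genotypes, most of all under reduced flow. In ldlr-/-, the 4 hsp70 genes together reached 1932 CPM (7255 UMIs) under reduced flow and 403 CPM (1476 UMIs) under static flow. Against physiological flow this is 1.70-fold (1.62 to 1.77) and 0.354-fold (0.332 to 0.377). In ldlr+/+, they reached 755 CPM (1929 UMIs) under reduced and 103 CPM (355 UMIs) under static flow, which is 49.7-fold (37.8 to 66.8) and 6.81-fold (5.08 to 9.29) the level under physiological flow. hsp70-high cells made up 19.6% (294 cells) of trunk EC-like cells under reduced and 5.17% (49 cells) under static flow in ldlr-/-. In ldlr+/+ these shares were 9.03% (77 cells) and 1.66% (19 cells). Cells near the limit numbered 153 and 45 in ldlr-/-, and 46 and 20 in ldlr+/+. At 1000 UMIs per cell, the shares were 21.3% and 6.29% in ldlr-/- and 10.1% and 2.01% in ldlr+/+, with 356, 184, 140 and 196 cells left out. Median depth of trunk EC-like cells was 1743 and 2473 UMIs in ldlr-/- and 2093 and 1982.5 UMIs in ldlr+/+. hsp70 was also higher under reduced flow outside the endothelium. In cells other than ECs it reached 506 CPM under reduced and 106 CPM under static flow in ldlr-/-, and 124 and 36.7 CPM in ldlr+/+, and 7.08%, 0.957%, 1.61% and 0.278% of these cells were hsp70-high. Free RNA in the droplets held 767, 155, 199 and 51.0 CPM in the same order.

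**Figure D1:**
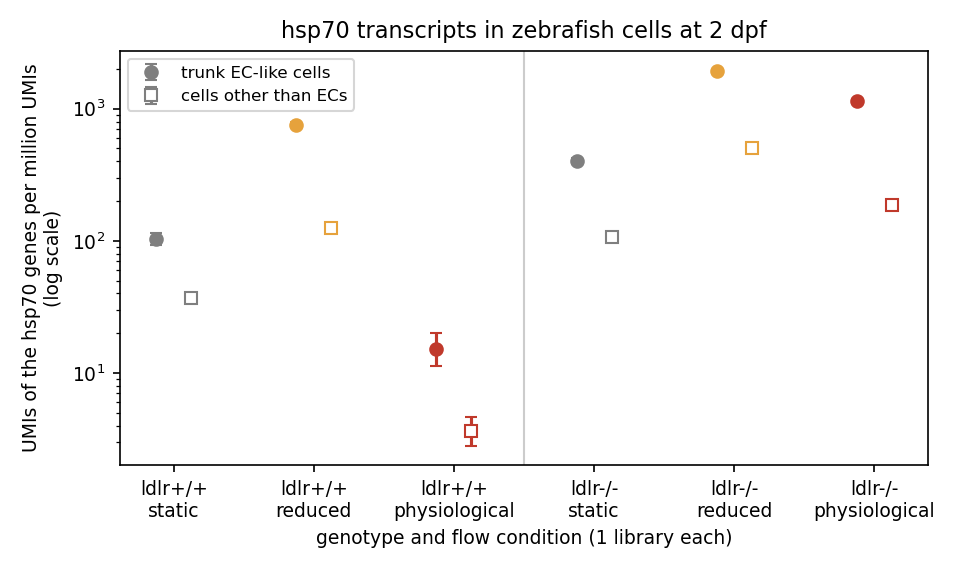
CPM of the 4 hsp70 genes on a log axis in the 6 zebrafish libraries, for trunk EC-like cells (filled circles) and cells other than ECs (open squares), with exact 95% Poisson intervals as bars and 1 library per condition. Trunk EC-like cells range from 15.2 CPM in ldlr+/+ under physiological flow to 1932 CPM in ldlr-/- under reduced flow.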

In *ldlr*-/- embryos, flow-inhibited groups showed lower trunk EC *hsp70l* expression compared to the stressed EC subset, while *hsp70l* levels remained relatively low across flow conditions in trunk ECs from *ldlr* + / + embryos, (Fig. 3B and Supplementary Fig. 14). 

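hsp70l alone followed the same order of libraries as the 4 genes together. In ldlr-/- trunk EC-like cells, it was at 365 CPM under physiological, 564 CPM under reduced and 111 CPM under static flow. Among hsp70-high cells alone, hsp70l was highest in the ldlr-/- library under physiological flow and lower, at 3051 CPM under reduced and 2380.0 CPM under static flow. In ldlr+/+ trunk EC-like cells, hsp70l was at 4.09 CPM under physiological, 202 CPM under reduced and 20.7 CPM under static flow, and the 77 hsp70-high cells under reduced flow held it at 2206 CPM. At least 1 hsp70l UMI was seen in 11.9%, 23.0% and 8.87% of ldlr-/- trunk EC-like cells under physiological, reduced and static flow, and in 0.881%, 11.3% and 2.45% of ldlr+/+ cells. Between genotypes under the same flow, hsp70l was 2.79-fold higher in ldlr-/- under reduced and 5.38-fold under static flow. The other 3 genes were 1.71-fold to 3.76-fold higher under reduced flow and 2.79-fold to 6.86-fold higher under static flow. Erythrocyte-like cells held hsp70l at 70.07, 388 and 29.1 CPM in ldlr-/- and 2.35, 86.6 and 16.0 CPM in ldlr+/+, at lower depth (median 701 to 939 UMIs).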

Other identified cell stress genes (Fig. 2E) were variably expressed in trunk ECs across physiological, reduced, and static flow conditions in both *ldlr* + */+* and *ldlr-/-* embryos (Fig. 3C and Supplementary Figs. 12B, 13B), suggesting that ER stress pathways are upregulated independently of flow.

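ER stress genes were higher in ldlr-/- than in ldlr+/+ trunk EC-like cells under physiological flow, and this difference was smaller or absent in the flow-inhibited libraries. The transcription factor ddit3 was at 309 CPM under physiological, 208 CPM under reduced and 155 CPM under static flow in ldlr-/-, and at 142, 198 and 159 CPM in ldlr+/+. Between genotypes this is 2.17-fold (1.94 to 2.44), 1.05-fold and 0.970-fold. The ER chaperone hspa5 was at 237, 234 and 157 CPM in ldlr-/- and 107, 198 and 144 CPM in ldlr+/+, which is 2.203-fold (1.93 to 2.52), 1.18-fold and 1.09-fold. atf4a was at 394, 322 and 272 CPM against 306, 256 and 284 CPM, which is 1.29-fold, 1.26-fold and 0.958-fold. The Hsp40 gene dnajb1b tracked hsp70, at 298, 486 and 145 CPM in ldlr-/- and 91.1, 278 and 112 CPM in ldlr+/+. Over the whole ER stress list, reduced against physiological flow gave a median log2 ratio of -0.10 in ldlr-/- (9 of 24 higher, percentile 27.8) and 0.21 in ldlr+/+ (14 of 24 higher, percentile 99.8), where hspa5 (1.85-fold) and asns (1.81-fold) led. That ldlr+/+ median was -0.074 with cells above 0.1 of the 99th percentile of UMIs, so its direction depends on how cells are called. Static against physiological flow gave -0.25 in ldlr-/- (9 of 24 higher, percentile 2.45), with atf3 (0.484-fold) and ppp1r15a (0.593-fold) among the lowest, and 0.02 in ldlr+/+ (percentile 77.6). Between genotypes the list stood at 0.01 under reduced (percentile 54.6) and 0.10 under static flow (percentile 97.7). Flow itself was visible in klf2a, a transcription factor induced by shear stress, which was at 788, 399 and 240.0 CPM in ldlr-/- and 509, 349 and 240.5 CPM in ldlr+/+. From the variable expression of these genes across flow conditions, the paper proposes that ER stress pathways are upregulated independently of flow.

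**Figure D2:**
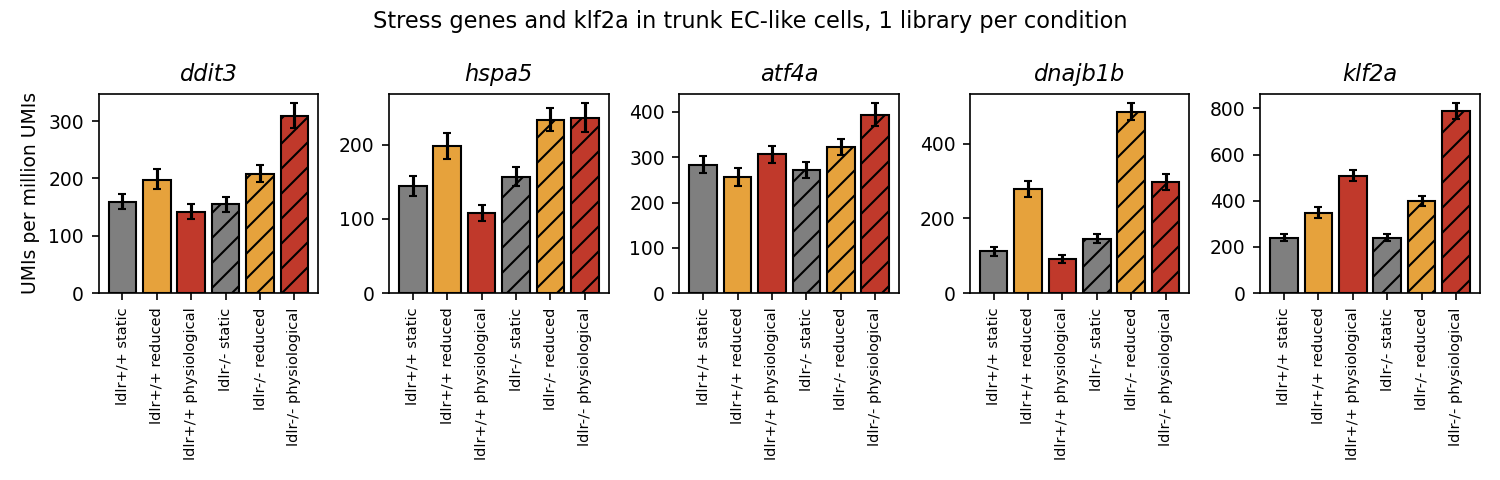
CPM of ddit3, hspa5, atf4a, dnajb1b and klf2a in trunk EC-like cells of the 6 zebrafish libraries, with exact 95% Poisson intervals as error bars and 1 library per condition. klf2a is highest under physiological flow in both genotypes, and dnajb1b is highest under reduced flow in both.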

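Other gene groups differed between flow levels in trunk EC-like cells. Cholesterol synthesis genes were higher under reduced than physiological flow, with a median log2 ratio of 0.50 in ldlr-/- (14 of 18 higher, percentile 99.9) and 0.50 in ldlr+/+ (16 of 19 higher, percentile 99.98). In ldlr-/- the sterol demethylase cyp51 was at 3.98-fold (18 against 3 UMIs, 1.16 to 21.1). Glycolysis genes were higher too, at 0.24 in ldlr-/- (percentile 99.3) and 0.53 in ldlr+/+ (percentile 100), where eno1a was 5.40-fold and pgk1 2.80-fold higher, but the ldlr+/+ median was -0.0019 with cells above 0.1 of the 99th percentile of UMIs. Cytosolic ribosomal protein genes were higher in 82 of 82 cases in ldlr-/- (median 0.52) and 81 of 82 in ldlr+/+ (median 0.34). Genes encoded in the mitochondria were lower under reduced flow in both genotypes. Immediate-early genes were lower in ldlr-/-, in 22 of 25 cases under reduced flow (median -0.44) and 25 of 25 under static flow (median -0.72). Among them were dusp1 (0.471-fold) and fosb (0.561-fold) under reduced flow. In ldlr+/+ the medians were -0.14 (percentile 2.42) and -0.15 (percentile 0.46), and the difference between genotypes was not tested. Flow-responsive genes had a median of -0.11 (percentile 19.0) under reduced and -0.28 (percentile 0.79) under static flow in ldlr-/-, with klf4 (0.187-fold), klf2a (0.305-fold) and klf2b (0.347-fold) lowest under static flow, and of -0.14 (percentile 8.29) and -0.10 (percentile 11.55) in ldlr+/+. The chaperones, which include dnajb1b, had a median of 0.04 (percentile 76.9) under reduced and -0.16 (percentile 10.3) under static flow in ldlr-/-, and 0.20 (percentile 99.6) and 0.08 (percentile 90.8) in ldlr+/+, where hsp90aa1.2 was 11.5-fold higher under reduced flow. Single genes with large ratios under reduced flow were shared by the genotypes. The intermediate filament gene vim was 11.6-fold (ldlr-/-) and 7.10-fold (ldlr+/+) higher, and the polycomb gene cbx7a 3.26-fold and 8.51-fold. In ldlr-/-, the nucleoside transporter slc29a1b (4.73-fold), slc43a1b (3.92-fold), mrc1b (3.60-fold), pik3r5 (3.36-fold) and the placental growth factor gene pgfb (2.81-fold) were also raised. Lower under reduced flow were the transporter abcc2 (0.104 and 0.107), rhag (0.167 and 0.125), the Wnt effector lef1 (0.162 and 0.251) and the complement factor cfd (0.180 and 0.150), with mmel1 (0.0868), tnfrsf9a (0.132) and slco1d1 (0.178) in ldlr-/-, and kcnn1a (0.141), fbln2 (0.250) and icn (0.258) in ldlr+/+. rhag is an erythroid gene, and RNA of red cells was not ruled out as its source. Erythrocyte-like cells fell in number with it (962 to 365 in ldlr-/- and 452 to 66 in ldlr+/+). Globin UMIs in trunk EC-like cells fell less than rhag, from 0.214% to 0.101% in ldlr-/- and from 0.224% to 0.114% in ldlr+/+. Under static flow in ldlr+/+, where rhag was also low, erythrocyte-like cells fell only to 381.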

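The genes ranked here had at least 50 CPM and 30 UMIs on the higher side, and some genes of lower expression had more extreme ratios. Under static flow, vim was again the most raised of them in ldlr-/- (4.94-fold) and was 3.98-fold higher in ldlr+/+. It was followed in ldlr-/- by the muscle parvalbumin pvalb2 (3.801-fold), slc29a1b (3.45-fold), pik3r5 (2.66-fold), pgfb (2.62-fold), mrc1b (2.51-fold), f13a1b (2.41-fold) and the growth regulator myca (2.38-fold). RNA of muscle cells was not ruled out as the source of pvalb2. The myocyte-like cluster that pvalb2 leads held 8 ldlr-/- cells under physiological and 50 under static flow. The other myocyte-like cluster held 109 and 7, so the number of such cells does not decide this. In ldlr+/+, hsp70.3 (6.43-fold, 4.33 to 9.87) lay above vim. Below vim came eno1a (3.70-fold), slc29a1b (2.92-fold), nedd9 (2.69-fold), the chemokine receptor cxcr4a (2.58-fold), pgfb (2.40-fold) and lrrn1 (2.21-fold). Those with the lowest ratios in ldlr-/- were abcc2 (0.209), hsp90aa1.2 (0.211), tnfrsf9a (0.214), cfd (0.231), kcnn1a (0.242), kif26aa (0.243), mmel1 (0.246) and mylipa (0.270). In ldlr+/+ they were cfd (0.152), the fibronectin gene fn1a (0.216), rhag (0.232), tuft1a (0.243), icn (0.294), abcc2 (0.332) and nt5dc2 (0.358).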

**Fig. 3:**
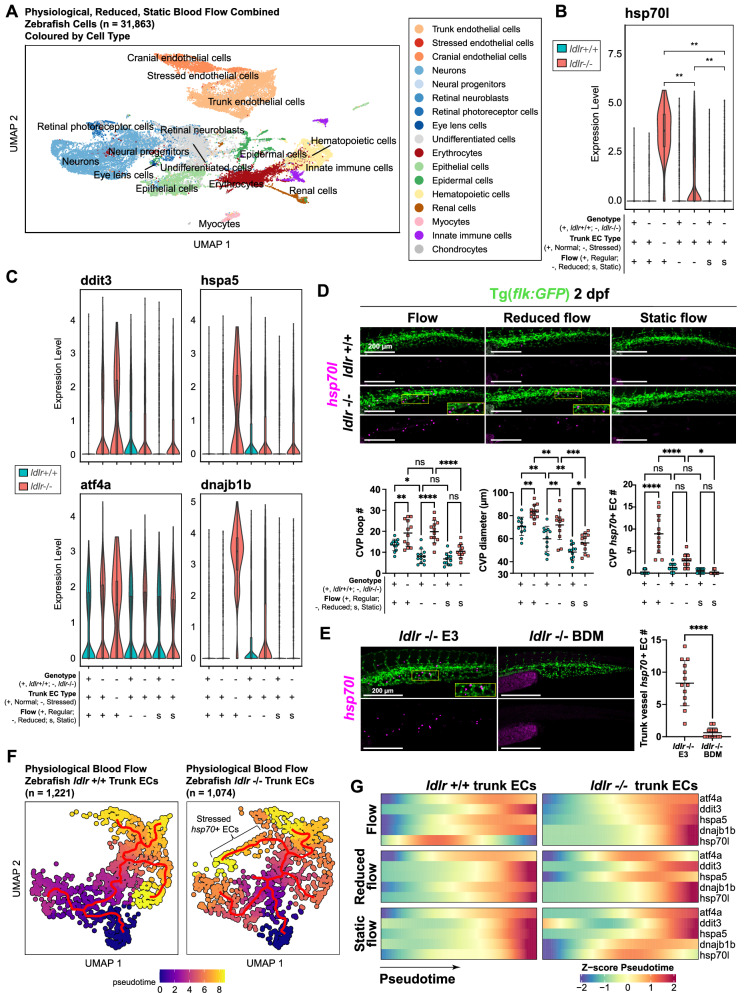
Endothelial *hsp70* upregulation and altered remodeling angiogenesis are mediated by blood flow in *ldlr*-/- embryos. **A** Combined cluster UMAP of 31,863 single cells showing annotated cell populations from embryonic *ldlr* + / + and *ldlr*-/- zebrafish under physiological, reduced (0.4 ng *tnnt2a* morpholino) and static (2 ng *tnnt2a* morpholino) blood flow conditions. Cells were obtained from pooled embryos (*n* = 200 zebrafish per group) processed in a single batch. **B** Violin plot of normalized *hsp70l* expression in trunk and stressed endothelial cells across genotypes and flow conditions. Each violin represents single-cell expression values, the central line indicates the median, and the shape represents the kernel distribution. Two-tailed Wilcoxon rank sum test and Bonferroni’s multiple comparison test used. ** *p* < 0.01. **C** Violin plots of normalized cell stress response expression (*ddit3*, *hspa5*, *atf4a* and *dnajb1b*) in trunk and stressed endothelial cells across genotypes and flow conditions. **D** Confocal microscopy of *hsp70l* fluorescence in situ RNA hybridization (FISH) stained trunk vasculature in *ldlr* + /+ and *ldlr*-/- zebrafish under physiological, reduced and static blood flow at 2 dpf. The inset shows CVP *hsp70 *+ endothelial cells adjacent to CVP loops (top). Caudal venous plexus (CVP) metrics: loop number, diameter (μm) and *hsp70*+ endothelial cell number in *ldlr* + /+ (*n* = 10–12) a*n*d *ldlr*-/- zebrafish (*n* = 10–12) across flow conditions. Flow *ldlr* + / + vs flow *ldlr*-/- (loop number: *p* = 0.0086, diameter: *p* = 0.0030, *hsp70 *+ number: *p* < 0.0001). Reduced flow *ldlr* + /+ vs reduced flow *ldlr*-/- (loop number: *p* < 0.0001, diameter: *p* = 0.0039, *hsp70 *+ number: *p* = 0.2918). Static flow *ldlr* + /+ vs static flow *ldlr*-/- (loop number: *p* = 0.1083, diameter: *p* = 0.0226, *hsp70 *+ number: *p* = 0.7410). Flow *ldlr* + / + vs reduced flow *ldlr* + / + (loop number: *p* = 0.0105, diameter: *p* = 0.0048, *hsp70*+ number: *p* = 0.4621). Reduced flow *ldlr* + /+ vs static flow *ldlr* + /+ (loop number: *p* = 0.7196, diameter: *p* = 0.0046, *hsp70*+ number: *p* = 0.6153). Flow *ldlr*-/- vs reduced flow *ldlr*-/- (loop number: *p* = 0.7196, diameter: *p* = 0.0002, *hsp70*+ number: *p* < 0.0001). Reduced flow *ldlr*-/- vs static flow *ldlr*-/- (loop number: *p* < 0.0001, diameter: *p* = 0.0046, *hsp70 *+ number: *p* = 0.0218). 3 independent experiments. Data are mean ± s.d. Two-way ANOVA and Holm-Sidak’s multiple comparison used (bottom). **E** Confocal microscopy of *hsp70l* FISH-stained trunk vasculature in *ldlr*-/- zebrafish exposed to E3 (control) medium or 10 mM BDM (1-2 dpf). Number of trunk vessel *hsp70 *+ endothelial cells in *ldlr*-/- zebrafish exposed to E3 control medium (*n* = 13) or 10 mM BDM (*n* = 13); *p* < 0.0001; 3 independe*n*t experiments. Data are mean ± s.d. Paired two-tailed *t* test was used (right). **F** Pseudotime trajectory UMAP of trunk endothelial cells in *ldlr* + /+ (left) and *ldlr*-/- (right) zebrafish under physiological blood flow. Trajectory and lineage path of stressed *hsp70 *+ endothelial cells is indicated in *ldlr*-/- zebrafish (absent in *ldlr* + /+ zebrafish) with flow. **G** Pseudotime z-score heatmaps of cell stress response genes (*atf4a*, *ddit3*, *hspa5*, *dnajb1b* and *hsp70l*) in *ldlr* + / + (left) and *ldlr*-/- (right) trunk endothelial cells under physiological (top), reduced (middle) and static (bottom) blood flow. Source data are provided as a Source Data file.

FISH staining under flow-inhibited conditions confirmed that CVP *hsp70* + ECs were significantly diminished with reduced and static flow in *ldlr* + */+* and *ldlr-/-* embryos (Fig. 3D). 

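Within ldlr-/- embryos, trunk EC-like cells of the static library held 0.209 times the hsp70 level of the reduced-flow library (0.197 to 0.221), and the share of hsp70-high cells was lower as well. All 4 genes had this direction. Relative to physiological flow, the reduced-flow ratio was 1.55 for hsp70l, 1.73 for hsp70.1, 1.77 for hsp70.2 and 1.77 for hsp70.3, and the static-flow ratio was 0.305, 0.338, 0.331 and 0.425. The order held in ldlr+/+ embryos, where the static level was 0.137 times the reduced level (0.122 to 0.153). The co-chaperone dnajb1b followed, at 1.63-fold (reduced) and 0.488-fold (static) the level under physiological flow in ldlr-/-. hsp70-high cells held 92.4% of the hsp70 UMIs of trunk EC-like cells under reduced flow and 86.1% under static flow in ldlr-/-, and 90.4% and 71.0% in ldlr+/+.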

Notably, *ldlr*-/- embryos exposed to reduced flow displayed more CVP *hsp70* + ECs compared to *ldlr*-/- embryos under static flow, a pattern also reflected by scRNA-seq (Supplementary Fig. 14). To corroborate the role of blood flow in enhancing endothelial *hsp70*, we used the myosin ATPase inhibitor, 2,3-butanedione-monoxime (BDM) in *ldlr*-/- embryos to inhibit hemodynamics from 1 dpf (Supplementary Fig. 11D, Supplementary Movies 7, 8). Similar to *tnnt2a* inhibition, BDM treatment significantly reduced *hsp70* + EC quantity (Fig. 3E), supporting the flow-dependence of *hsp70* induction in *ldlr*-/- ECs.

We also performed vascular phenotyping of *ldlr* + /+ and *ldlr*-/- embryos with reduced or static blood flow to relate the scRNA-seq findings to specific angiogenic phenotypes. Both *ldlr* + /+ and *ldlr*-/- embryos under static flow failed to undergo vascular remodeling and displayed reduced CVP diameters with few CVP loops compared to zebrafish with flow (Fig. 3D and Supplementary Fig. 11C), consistent with previous findings^24^. Under reduced flow conditions, partial CVP remodeling occurred in both genotypes, but *ldlr*-/- embryos showed an increased number of CVP loops, which were larger, and a greater CVP diameter compared to their *ldlr* + /+ counterparts (Fig. 3D and Supplementary Fig. 11C). Together, these data suggest that blood flow contributes to reduced CVP remodeling angiogenesis in a dose-dependent manner in vivo in *ldlr*-/- animals.

To further elucidate the influence of blood flow on endothelial *hsp70* activity, cell stress signaling and developmental processes, we performed pseudotime trajectory analysis for all trunk EC populations (Fig. 3F and Supplementary Fig. 15). 

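Within the trunk EC-like class of the ldlr-/- library under physiological flow, no list of an endothelial subtype set the hsp70-high cells apart from the others. These cells were taken from clusters named for trunk markers, so that they express such markers follows from how they were chosen. Arterial genes, such as dll4 and cldn5b, had a median log2 ratio of 0.00 between hsp70-high and other trunk EC-like cells (percentile 43.2). Venous and lymphatic genes had a median of 0.25 (9 of 10 higher, percentile 96.3), genes of hematopoietic emergence of -0.07 (3 genes measured, percentile 44.5), and flow-responsive genes of 0.02 (percentile 77.9). Within the last list, klf2a was at 1666 against 717 CPM (2.32-fold, 2.05 to 2.62) and klf2b was 1.82-fold higher. The cells formed a range of hsp70 levels. In the trunk EC-like class, 870 cells had no hsp70 UMI, 124 had a share of up to 0.2%, 46 lay between 0.2 and 1%, and 50 above 1%. Their median depth was 1572.5 UMIs, near that of the class. The paper's trajectory (Monocle3) was not repeated here, and an order of cells in time cannot be read from these shares.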

Endothelial cell trajectory analysis under physiological flow confirmed the *hsp70*+ subpopulation is derived from the main trunk EC population (Fig. 3F). Moreover, we found higher expression of ER stress response genes *atf4a*, *ddit3*, and *hspa5* prior to *hsp70l* and *dnajb1b* enrichment in *ldlr*-/- embryos under flow (Fig. 3G and Supplementary Fig. 15A–E), reinforcing coordinated upstream ER stress signaling. 

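In ldlr-/- trunk EC-like cells under physiological flow, hspa5 and atf4a were already higher in cells of low hsp70 share, and ddit3 was higher only in cells above 0.2%. The ER chaperone hspa5 was at 166 CPM in cells with no hsp70 UMI, 359.7 CPM in cells with a share of up to 0.2%, 821 CPM between 0.2 and 1%, and 693 CPM above 1%. atf4a was at 357, 517, 565 and 574 CPM over the same levels, and ddit3 at 292, 268, 608 and 509 CPM. The co-chaperone dnajb1b was at 79.7 CPM without hsp70 and at 265, 1706 and 3639 CPM over the other levels. Under reduced flow in ldlr-/- embryos, hspa5 was higher at every level with hsp70 than without it, and atf4a was nearly level. For ddit3, only the level above 1% had an interval wholly above that of cells without hsp70. From no hsp70 UMI to above 1%, with 908, 297, 166 and 128 cells, ddit3 was at 193, 219, 186 and 334 CPM, hspa5 at 175, 316, 318 and 309.5 CPM, and atf4a at 318, 331, 318 and 334 CPM. dnajb1b was at 90.5, 253, 1514 and 3211 CPM in these cells. Cells of few UMIs fall more often into the level without hsp70, so the levels differ in depth as well as in expression. They rank cells by hsp70 share and are not a pseudotime. From this ordering in its own trajectory, the paper describes coordinated ER stress signaling upstream of the cytosolic chaperones.

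**Figure D3:**
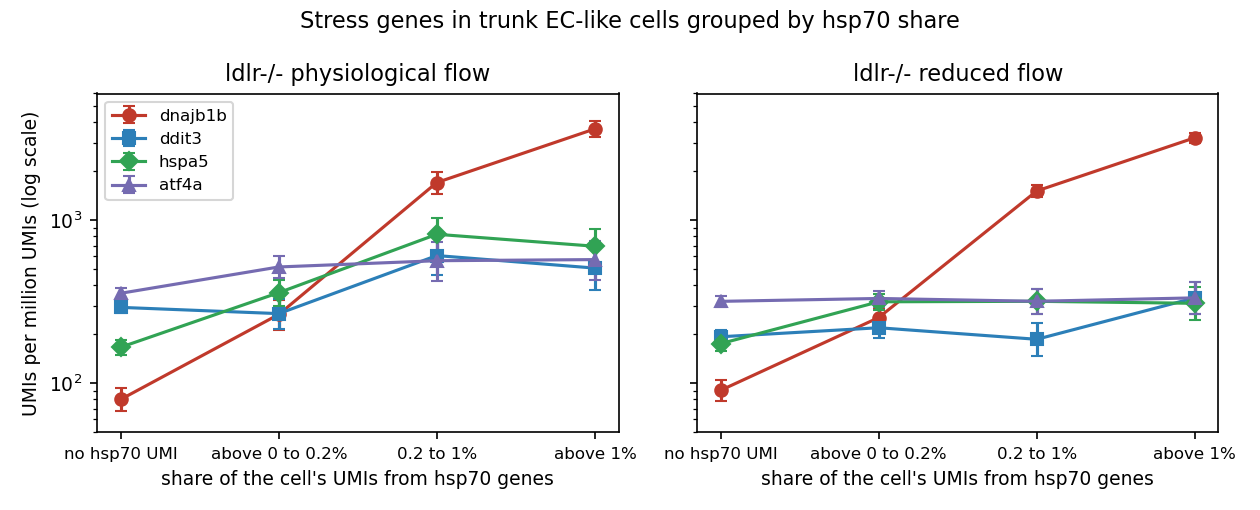
CPM of dnajb1b, ddit3, hspa5 and atf4a on a log axis in trunk EC-like cells of ldlr-/- embryos, by the share of hsp70 among the UMIs of a cell, under physiological and reduced flow, with exact 95% Poisson intervals. dnajb1b is higher at each level in both libraries, to 3639 CPM and 3211 CPM, while atf4a spans 318 to 334 CPM under reduced flow.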

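hsp70l and the Hsp40 gene dnajb1b were found in the same trunk EC-like cells in ldlr-/- embryos under each flow level, and in ldlr+/+ embryos under reduced and static flow. Cells were thinned to equal depth for these shares. Under reduced flow in ldlr-/-, dnajb1b was seen in 144 of 208 cells with hsp70l (69.2%, exact interval 62.5 to 75.4) and in 13.6% of 935 cells without it. Under physiological flow, the shares were 59 of 87 (67.8%, 56.9 to 77.4) and 80 of 794 (10.1%). Under static flow they were 21 of 42 (50.0%) and 9.02%, and in ldlr+/+ under reduced flow 34 of 53 (64.2%) and 13.0%. In ldlr+/+ under static flow, they were 6 of 12 (50.0%, 21.1 to 78.9) and 8.89% of 934 cells, and under physiological flow only 5 cells held hsp70l. The ER stress genes were more frequent in cells with hsp70l in some of these libraries only. Under physiological flow in ldlr-/-, ddit3 was in 39.1% of cells with hsp70l and 20.0% of cells without it, hspa5 in 37.9% and 15.2%, and atf4a in 35.6% and 31.9%. Under reduced flow, ddit3 was in 18.3% and 17.4%, hspa5 in 21.6% and 14.9%, and atf4a in 28.8% and 28.1%. Under static flow, with 42 cells that held hsp70l, ddit3 was in 7.14% and 16.2%, hspa5 in 9.52% and 11.0%, and atf4a in 31.0% and 23.9%. Between hsp70-high and other trunk EC-like cells, dnajb1b was 15.5-fold higher in ldlr-/- under reduced flow, 16.8-fold under static flow, and 9.53-fold in ldlr+/+ under reduced flow. The whole list of cytosolic chaperones was less raised in these cells, with medians of 0.22 (percentile 99.01), 0.41 (percentile 99.04) and 0.46 (percentile 99.56).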

Pseudotime-specific coupling of cytoplasmic molecular chaperones *hsp70l* and *dnajb1b* was also detected in *ldlr*-/- embryos with reduced flow, while ER stress genes were variably expressed across pseudotime in zebrafish under reduced and static flow (Fig. 3G and Supplementary Fig. 15A–E). 

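Cell cycle genes were lower in hsp70-high trunk EC-like cells of ldlr-/- embryos under static flow and of ldlr+/+ embryos under reduced flow, and within the middle 95% of random lists in ldlr-/- under physiological and reduced flow. In ldlr-/- under physiological flow, the cell cycle list had a median log2 ratio of -0.22 between hsp70-high and other trunk EC-like cells (7 of 19 higher, percentile 8.85). The mitotic motor kif11 was at 0.376-fold, the spindle factor tpx2 at 0.502-fold (0.238 to 0.939), top2a at 0.752-fold, cenpf at 0.745-fold and the proliferation marker mki67 at 0.998-fold. Under reduced flow in ldlr-/-, the median was -0.15 (5 of 19 higher, percentile 7.61), with the cyclin ccna2 (0.434-fold), the mitotic kinase cdk1 (0.538-fold) and mki67 (0.706-fold). Under static flow in ldlr-/- it was -1.05 (1 of 19 higher, percentile 0.0), and in ldlr+/+ under reduced flow -0.87 (percentile 0.0), with mki67 at 0.179-fold and 0.189-fold. The cytoskeleton list had a median of -0.14 under physiological flow in ldlr-/- (10 of 28 higher, percentile 30.1). Within it, the focal adhesion gene zyx (0.381-fold), the actin cross-linker actn1 (0.455-fold) and tropomyosin tpm3 (0.597-fold) were lowest. Under reduced flow in ldlr-/- the median was -0.16 (7 of 28 higher, percentile 9.03), with tuba1b at 0.654-fold, cnn2 at 0.719-fold and the actin-severing cofilin cfl1 at 0.745-fold. Under static flow in ldlr-/- the median was 0.05 (percentile 74.3), and in ldlr+/+ under reduced flow 0.01 (percentile 52.9).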

Additional trajectory pathway analysis indicated that nuclear division and cytoskeletal dysregulation coincided with blood flow-induced *hsp70* expansion in *ldlr*-/- ECs (Supplementary Fig. 15F, G), aligning with the altered vascular phenotyping (Fig. 1).

### Flow drives *HSP70* in human aortic ECs but other stress responses vary in flow-dependence

We further investigated EC transcriptional responses to varying flow conditions by exposing human aortic ECs (HAECs) to physiological (high shear stress, hss), reduced (low shear stress, lss) or static (s) flow, and analyzing their expression profiles by scRNA-seq (Fig. 4A). 

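HAECs are primary endothelial cells of the human aorta. They were held for 48 h at 30 dynes/cm2 (physiological), 2.5 dynes/cm2 (reduced) or 0 dynes/cm2 (static), and 1 droplet library was sequenced for each flow level, so no test between flow levels was possible. The authors' deposited files hold whole-number UMI counts for 36601 human genes in every barcode. The physiological-flow library held 62227530 UMIs, with 80.7% in 3261 barcodes of at least 500 UMIs, the reduced-flow library 17324740 UMIs, with 77.0% in 962 barcodes, and the static library 84527981 UMIs, with 82.5% in 7161 barcodes. The paper's filter, which for HAECs asks for at least 250 genes, kept 3049, 888 and 6147 cells, with medians of 15098, 15842.5 and 9172 UMIs. The cells were clustered together at Leiden resolution 0.8 without integration. Values are CPM of all cells of a library or of a cluster, with the same kind of intervals as for the zebrafish libraries. Gene positions are those of GRCh38, the build (hg38) that the submitters name. HSPA1A and HSPA1B have nearly identical coding sequences and may share reads, so their sum is given as well. Composition differed between libraries by more than it did in zebrafish ECs. TMM scaling would shift log2 ratios by 0.12 (physiological against reduced), -0.20 (physiological against static) and -0.31 (reduced against static), and the median log2 ratio of all measured genes was -0.05, 0.22 and 0.34 for these comparisons.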

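Physiological flow went with higher cholesterol synthesis and HSP70 transcripts than either other flow level. SREBF2, the transcription factor of cholesterol synthesis (chromosome 22, 41833079 to 41907308), was at 81.2 CPM under physiological, 37.1 CPM under reduced and 16.6 CPM under static flow. The ratio of physiological to reduced flow was 2.19 (1.99 to 2.42) and that to static flow 4.90 (4.58 to 5.25). HSPA1A (chromosome 6, 31815464 to 31817946) was 1.99-fold (1.83 to 2.16) and 6.03-fold (5.65 to 6.45) higher under physiological flow, and HSPA1B (31827735 to 31830255 on the same chromosome) 1.92-fold (1.64 to 2.25) and 6.43-fold (5.64 to 7.35). Their sum was at 127, 64.5 and 20.8 CPM, or 1.97-fold (1.84 to 2.12) and 6.11-fold (5.76 to 6.48). The wider lists followed. All 25 genes of cholesterol synthesis were higher under physiological than reduced flow (median log2 ratio 2.14, percentile 100), with HMGCS1 (10.1-fold) and MSMO1 (8.64-fold) among the highest, and 24 of 25 were higher than under static flow (median 2.42). Fatty acid synthesis genes were higher in 11 of 11 cases (median 1.33 and 1.39), with FADS2 (9.65-fold), SCD (6.89-fold) and FASN (3.44-fold) against reduced flow.

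**Figure D4:**
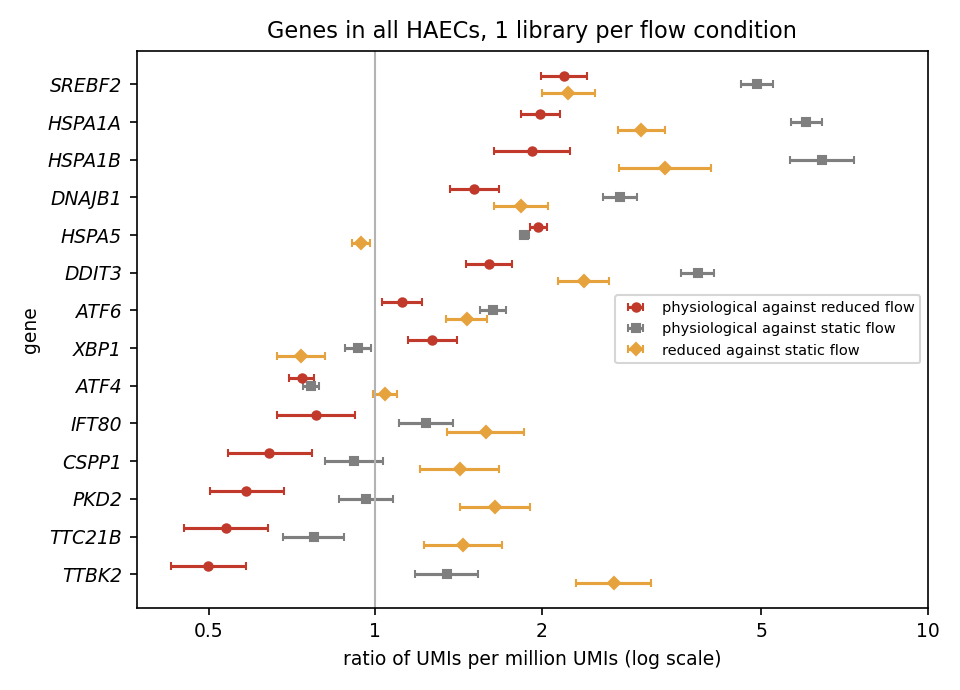
Ratios of CPM between the 3 HAEC flow levels for 14 genes on a log axis, with 95% counting intervals and 1 library per flow level. SREBF2 has ratios of 2.19 and 4.90 for physiological against reduced and static flow, while ATF4 lies below 1 in both.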

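Laminar flow left its known marks on these libraries. Genes that laminar flow induces in ECs were higher under physiological than reduced flow (17 of 25, median log2 ratio 1.04, percentile 100), than static flow (24 of 25, median 3.58) and under reduced than static flow (22 of 25, median 2.36). KLF2, the main shear-induced transcription factor, was at 719, 309.7 and 60.2 CPM under physiological, reduced and static flow. The prostaglandin D synthase PTGDS (18.2-fold), the prostaglandin transporter SLCO2A1 (10.2-fold) and LINC00520 (9.35-fold) led against reduced flow, and the xenobiotic enzyme CYP1A1 (154-fold) against static flow. CYP1B1 had 47704 UMIs under physiological and 0 under static flow, at least 21409-fold higher with static flow set at 3 UMIs. Cell cycle genes were highest under static flow (20 of 20 lower under physiological flow, median -2.39), such as CENPF (0.0916-fold), and lowest under reduced flow (physiological against reduced, median 1.13, with AURKB at 6.98-fold and MKI67 at 4.25-fold). The pericyte and mural gene RGS5 (81.0-fold against reduced flow) and PI16 (339-fold, 132 to 1244), CLIC3 (37.3-fold), LCN6 (36.1-fold) and LMCD1 (11.2-fold) were among the genes most raised under physiological flow. Against static flow, FCN3 (1199-fold), the collagenase MMP1 (404-fold), and the thrombin receptor family gene F2RL3 (75.6-fold) were also high. Lower under physiological than reduced flow were the chemokine CCL14 (0.0964), the fatty acid carrier FABP4 (0.106), ACE (0.138), BMP4 (0.151), CYBA (0.182), IL33 (0.187), BGN (0.226) and the matrix gene THBS1 (0.258). Lower than under static flow were CCL14 (0.0119), KRT7 (0.0247), FILIP1 (0.0413), the Tie2 ligand ANGPT2 (0.0598), GCHFR (0.0689), LOX (0.0878), PTTG1 (0.0901) and CTHRC1 (0.0906). Metallothioneins were lower than under static flow in 6 of 6 cases (median -2.21), with MT1M at 0.0542-fold. Between reduced and static flow, SMAD6 (35.5-fold), PLVAP (35.0-fold), SERPINE2 (25.8-fold), HMOX1 (19.5-fold) and SLC7A11 (17.7-fold) were raised, and the mitotic genes UBE2C (0.0153), PCLAF (0.0214), BIRC5 (0.0237), CDKN3 (0.0359) and CCNB1 (0.0523) were low.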

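Further programs differed between physiological and reduced flow. Interferon response genes were higher (8 of 11, median log2 ratio 0.79, percentile 99.99), led by OAS1 (7.86-fold) and IFI27 (3.53-fold). Low-flow and inflammatory genes were also higher (15 of 25, median 0.36, percentile 99.8), with the adhesion molecule SELE (6.31-fold) and the chemokine CXCL1 (5.97-fold) in front, as were immediate-early genes (19 of 23, median 0.35, percentile 99.5), among them NR4A1 (4.48-fold), though their median was 0.18 (percentile 84.35) without a stressed cluster led by MMP1. Cytoskeleton genes were higher (25 of 29, median 0.42, percentile 99.5), such as TAGLN2 (2.11-fold) and the nuclear lamin LMNA (2.08-fold). Genes of endothelial-to-mesenchymal transition had a median of 0.26 (11 of 19 higher, percentile 98.1), or 0.00 (percentile 53.7) without that cluster, and stroma and blood markers, of which RGS5 is a member, of 0.88 (5 of 7 higher, percentile 99.95). Cytosolic ribosomal protein genes were lower (79 of 83, median -0.42, percentile 0.0), including RPS10 (0.313-fold). Within the middle 95% of random lists lay endothelial identity (0.10, percentile 21.0), where TEK was 2.78-fold higher, hypoxia and glycolysis (0.21, percentile 86.5), where LDHA was 3.55-fold higher, lipid trafficking (-0.08, percentile 24.2), where the cholesterol exporter ABCA1 was at 0.0630-fold, and metallothioneins (0.06, percentile 73.2). So did mitochondrial genes (0.15, percentile 72.0), nuclear genes of oxidative phosphorylation (0.26, percentile 82.3) and p53 genes (0.14, percentile 74.9).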

While overall expression of *LDLR*, cholesterol synthesis genes (*HMGCR* and *SREBF2*) and human *HSP70* orthologs (*HSPA1A* and *HSPA1B)* showed significant upregulation under physiological flow compared with low shear stress and static conditions (Fig. 4B), there was evidence of heterogeneity across HAEC clusters. 

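HAECs grouped by flow level before anything else. Of 15 clusters, 9 were formed almost wholly by static cells, 3 by physiological-flow cells and 1 by reduced-flow cells, and the other 2 joined physiological and reduced flow. Because each flow level is 1 library, a cluster made of 1 library may reflect that library and not a state of the cells. The main physiological-flow cluster (2058 of 2060 cells) was led by PI16, CLIC3 and CYP1B1. A smaller cluster of 455 physiological-flow cells had the glycoprotein HEG1 among its leading genes, and a high mitochondrial share (median 11.7%). A cluster of 105 physiological-flow and 8 reduced-flow cells was led by MMP1, CXCL8 and the stress genes DDIT3 and ATF3, and had a median of 24034 UMIs. The main reduced-flow cluster (528 reduced-flow and 63 physiological-flow cells) was led by MGP, FABP4 and ESM1. A second, of 139 reduced-flow cells, had a mitochondrial share of 15.0%. A joint cluster of 302 physiological-flow and 159 reduced-flow cells had a median of only 942 UMIs. Among static cells, 663 formed a dividing cluster led by UBE2C, CENPF and TOP2A, 576 a cluster led by KRT7, CCL2 and CXCL1, and 132 a cluster led by the immediate-early genes NR4A1 and EGR1. Static clusters of 785, 675 and 520 cells had low medians of 699, 1826 and 1167 UMIs. At Leiden resolution 0.4 and 1.2 there were 10 and 16 clusters.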

Grouped HAEC clustering identified eight static flow populations (s_1-8), four physiological flow populations (hss_1_3-5), two reduced flow populations (lss_1_3), and one joint physiological and reduced flow population (hss_2+lss_2) (Supplementary Fig. 16). GSEA demonstrated distinct transcriptional profiles across the clusters, with cytoskeletal, organelle and cell stress terms variably enriched (Supplementary Fig. 17A).

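Cell stress, organelle and cytoskeletal programs differed between HAEC clusters. Each cluster was compared with the other cells of its own library, so flow level is held constant, but the clusters were formed from the same genes. ER stress genes were highest in the physiological-flow cluster led by MMP1, and lowest in the main physiological-flow cluster (27 of 28 lower, median log2 ratio -1.07, percentile 0.0). That main cluster had higher nuclear genes of oxidative phosphorylation (75 of 82, median 0.37, percentile 100) and interferon response genes (7 of 10, median 0.52, percentile 100). The dividing static cluster had higher cell cycle genes (20 of 20, median 4.51), cholesterol synthesis genes (23 of 24, median 0.92), cytoskeleton genes (24 of 29, median 0.52, percentile 99.97) and metallothioneins (6 of 6, median 1.77). The static cluster led by NR4A1 and EGR1 had higher immediate-early genes (25 of 25, median 3.37) and ER stress genes (19 of 28, median 0.36, percentile 100). The static cluster led by KRT7 and CCL2 had higher inflammatory genes (20 of 25, median 0.54, percentile 100). The largest static cluster had lower cytoskeleton genes (27 of 29, median -0.58, percentile 0.0) and higher endothelial identity genes (12 of 14, median 0.29, percentile 99.96). The 139-cell reduced-flow cluster stood out in organelle genes, with mitochondrial genes higher in 13 of 13 cases (median 2.09). Nuclear genes of oxidative phosphorylation were lower in 76 of 79 (median -2.70) and ribosomal protein genes in 83 of 83 (median -2.92). The cluster had a median mitochondrial share of 15.0% and a median of 5461.5 UMIs, against 15842.5 UMIs in the reduced-flow library. Damaged cells were not ruled out as the source of these differences.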

**Fig. 4:**
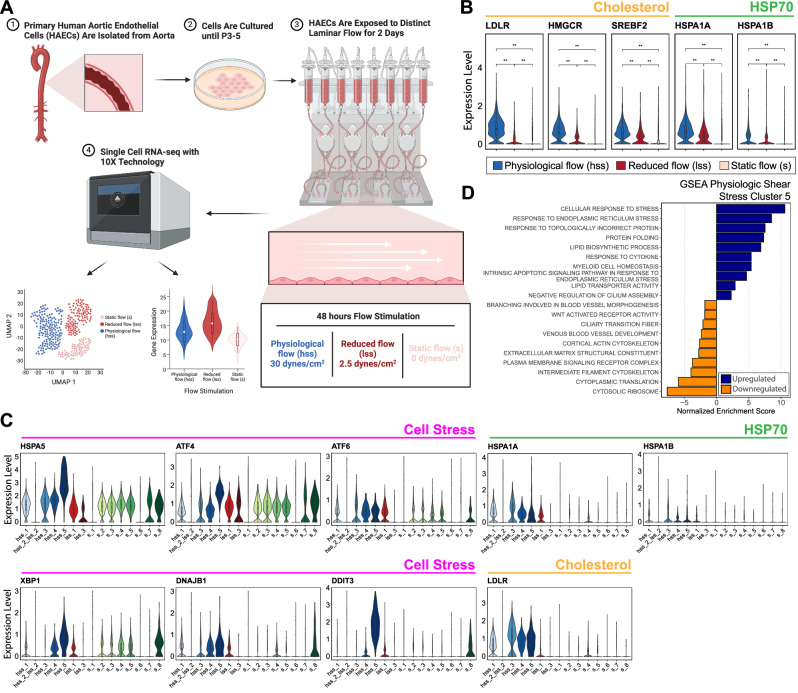
scRNA-sequencing of flow-modulated human aortic endothelial cells identifies preferential upregulation of *LDLR* and *HSP70* under physiological flow, with heterogenous activation of other cell stress pathways. **A** Schematic of human aortic endothelial cell (HAEC) culture and scRNA-seq workflow following exposure to physiological flow (30 dynes/cm^2^; high shear stress, hss), reduced flow (2.5 dynes/cm^2^; low shear stress, lss) or static (0 dynes/cm^2^; s) flow conditions. Created in BioRender. Salazar, A. (2026) https://BioRender.com/8cz4xxd. A total of 10,083 HAECs were processed in a single batch. **B** Violin plots of normalized *LDLR*, *HMGCR*, *SREBF2*, *HSPA1A* and *HSPA1B* expression across flow conditions. Each violin represents single-cell expression values, the central line indicates the median, and the shape represents the kernel distribution. Two-tailed Wilcoxon rank sum test and Bonferroni’s multiple comparison test used. ** *p* < 0.01. **C** Violin plots of normalized *LDLR*, *HSPA1A*, *HSPA1B*, *HSPA5*, *ATF4*, *ATF6*, *XBP1*, *DNAJB1* and *DDIT3* expression across HAEC clusters under physiological (hss), reduced (lss) and static (s) flow conditions. **D** Gene set enrichment analysis (GSEA) of HAEC physiological (hss) cluster 5 showing significantly upregulated and downregulated pathways.

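The 2 HSP70 genes were above their level in the static library as a whole in the physiological-flow cells of every cluster that held more than a few of them. In the main physiological-flow cluster, the sum of HSPA1A and HSPA1B was at 118 CPM. In the cluster of 455 cells with a high mitochondrial share, it was at 204 CPM. In the cluster of 105 cells led by MMP1, it was at 219 CPM, and in the 46 dividing cells of the physiological-flow library, at 77.8 CPM. The joint cluster of low UMI counts held 51.8 CPM in its physiological-flow cells. In the cluster that joins both flow levels, the 63 physiological-flow cells held HSP70 at 69.7 CPM, and the 528 reduced-flow cells at 62.4 CPM. The reduced-flow cluster of 139 cells held 35.6 CPM. Static clusters lay lower, with HSP70 at 19.2, 19.7 and 17.0 CPM in the 3 largest clusters of full depth that were not dividing. Against the other physiological-flow cells, the MMP1-led cluster was 1.79-fold higher in HSP70 (1.64 to 1.96), and lower in SREBF2 (0.673-fold).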

*LDLR* and *HSP70* were coordinately upregulated in all physiological flow clusters (hss_1_3-5) and within the transition zone of clusters hss_5 and lss_1 (Fig. 4C and Supplementary Fig. 17B). 

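Other stress genes did not share a single pattern across flow levels. DDIT3, the pro-apoptotic factor of ER stress, was 1.61-fold higher under physiological than reduced flow and 3.83-fold higher than under static flow. This level was carried by the 105 cells of the cluster led by MMP1, and without that cluster DDIT3 was at 0.760-fold (0.671 to 0.861) reduced flow and 1.26-fold static flow. The ER chaperone HSPA5 was 1.97-fold and 1.86-fold higher, with reduced and static flow nearly level (0.943). ATF4, their common regulator, was lower under physiological flow, at 0.736-fold reduced and 0.765-fold static flow. ATF6 was 1.12-fold and 1.63-fold, and XBP1 1.27-fold and 0.930-fold. As a group, ER stress genes were higher under physiological than reduced flow (25 of 28, median log2 ratio 0.60, percentile 100), led by DDIT4 (3.203-fold), ATF3 (2.74-fold) and TRIB3 (2.69-fold), and than static flow (23 of 28, median 0.71, percentile 99.7), while reduced against static flow gave 0.04 (percentile 17.2). Without the cluster led by MMP1 the medians were 0.37 (23 of 28, percentile 99.9) and 0.42 (percentile 88.8), the latter within the middle 95% of random lists. HSPA5 was then 1.72-fold and 1.28-fold higher. Its reduced and static levels were no longer near each other, at 215 CPM (207 to 223) and 289 CPM (285 to 293). Cytosolic chaperones were higher under physiological than reduced flow (22 of 25, median 0.48, percentile 99.98), led by CRYAB (31.5-fold), HSP90AA1 (1.79-fold) and HSPA8 (1.69-fold). Against static flow their median was 0.29 (percentile 74.5). Across clusters, DDIT3 was at 103 CPM in the static cluster led by NR4A1, 62.7 CPM in physiological-flow cells of low UMI counts and 35.3 CPM in physiological-flow cells of the joint cluster. HSPA5 reached 444 CPM in the static cluster of a high mitochondrial share and 466 CPM in its physiological-flow counterpart. ATF4 was at 205 CPM in the static cluster led by NR4A1.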

Other cell stress genes showed greater heterogeneity and were enriched across physiological, reduced and static flow clusters (Fig. 4C), a similar trend to transcriptional responses observed in flow-modulated zebrafish ECs (Fig. 3C). 

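In the cluster of 105 physiological-flow HAECs led by MMP1, each of these ER stress genes was above its level in the other physiological-flow cells. DDIT3 (ENSG00000175197) was at 810.4 CPM, 38.9-fold higher (36.0 to 42.0), and HSPA5 (ENSG00000044574) at 3472 CPM, 9.38-fold higher (9.15 to 9.63). ATF4 was at 399 CPM, 4.33-fold higher (4.04 to 4.63), and XBP1, the splicing target of the ER sensor IRE1, at 164 CPM, 4.35-fold higher. The Hsp40 gene DNAJB1 was at 85.2 CPM, 1.75-fold higher (1.52 to 2.01). Of 28 ER stress genes, 27 were higher (median log2 ratio 2.12, percentile 100), including ATF3 at 21.9-fold. The list of cytosolic chaperones had a median of 0.18 (16 of 25 higher, percentile 93.7), with CRYAB at 9.39-fold and HSPD1, which is not cytosolic, at 1.97-fold. The p53 list had a median of 0.09 (percentile 84.0), though the pro-apoptotic PMAIP1 was 5.72-fold higher, and the angiogenic factor VEGFA was 5.85-fold higher. DDIT3 and ATF3 were among the genes that set this cluster apart, so their level within it is not independent of how it was formed. It also held 343 of the 497 COL1A1 UMIs of its library.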

Among all HAEC subpopulations, physiological flow cluster hss_5 exhibited marked upregulation of cell stress response genes, including *DDIT3*, *ATF4, HSPA5* and *DNAJB1* (Fig. 4C, D), orthologs of genes enhanced in the *hsp70* + EC population of *ldlr-/-* zebrafish (Supplementary Fig. 10B). Cluster hss_5 also upregulated lipid trafficking, incorrect protein folding and pro-inflammatory pathways while downregulating cytoskeletal and translation processes (Fig. 4D), recapitulating the general profile of *hsp70*+ zebrafish ECs (Supplementary Fig. 10A). Furthermore, ciliogenesis-related genes were enriched in reduced flow clusters (Supplementary Fig. 17C) and cilia-associated pathways were downregulated in cluster hss_5 (Fig. 4D).

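Beside ER stress genes, the MMP1-led cluster of physiological-flow HAECs differed from the other cells of its library in endothelial, lipid, inflammatory and cytoskeletal genes. Endothelial identity genes were lower in 12 of 14 cases (median log2 ratio -1.43, percentile 0.0), including VWF (0.137-fold), ENG (0.163-fold) and PECAM1 (0.254-fold). Lipid trafficking genes were lower in 14 of 20 cases (median -0.56, percentile 1.93), with the fatty acid carriers FABP4 (0.0661-fold) and FABP5 (0.288-fold) lowest. Low-flow and inflammatory genes were lower in 16 of 25 cases (median -0.65, percentile 0.08), with the vascular peptide APLN (0.0997-fold) and THBS1 (0.130-fold) lowest, although CXCL8 was among the leading genes of the cluster. Cytoskeleton genes were lower in 22 of 29 cases (median -0.35, percentile 0.37), with the focal adhesion gene VCL at 0.330-fold and CNN2 at 0.466-fold. Ribosomal protein genes had a median of 0.06 (53 of 83 higher, percentile 48.8). Flow-induced genes were lower in 17 of 25 cases (median -1.01, percentile 0.0), led by SLCO2A1 (0.0656-fold), and interferon response genes in 9 of 10 (median -1.07, percentile 0.67). Metallothioneins were higher in 6 of 6 cases (median 1.32, percentile 99.8), and cholesterol synthesis genes were level (median 0.00, percentile 61.5). The paper's gene sets differ from these lists, and its enrichment analysis was not repeated here.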

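Ciliary genes were higher in a reduced-flow cluster of 139 HAECs than in the other cells of that library. In the cluster of 139 cells, 26 of 31 ciliary genes were above their level in the other reduced-flow cells (median log2 ratio 1.42, percentile 99.98). The intraflagellar transport genes TTC21B (5.09-fold) and IFT80 (4.45-fold) and the centriolar CSPP1 (4.54-fold) led. The 139-cell cluster had a mitochondrial share of 15.0%, and clusters with a high share under physiological flow (median 0.72, 24 of 31 higher, percentile 98.6) and static flow (median 1.14, 26 of 31 higher, percentile 87.8) also held ciliary genes above the other cells of their libraries. In the MMP1-led physiological-flow cluster, 23 of 31 ciliary genes were lower (median -0.31, percentile 54.3), with the BBSome genes BBS1 (0.366-fold) and BBS2 (0.420-fold) lowest and IFT80 at 0.575-fold. Over whole libraries, TTC21B was 0.536-fold, PKD2 0.584-fold, CSPP1 0.643-fold, TTBK2 0.498-fold and IFT80 0.780-fold under physiological against reduced flow. The ciliary list as a whole had a median of -0.06 in that comparison (percentile 52.7), 0.15 against static flow (percentile 15.0) and 0.50 for reduced against static flow (percentile 80.1). Ciliary genes are weakly expressed, and the random lists were matched on this.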

In comparison to the zebrafish vascular endothelium, *HSP70* upregulation in HAECs occurred across all flow-exposed endothelial subsets and did not clearly resolve into a distinct subpopulation, as observed in *Idlr*-/- embryos. This difference likely reflects physiological and experimental distinctions between the models, including venous plexus flow in vivo versus aortic endothelial flow in vitro, as well as deeper cellular coverage for HAECs. Nevertheless, flow-dependent co-upregulation of the cytoplasmic molecular chaperones, *HSP70* and *DNAJB1*, was observed in HAECs (Fig. 4C), mirroring the coupling found in *ldlr*-/- zebrafish trunk ECs (Fig. 3C and Supplementary Fig. 10B), suggesting partially analogous endothelial responses to flow across the models.

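HSP70 UMIs were seen in a larger share of HAECs under physiological than under reduced or static flow, and whether a subset of cells expresses them was not tested. At least 1 UMI of HSPA1A or HSPA1B was seen in 71.1% of physiological-flow, 46.5% of reduced-flow and 16.5% of static cells, at their full depths. After thinning to 1000 UMIs per cell, which leaves out 208, 88 and 1003 cells, the shares were 11.3% (320 of 2841 cells, exact interval 10.1 to 12.5), 6.25% (50 of 800 cells) and 1.91% (98 of 5144 cells). The tenth of cells richest in HSP70 held 37.2% of the HSP70 UMIs under physiological flow, 46.5% under reduced flow and 70.6% under static flow. No cell type without HSP70 was used as a background for these shares. Barcodes of 10 to 100 UMIs held HSPA1A at 1502, 302 and 2211 CPM in the same libraries. This order is not that of the cells, and how much of this RNA enters cells was not tested. Whether a single UMI shows expression by the cell that holds it therefore stays open.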

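HSP70 and DNAJB1, its Hsp40 co-chaperone, were both higher with flow in HAECs. At 1000 UMIs per cell, DNAJB1 was not more frequent in physiological-flow cells with HSP70 than in those without it. DNAJB1 (ENSG00000132002) was at 50.7 CPM under physiological, 33.6 CPM under reduced and 18.3 CPM under static flow, with a ratio of 1.51 (1.36 to 1.68) against reduced and 2.77 (2.59 to 2.97) against static flow. Its ratio of reduced to static flow was 1.84, against 3.10 for the sum of HSPA1A and HSPA1B. DNAJB1 was seen in 5.32%, 3.88% and 1.48% of cells at 1000 UMIs per cell. Among physiological-flow cells, it was in 15 of 320 cells with HSP70 (4.69%, exact interval 2.65 to 7.61) and 136 of 2521 cells without it (5.39%, 4.55 to 6.35). Among reduced-flow cells it was in 3 of 50 with HSP70 (6.00%, 1.25 to 16.5) and 3.73% without, and among static cells in 1 of 98 and 1.49%. The interval for physiological-flow cells with HSP70 ends at 7.61%, so a coupling that leaves DNAJB1 below this share is not excluded. DNAJB1 was highest in the static cluster led by NR4A1 (85.8 CPM) and lowest, among clusters of full depth, in the largest static cluster (14.1 CPM). From the joint rise of the cytosolic chaperones with flow in both models, the paper proposes partially analogous endothelial responses.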

Our flow-mediated HAEC expression profiling therefore confirms a discrete subset of ECs exposed to physiological flow that upregulate cell stress pathways, *HSP70* and lipid trafficking genes, while downregulating ciliogenesis genes. Integration of our HAEC dataset with publicly available flow-modulated scRNA-seq datasets reiterated this shear stress-dependent heterogeneity among human EC clusters (Supplementary Fig. 18). Collectively, these findings establish heterogeneity in flow-modulated transcription of cell stress responses across HAECs, while *HSP70* is preferentially upregulated by physiological flow.

### Hsp70 upregulation inhibits vascular apoptosis, remodeling angiogenesis and ciliogenesis in zebrafish

To investigate the role of *hsp70* in embryonic *ldlr*-/- zebrafish, we first tested its loss of function during development using acute CRISPR/Cas9 mutagenesis. Amplicon sequencing confirmed efficient *hsp70* mutagenesis in F0 embryos, and *hsp70* crispants displayed significant developmental abnormalities, including delayed embryogenesis, body axis curvature, edema, and increased mortality, accompanied by increased vascular apoptosis in both *ldlr* + /+ and *ldlr*-/- zebrafish (Fig. 5A and Supplementary Fig. 19A).

**Fig. 5:**
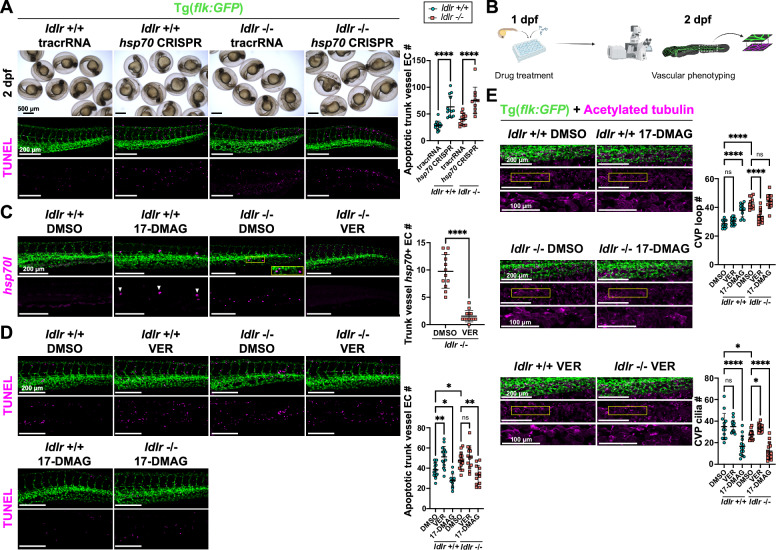
Genetic and pharmacological modulation indicates *hsp70* upregulation inhibits vascular apoptosis, remodeling angiogenesis and ciliogenesis during embryonic zebrafish development. **A** Brightfield microscopy of *ldlr* + /+ and *ldlr*-/- zebrafish following acute *hsp70* CRISPR knockout or control tracrRNA injection at 2 dpf (top, left). Confocal microscopy of TUNEL-stained trunk vasculature is shown (bottom, left). Number of apoptotic endothelial cells in trunk vasculature in *ldlr* + / + tracRNA (*n* = 13) vs *ldlr* + / + *hsp70* gRNA (*n* = 13); *p* < 0.0001; and *ldlr*-/- tracRNA (*n* = 13) vs *ldlr*-/- *hsp70* gRNA (*n* = 10); *p* < 0.0001; 3 independent experiments. Data are mean ± s.d. One-way ANOVA and Holm-Sidak’s multiple comparison used (right). **B** Schematic of zebrafish drug treatment (1-2 dpf) followed by vascular staining and phenotyping. Created in BioRender. Kaveh, A. (2026) https://BioRender.com/pwxcj5h. **C** Confocal microscopy of *hsp70l* fluorescence in situ RNA hybridization-stained Tg(*flk:GFP*) *ldlr* + / + zebrafish treated with 50 μM 17-DMAG and *ldlr*-/- zebrafish treated with 50 μM VER-155008 at 2 dpf. Arrowheads indicate neuromast *hsp70* expression. Inset shows caudal venous plexus (CVP) *hsp70 *+ endothelial cells adjacent to CVP loops (left). Total number of trunk vessel *hsp70 *+ endothelial cells in *ldlr*-/- zebrafish treated with DMSO (*n* = 12) or 50 μM VER-155008 treated (*n* = 13); *p* < 0.0001; 3 i*n*dependent experiments. Data are mean ± s.d. Paired two-tailed *t* test was used (right). **D** Confocal microscopy of TUNEL-stained trunk vasculature in *ldlr* + / + and *ldlr*-/- zebrafish treated with 50 μM VER-155008, and 50 μM 17-DMAG or DMSO (left). Total number of trunk vessel apoptotic endothelial cells in zebrafish treated with 50 μM VER-155008 (*n* = 13-16), 50 μM 17-DMAG (*n* = 12) or DMSO (*n* = 15). *Ldlr* + /+ DMSO vs *ldlr*-/- DMSO (*p* = 0.0469)*; ldlr* + / + DMSO vs *ldlr* + / + VER (*p* = 0.0018); *ldlr* + /+ DMSO vs *ldlr* + / + 17-DMAG (*p* = 0.0136); *ldlr*-/- DMSO vs *ldlr*-/- VER (*p* = 0.1680); *ldlr*-/- DMSO vs *ldlr*-/- 17-DMAG (*p* = 0.0029); 3 independent experiments. Data are mean ± s.d. Two-way ANOVA and Holm-Sidak’s multiple comparison used (right). **E** Confocal microscopy of acetylated tubulin-stained trunk vasculature in *ldlr* + / + and *ldlr*-/- zebrafish treated with 50 μM 17-DMAG, 50 μM VER-155008 or DMSO at 2 dpf. Insets show CVP cilia (left). CVP loop number in zebrafish treated with 50 μM VER-155008 (*n* = 12-13), 50 μM 17-DMAG (*n* = 12-13) or DMSO (*n* = 11-12) (top, right). CVP cilia number in zebrafish treated with 50 μM VER-155008 (*n* = 14), 50 μM 17-DMAG (*n* = 14) or DMSO (*n* = 13-14) (bottom, right). *Ldlr* + /+ DMSO vs *ldlr*-/- DMSO (loop number: *p* < 0.0001 and cilia number: *p* = 0.0385)*; ldlr* + /+ DMSO vs *ldlr* + /+ VER (loo*p* number: *p* = 0.4090 and cilia number: *p* = 0.9501); *ldlr* + /+ DMSO vs *ldlr* + /+ 17-DMAG (loop number: *p* < 0.0001 and cilia number: *p* < 0.0001); *ldlr*-/- DMSO vs *ldlr*-/- VER (loop number: *p* < 0.0001 and cilia number: *p* = 0.0475); *ldlr*-/- DMSO vs *ldlr*-/- 17-DMAG (loop number: *p* = 0.6249 and cilia number: *p* < 0.0001); 3 independent experiments. Data are mean ± s.d. Two-way ANOVA and Holm-Sidak’s multiple comparison used. Source data are provided as a Source Data file.

To circumvent these broad early developmental defects, we temporally inhibited Hsp70 during a later embryologic window using the pharmacological inhibitor VER-155008 (VER)^25^ from 1 dpf to 2 dpf (Fig. 5B). VER treatment significantly reduced the number of *hsp70* + ECs in the trunk vessels of *ldlr-/-* embryos, without affecting overall development (Fig. 5C and Supplementary Fig. 19B). In addition, VER increased endothelial apoptosis in *ldlr* + /+ embryos; however, apoptosis was not further elevated in *ldlr-/-* embryos, which already exhibit markedly increased baseline apoptosis (Fig. 5D). This observed ceiling effect may explain why VER-mediated apoptosis is detected in *ldlr* + / + but not *ldlr*-/- trunk vessels.

To test the consequences of Hsp70 upregulation, we used the pharmacological activator, 17-DMAG^26^. 17-DMAG treatment robustly increased *hsp70* expression in lateral line neuromast cells (Fig. 5C), suggesting Hsp70 may preferentially mark stressed cells in mechanosensory tissues. In contrast to VER, 17-DMAG significantly reduced trunk vessel apoptosis in both *ldlr* + /+ and *ldlr-/-* embryos (Fig. 5D), supporting a broadly anti-apoptotic role for Hsp70.

We then examined how 17-DMAG and VER treatments affect other characterized vascular abnormalities. 17-DMAG reduced apoB accumulation in the CVP of *ldlr-/-* embryos, whereas VER showed no clear change (Supplementary Fig. 20A), suggesting that Hsp70 upregulation may promote vascular apoB clearance in homozygotes. In addition to reducing vascular apoptosis and excess apoB levels, 17-DMAG markedly disrupted CVP remodeling in *ldlr* + / + embryos, increasing the number of CVP loops, which remained significantly elevated in *ldlr*-/- embryos (Fig. 5E).

Since *ldlr-/-* zebrafish display impaired CVP ciliogenesis and defective neuromast development (Fig. 1), we next assessed how Hsp70 modulation influences these mechanosensory phenotypes in both genotypes. In *ldlr* + / + embryos, 17-DMAG significantly reduced CVP ciliation and neuromast cell numbers (Fig. 5E and Supplementary Fig. 21), whereas VER had no effect on CVP patterning (Fig. 5E). In *ldlr-/-* embryos, 17-DMAG further exacerbated pre-existing CVP ciliogenesis defects (Fig. 5E). In contrast, VER treatment rescued multiple phenotypes in *ldlr-/-* embryos, increasing CVP cilia number and neuromast cells while reducing CVP diameter and CVP loop formation (Fig. 5E and Supplementary Fig. 20B, 21). These findings suggest that Hsp70 modulation differentially affects vascular apoptosis and remodeling/ciliogenesis, with Hsp70 upregulation disrupting CVP ciliogenesis and remodeling angiogenesis.

Given vascular apoptosis and ER stress are elevated from 1 dpf in *ldlr*-/- embryos (Figs. 1B, 2E) and p38 Mapk signaling facilitates early cell stress responses^27^, we inhibited p38 Mapk to examine its effects on endothelial *hsp70* expression and downstream mutant phenotypes. Inhibitor of p38 Mapk, SB-203580^28^, reduced trunk vessel *hsp70* + ECs, accelerated CVP remodeling angiogenesis and recovered neuromast development in *ldlr*-/- embryos (Supplementary Fig. 22A, B). Together, these results indicate that cell stress-induced *hsp70* upregulation suppresses vascular apoptosis while concurrently disrupting endothelial ciliogenesis and impairing remodeling angiogenesis, highlighting a multifaceted and context-dependent developmental role.

### *Ldlr* loss impairs regenerative angiogenesis and enhances inflammation in zebrafish

We next assessed angiogenesis following injury in developing *ldlr*-/- zebrafish using a multi-vessel tail fin amputation paradigm. Serial live imaging of the tail fin vasculature up to 4 days post amputation (dpa) revealed reduced sprouting regenerative angiogenesis in *ldlr*-/- larvae compared to *ldlr* + /+ controls (Fig. 6A). At 2 dpa, 3 dpa and 4 dpa, *ldlr* + / + larvae exhibited greater neoangiogenic sprouting, with dorsal and ventral vascular sprouts migrating medially and connecting by 4 dpa (Fig. 6A). While the majority of *ldlr* + / + zebrafish (75%) showed regenerated and lumenized vessels with patent blood flow at 4 dpa, this was only achieved in 25% of *ldlr*-/- zebrafish (Fig. 6A, Supplementary Movies 9, 10).

**Fig. 6:**
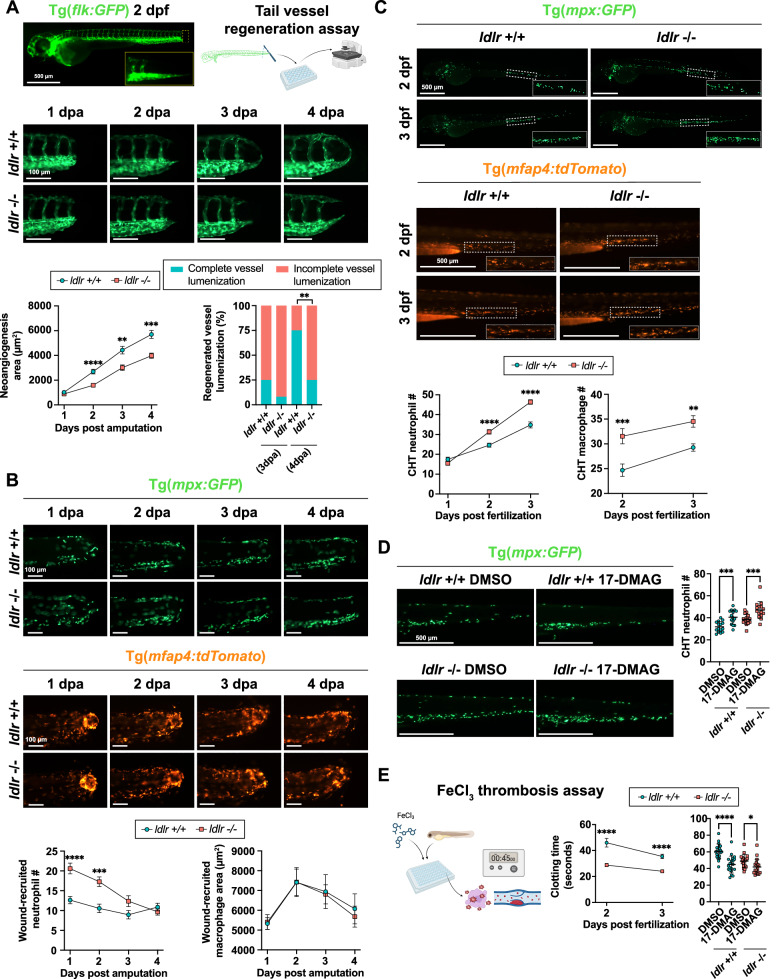
*Ldlr*-/- zebrafish display reduced regenerative angiogenesis, enhanced innate immune cell expansion and increased thrombogenicity during development. **A** Epifluorescence microscopy of Tg(*flk:GFP*) zebrafish at 2 dpf following tail vessel amputation. Inset shows the two most posterior intersegmental vessels resected (top, left). Schematic of tail vessel regeneration assay. Created in BioRender. Kaveh, A. (2026) https://BioRender.com/gh8cub2 (top, right). Tail vessel repair/regeneration in *ldlr* + /+ and *ldlr*-/- zebrafish from 1–4 days post amputation (dpa, middle). Quantification of neoangiogenesis area (μm^2^) in *ldlr* + /+ (*n* = 23-24) and *ldlr*-/- (*n* = 22-24) zebrafish at 1 dpa (*p* = 0.4308), 2 dpa (*p* < 0.0001), 3 dpa (*p* = 0.0011), 4 dpa (*p* = 0.0002); 4 independent experiments. Data are mean ± s.e.m. Two-way ANOVA and Holm-Sidak’s multiple comparison test used (bottom, left). Regenerated vessel lumenization (% with patent blood flow) in *ldlr* + /+ and *ldlr*-/- zebrafish at 3 dpa (*p* = 0.2448) and 4 dpa (*p* = 0.0012). Fisher’s exact (two-sided) test was (bottom, right). **B** Epifluorescence microscopy of neutrophil (Tg(*mpx:GFP*), top) and macrophage (Tg(*mfap4:tdTomato*), middle) wound recruitment during tail vessel repair/regeneration in *ldlr* + /+ and *ldlr*-/- zebrafish from 1–4 dpa. Wound-recruited neutrophil numbers (bottom, left) and macrophage area (μm^2^, bottom right) in *ldlr* + /+ (*n* = 18–20) a*n*d *ldlr*-/- (*n* = 17–20) zebrafish at 1 dpa (neutrophil: *p* < 0.0001 and macrophage: *p* = 0.9998), 2 dpa (neutrophil: *p* = 0.0006 and macrophage: *p* > 0.9999), 3 dpa (neutrophil: *p* = 0.1111 and macrophage: *p* = 0.9998), 4 dpa (neutrophil: *p* = 0.3521 and macrophage: *p* = 0.9998); 3 independent experiments. Data are mean ± s.e.m. Two-way ANOVA and Holm-Sidak’s multiple comparison test used. (C) Epifluorescence microscopy of neutrophils (top) and macrophages (middle) in the caudal hematopoietic tissue (CHT, inset indicates the CHT) of zebrafish at 2 dpf and 3 dpf. CHT neutrophil numbers in *ldlr* + /+ (*n* = 21–29) and *ldlr*-/- (*n* = 21–30) zebrafish at 1 dpf (*p* = 0.2090), 2 dpf (*p* < 0.0001) and 3 dpf (*p* < 0.0001); 3 independent experiments (bottom, left). CHT macrophage numbers in *ldlr* + /+ (*n* = 13–15) and *ldlr*-/- (*n* = 13–15) zebrafish at 2 dpf (*p* = 0.0005) and 3 dpf (*p* = 0.0020); 2 independent experiments (bottom, right). Data are mean ± s.e.m. Two-way ANOVA and Holm-Sidak’s multiple comparison test used. (D) Epifluorescence microscopy of CHT neutrophils in *ldlr* + / + and *ldlr*-/- zebrafish following treatment with 50 μM 17-DMAG or DMSO (left). CHT neutrophil numbers in zebrafish treated with 50 μM 17-DMAG (*n* = 15) or DMSO (*n* = 15). *Ldlr* + /+ DMSO vs *ldlr* + / + 17-DMAG (*p* = 0.0005) a*n*d *ldlr*-/- DMSO vs *ldlr*-/- 17-DMAG (*p* = 0.0005); 3 independent experiments. Data are mean ± s.d. One-way ANOVA and Holm-Sidak’s multiple comparison used(right). (E) Schematic of FeCl_3_ thrombosis assay workflow. Created in BioRender. Kaveh, A. (2026) https://BioRender.com/zgdmudi (left). Time to thrombosis (clotting time, seconds) following FeCl_3_ exposure in *ldlr* + /+ (*n* = 22-28) and *ldlr*-/- (*n* = 22–29) zebrafish at 2 dpf (*p* < 0.0001) and 3 dpf (*p* < 0.0001); 3 independent experiments. Data are mean ± s.e.m. One-way ANOVA and Holm-Sidak’s multiple comparison test used (middle). Thrombosis time in *ldlr* + / + and *ldlr*-/- zebrafish treated with 50 μM 17-DMAG (*n* = 18–20) or DMSO (*n* = 19–20). *Ldlr* + /+ DMSO vs *ldlr* + / + 17-DMAG (*p* < 0.0001) a*n*d *ldlr*-/- DMSO vs *ldlr*-/− 17-DMAG (*p* = 0.0246); 3 independent ex*p*eriments. Data are mean ± s.d. One-way ANOVA and Holm-Sidak’s multiple comparison used (right). Source data are provided as a Source Data file.

We hypothesized that differences in inflammatory responses underlie the impaired vascular regeneration in *ldlr*-/- larvae. Therefore, we performed live imaging of neutrophil and macrophage recruitment following zebrafish wounding^29,30^. Neutrophil recruitment at the injury site was significantly augmented at 1 dpa and 2 dpa in *ldlr*-/- zebrafish, coinciding with impaired regenerative angiogenesis, and returned to *ldlr* + /+ levels by 4 dpa (Fig. 6B). Macrophage wound recruitment, however, was comparable between *ldlr* + /+ and *ldlr*-/- larvae across all timepoints (Fig. 6B).

To better understand the sustained neutrophilic inflammation following injury, we characterized immune cell and hematopoietic stem cell (HSC) development in *ldlr*-/- zebrafish by examining the caudal hematopoietic tissue (CHT). Live imaging showed increased neutrophil and macrophage numbers in the CHT of *ldlr*-/- zebrafish at 2 dpf and 3 dpf (Fig. 6C), which was corroborated with histological staining (Supplementary Fig. 23). HSC numbers were unchanged in the CHT of *ldlr*-/- embryos (Supplementary Fig. 24A), suggesting myeloid cell differentiation/expansion is preferentially enhanced during embryonic *ldlr*-/- development. Pharmacological Hsp70 inhibition with VER did not affect CHT myeloid cell numbers in *ldlr*-/- zebrafish (Supplementary Fig. 24B, C), while Hsp70 upregulation using 17-DMAG enhanced CHT neutrophils in both *ldlr* + /+ and *ldlr*-/- embryos, without affecting CHT macrophage or total HSC numbers (Fig. 6D and Supplementary Fig. 24A, C).

As dysfunctional endothelial cells and neutrophils regulate blood clotting via pro-inflammatory and coagulation factors, we measured time to thrombosis following FeCl_3_ exposure, a clotting agent that causes endothelial oxidation through free radical generation^31^. Evaluation of reactive oxygen species indicated elevated baseline oxidative stress in *ldlr*-/- zebrafish, which was exacerbated at the tail fin following injury (Supplementary Fig. 25A, B). *Ldlr*-/- zebrafish exhibited a pro-thrombotic phenotype, with significantly reduced clotting times compared to *ldlr* + /+ zebrafish at 2 dpf and 3 dpf (Fig. 6E). While VER did not alter thrombosis times (Supplementary Fig. 25C), 17-DMAG treatment further shortened time to clotting in both *ldlr* + /+ and *ldlr*-/- zebrafish (Fig. 6E). Our findings therefore demonstrate that neutrophilia and thrombogenicity are augmented in *ldlr-/-* zebrafish, alongside abnormalities in flow-mediated angiogenic remodeling (Fig. 7).

**Fig. 7:**
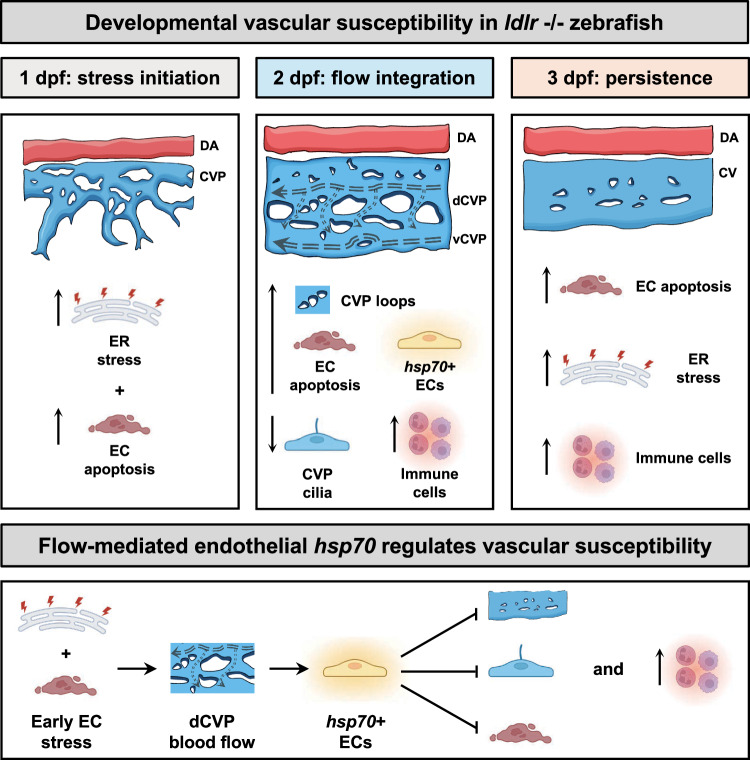
Schematic model of developmental vascular susceptibility in *ldlr*-/- zebrafish. At 1 dpf (stress initiation), *ldlr*-/- embryos exhibit elevated endoplasmic reticulum (ER) stress signaling accompanied by increased endothelial apoptosis in trunk vessels (top, left). At 2 dpf (flow integration), abnormal dorsal caudal venous plexus (CVP) angiogenic remodeling is observed, spatially associated with the emergence of flow-dependent *hsp70*+ endothelial cells (ECs). This stage is accompanied by sustained vascular apoptosis, increased CVP loop formation, reduced CVP ciliogenesis and enhanced expansion of innate immune cells within the caudal hematopoietic tissue. Dashed arrows indicate CVP blood flow direction and relative magnitude (top, middle). At 3 dpf (persistence), CVP remodeling remains partially disrupted, while vascular apoptosis, ER stress signaling and immune cell expansion persist (top, right). This model proposes that early endothelial stress converges with physiological blood flow through a structurally altered CVP to drive *hsp70* upregulation and modulate vascular susceptibility. The emergence of *hsp70* + ECs promotes endothelial survival while inhibiting endothelial ciliogenesis and angiogenic remodeling (bottom). Partly created in BioRender. Kaveh, A. (2026) https://BioRender.com/xft5lm8. DA, dorsal aorta; dCVP, dorsal caudal venous plexus; vCVP, ventral caudal venous plexus; CV, caudal vein.

## Discussion

While atherosclerosis has been extensively studied, the developmental origins of the disease remain unclear. Using *ldlr* knockout zebrafish, we reveal primordial abnormalities that give rise to and shape early endothelial cell dysfunction. By combining flow modulation, single-cell transcriptomics and in vivo imaging, we identified a hemodynamically-induced stressed endothelial cell subset in *ldlr* mutant animals. Physiological vascular stress arising during development is associated with multiple cellular abnormalities, including striking upregulation of endothelial *hsp70* in the stressed EC subset, slowing of angiogenic remodeling and defective responses to vascular injury. In parallel, we observe a dysregulated inflammatory cell compartment with consequent functional abnormalities of injury resolution and thrombogenicity. Together, these insights suggest that convergent impairments of endothelial and inflammatory responses to flow and injury render the vascular system in *ldlr*-/- animals vulnerable from embryonic development onwards (Fig. 7).

Loss of LDLR function produces a consistent phenotype in vertebrates, characterized by elevated LDL and vascular lipid deposition. Larval *ldlr* knockout zebrafish recapitulate these hallmarks^21^, although species differ in lipoprotein handling and lesion complexity^32–34^; Ldlr-deficient mice require additional genetic manipulation and dietary challenge to achieve human-like LDL profiles and typically develop fewer complex lesions, whereas rabbits and pigs form plaques that more closely resemble human coronary disease^33,35^. In larval *ldlr* knockout zebrafish, lipid accumulation occurs in the trunk vessels such as the dorsal aorta and caudal vein, which is exacerbated by high cholesterol feeding^21^. The developmental biology of atherosclerosis in FH models, however, remains poorly understood, though disease phenotypes arise in children with homozygous FH^36^. Although most non-genetic forms of atherosclerosis manifest in mid- to late life, longitudinal studies show that early life risk factors predict subclinical atherosclerosis and adult ASCVD, with markedly accelerated trajectories in FH^16,37^. Thus, mapping vascular phenotypes in a developmental model of FH may reveal how early endothelial perturbations influence subclinical atherosclerosis progression and provide insights for primary prevention in predisposed individuals^17^. While larger mammalian models and clinical studies remain indispensable for assessing atherosclerotic lesions, *ldlr* knockout zebrafish enable in vivo dissection of developmental, cellular and molecular mechanisms that establish vascular susceptibility to disease.

Beginning at one day post-fertilization, *ldlr* knockout zebrafish exhibited elevated ER stress marker expression and enhanced vascular apoptosis, features of ASCVD^38,39^. Vascular phenotyping revealed that remodeling of the venous plexus was aberrant in *ldlr* homozygote embryos, accompanied by a reduced number and length of endothelial cilia. While primary endothelial cilia are involved in vascular sprouting and subsequent remodeling through pruning^40,41^, *ldlr* knockout zebrafish displayed dysregulated ciliogenesis during the later remodeling angiogenesis phase, concurrent with defects in neuromast hair cell development. Consistent with these observations, ciliopathy models show pronounced angiogenic and vascular integrity defects^40–43^, underscoring the importance of cilia in maintaining developmental signaling and vascular health. Compared with other trunk vessels, the zebrafish CVP is densely ciliated and experiences lower blood flow velocity and wall shear stress^20,44^, conditions that may heighten endothelial susceptibility to cellular stress. Flow analyses found complex abnormalities of dorsal venous plexus flow in *ldlr* knockout embryos, the main capillary showing altered patterning angiogenesis. These abnormalities in developmental angiogenic remodeling may parallel clinical observations linking disturbed hemodynamics to atherosclerosis-susceptible vascular sites^45^. Together, our findings also raise the possibility of occult microvascular or venous defects in primary forms of atherosclerosis, though evidence of such is currently lacking in humans.

A developmentally distinct subset of stressed endothelial cells, marked by substantial *hsp70* overexpression, localized to geometrically complex vascular regions in *ldlr* mutants that experience disturbed flow and aberrant angiogenic remodeling. Although Hsp70 has not been implicated in LDLR-deficient models, its acute induction converged with progressive ER stress activation (via *ddit3* and *hspa5*) and endothelial apoptosis, reflecting a transient attempt to resolve cellular stress. Previous studies have shown that low or disturbed shear stress flow upregulates endothelial ER stress and UPR genes, including *HSPA5*^46,47^. In our flow-modified human endothelial cell data, *HSPA5* expression was heterogeneous, with enrichment in static, low and high-shear-exposed HAECs. While ER stress pathway activation was detected across all flow conditions, the flow modulation experiments suggest hemodynamic upregulation of *hsp70* in subsets of both zebrafish and human endothelial cells. Despite species, vessel type and developmental differences, endothelial *HSP70* upregulation was consistently coupled with *DNAJB1* expression, another cytoplasmic molecular chaperone. Dnajb1 (a Hsp40 family member) is a co-chaperone of Hsp70 that enhances its ability to buffer cellular stress^48,49^, suggesting that their adaptive synergy is conserved in the flow-responsive endothelium.

Hsp70 is recognized for its key roles in maintaining cellular proteostasis^50^. However, to our knowledge, it has not been previously reported as inducible by physiological flow in vivo. Our *ldlr* knockout zebrafish model suggests that endothelial *hsp70* is activated by early cellular stress, via p38 Mapk signaling, and its upregulation is mediated by graded physiological flow. While *hsp70* upregulation protected against endothelial apoptosis, it impaired CVP ciliogenesis and remodeling angiogenesis (Fig. 7). These findings indicate that flow-induced molecular chaperone activity mediates a local trade-off between endothelial survival and structural remodeling. By buffering intracellular stress, *hsp70* + ECs may inadvertently delay dorsal venous plexus pruning by suppressing kinocilia formation and cilia-dependent signaling^41^. Although the mechanosensory basis of *hsp70* flow inducibility remains unclear in vivo, we posit that altered membrane composition due to endocytic dysfunction could sensitize the endoplasmic reticulum to flow-induced stress, thereby engaging heat shock transcription factor machinery^51^. Further exploration of the interactions among canonical mechanosensors such as cilia, caveolae, and junctional complexes^52^ – together with Ldlr and Hsp70, may shed light on how endothelial cells integrate mechanical and stress signals under physiological and pathological flow.

In other contexts, Hsp70 has been implicated in regulating subcellular sphingolipid metabolism in models of Niemann-Pick disease^53,54^. Hsp70 has also been reported to facilitate cholesterol efflux from lipid-laden cells^55^ and to be secreted extracellularly following high-fat dieting^56^, suggesting a role in lipid trafficking under conditions of intracellular lipid imbalance. In our zebrafish dataset, lipid pathway genes were minimally expressed at the single-cell level; however, apoB, the principal apolipoprotein of LDL, was transiently elevated in the venous plexus of *ldlr* mutants. This increase normalized by 3 dpf, as normalization of endothelial *hsp70* expression with angiogenic remodeling is being completed. Recent live imaging studies showed that apoB-containing lipoproteins have a shorter half-life at 2 dpf compared to 5 dpf, and that *ldlr* homozygotes exhibit elevated systemic apoB levels from 4 dpf onward^32,34^. Furthermore, Hsp70 can promote apoB degradation^57^. Combined, these observations suggest that the transient developmental vascular phenotypes in *ldlr*-deficient endothelial cells may partly reflect Hsp70 functions in handling lipid trafficking and metabolism^53–55^ - processes involved in cellular stress adaptation^58^. Further investigation of lipid and membrane trafficking in this context could reveal additional mechanisms by which stress-induced molecular chaperones influence vascular homeostasis and disease susceptibility.

The dorsal caudal venous plexus, where *ldlr* mutant developmental phenotypes were most pronounced, also serves as the primary hematopoietic site during zebrafish embryogenesis, providing a vascular niche for hematopoietic stem and immune cells^59,60^. We observed a selective expansion of innate immune cells, but not hematopoietic stem cells, overlapping with vascular abnormalities in *ldlr* knockout zebrafish (Fig. 7). In examining features of ASCVD during early development, we found that loss of *ldlr* function impaired vascular regeneration, heightened neutrophilic inflammation, elevated reactive oxygen species, and accelerated thrombosis. Notably, neutrophilia and thrombogenicity were exacerbated by Hsp70 activation and pro-inflammatory gene signatures were enriched in *hsp70*-overexpressing endothelial cells, suggesting possible endothelial-neutrophil crosstalk. While intracellular Hsp70 is typically considered vascular-protective, extracellular Hsp70 can activate innate immune responses^61,62^. Thus, endothelial overexpression of Hsp70 may promote secretion of the protein to modify the local inflammatory milieu^63^, though effects on atherosclerosis vary by cell type and disease context^61^. Together, these findings suggest a feedforward loop wherein flow-responsive endothelial abnormalities and inflammatory signaling amplify developmental vascular susceptibility (Fig. 7). The results also emphasize the potential importance of early modulation of inflammatory pathways or prevention of vascular injury in LDLR-deficient individuals.

In summary, this study establishes a developmental model of atherosclerosis by integrating embryonic and larval phenotyping of *ldlr* knockout zebrafish with blood flow modulation. We identified a transitional mechanoresponsive endothelial subpopulation that regulates key atherosclerosis traits, detailing a critical early temporal window during which endothelial dysfunction and inflammation arise and converge. These findings provide a framework for investigating co-regulatory cellular mechanisms driving vascular susceptibility and may guide preventive strategies for treating individuals prone to accelerated atherosclerosis and ASCVD.

## Methods

### Zebrafish maintenance and use

All experiments involving zebrafish were conducted in compliance with animal protocols approved by the Institutional Animal Care and Use Committee of Brigham and Women’s Hospital at Harvard Medical School. Zebrafish were maintained in a dedicated aquatics facility at 28 °C with a circulating and filtered system, as per standard operating procedures. Experiments were performed on embryos or larvae aged between 1 dpf and 6 dpf, which were incubated at 28 °C in standard embryo (E3) medium. The sex of zebrafish is not specified at embryonic or larval stages and therefore was not considered in experiments.

Homozygous *ldlra*^*sd52/sd52*^ zebrafish, which are viable to adulthood^21^, were crossed with the following transgenic reporter lines to generate heterozygote mutants: Tg(*flk:eGFP*)^*s843*^^64^, Tg(*gata1a:dsRed*)^*sd2*^^65^, Tg(*mpx:GFP*)^*i114*^^66^, Tg(*mfap4:tdTomato)*^*xt12*^^67^ and Tg(*cd41:eGFP*)^*la2*^^68^. Initial imaging experiments involved incrossing *ldlr* heterozygous mutants, with embryos/larvae subsequently genotyped in a blinded manner to identify wild-type (*ldlr* + /+), heterozygous (*ldlr* + /-) or homozygous (*ldlr*-/-) individuals. Following experiments were performed using embryos and larvae from incrosses of confirmed *ldlr* + /+ and *ldlr*-/- siblings. For genotyping, genomic DNA was extracted using 50 μM NaOH (95 °C for 15 minutes), followed by PCR amplification with Quick-Load Taq 2x master mix (New England Biolabs). Sanger sequencing was performed using the following primers:

*ldlra* Fw primer: TATGAACAGCCTTGCCAACA

*ldlra* Rv primer: GCTGAAAATCGGGAGAAGAG

Transgenic adult zebrafish were maintained on a *casper* or *nacre* background^69^ to enhance imaging clarity or treated with 0.003% phenylthiourea (Sigma) in E3 medium from 8 hours post fertilization to inhibit pigment formation.

### Imaging embryonic and larval zebrafish

Prior to live imaging, zebrafish embryos and larvae were anesthetized with 40 μg/mL tricaine methanesulphonate (FisherScientific) in E3 medium until immobile and imaged at room temperature using confocal or epifluorescence microscopy. Confocal images were acquired using an upright Olympus FV1200 microscope equipped with an Argon 458/477/488/514 nm laser and a Red HeNe 633 nm laser. For confocal imaging, zebrafish were mounted in 35 mm glass-bottom dishes (MatTek) using 0.75% ultrapure low-melting-point agarose (Invitrogen) dissolved in E3 medium. Confocal images were acquired using a 10x objective with 20-25x magnification.

Brightfield and epifluorescence images were acquired using an EVOS Auto2 system (ThermoFisher) with GFP, RFP and Texas Red filters. For EVOS live imaging, embryos and larvae were laterally mounted on Superfrost microscope glass slides (ThermoFisher) and imaged using 4x, 10x, or 20x objectives.

### Whole-mount zebrafish immunofluorescence staining

Zebrafish embryos and larvae were fixed overnight at 4 °C in the dark in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) [PFA-PBS]. Following fixation, samples were rinsed four times with PBS containing 0.1% Tween20 (PBST). Zebrafish were then washed twice in blocking buffer (5 mg/ml bovine serum albumin [BSA] and 5% goat serum in PBST) for 20 minutes per wash. Primary antibodies were diluted 1:100 in blocking buffer and incubated with zebrafish samples overnight at 4 °C in the dark. The following primary antibodies were used: anti-apolipoprotein B (rabbit polyclonal, Abcam, ab20737), anti-PCNA (mouse monoclonal, Cell Signaling Technology, #2586S; clone PC10), anti-acetylated tubulin (mouse monoclonal, Sigma, #T7451; clone 6-11B-1), and anti-Hsp70l (rabbit polyclonal, Creative Diagnostics, #CABT-B661). Following primary antibody incubation, samples were washed three times in blocking buffer for 20 min each. Secondary antibodies were diluted 1:200 in blocking buffer and incubated for 1.5 h at room temperature in the dark. The following secondary antibodies were used: goat anti-mouse IgG (highly cross-adsorbed, Alexa Fluor 546, ThermoFisher, #A-11030), goat anti-rabbit IgG (highly cross-adsorbed, Alexa Fluor 568, ThermoFisher, #A-11011), and goat anti-rabbit IgG (highly cross-adsorbed, Alexa Fluor Plus 647, ThermoFisher, #A-32733). Following secondary antibody incubation, zebrafish were washed three times in blocking buffer for 20 min each and then transferred to PBST. Samples were stored in the dark at 4 °C prior to confocal microscopy.

### Whole-mount zebrafish TUNEL staining

Zebrafish embryos and larvae were fixed overnight at 4 °C in the dark in 4% PFA-PBS and subsequently rinsed three times with PBST. Samples were gradually dehydrated through a series of methanol solutions (25%, 50% and 75% in PBST) for 5 minutes each and stored in 100% methanol at − 20 °C. On the day of staining, zebrafish were rehydrated through a reverse methanol gradient (75%, 50% and 25% methanol in PBST) for 5 min each, followed by four rinses with PBST. For embryos older than 1 dpf, Proteinase K solution (30 μg/ml) in PBST was used for tissue digestion, with incubation times increasing from 5 min at 2 dpf to 15 min at 5 dpf, depending on developmental stage. After digestion, zebrafish were rinsed twice with PBST, fixed in 4% PFA-PBS for 20 min at room temperature, and washed briefly with PBST four times. TUNEL staining was performed using the ApopTag Red In Situ Apoptosis Detection Kit (Sigma). Briefly, zebrafish were incubated with equilibration buffer for 45 min at room temperature, followed by reaction buffer containing TdT enzyme for 1 h at 37 °C. Subsequently, samples were incubated with Stopwash buffer for 1 h at room temperature, rinsed three times with PBST and incubated overnight at 4 °C in the dark with Anti-Dig Rhodamine and blocking solution. Finally, zebrafish were washed three times with PBST before proceeding with confocal microscopy.

### LDL-cholesterol assay

To measure peripheral LDL-cholesterol levels, whole zebrafish at 2 dpf (*n* = 60–90) and 5 dpf (*n* = 20–50) were pooled per experimental group. At 2 dpf embryos were dechorionated and deyolked using calcium-free Ringer’s solution and trituration. Zebrafish were homogenized in PBS and centrifuged to remove remaining yolk remnants. The LDL/VLDL-cholesterol assay was performed using zebrafish homogenates, according to the manufacturer’s instructions (ab65390). LDL/VLDL-cholesterol levels were normalized to protein concentrations using a standardized BCA assay.

### Oil-Red-O staining

Zebrafish were fixed overnight at 4 °C in 4% PFA-PBS and subsequently rinsed four times with PBST. Fixed larvae were pre-bathed in 60% isopropanol (prepared in distilled water) for 1 h at room temperature. 0.5% ORO stock solution was prepared in 100% isopropanol, and a working solution of 0.25% ORO in 60% isopropanol was used for staining. Larvae were incubated in the working solution for 2 h at room temperature. After staining, 2 dpf and 5 dpf zebrafish were rinsed three times in 60% isopropanol, followed by four washes with PBST prior to imaging.

### DASPEI staining

Embryonic zebrafish were intravitally stained with 2-[4-(Dimethylamino)styryl]-1-ethylpyridinium iodide (DASPEI, Sigma) to label neuromast structures. Dechorionated embryos were incubated in 0.005% DASPEI in E3 medium for 20 min at 28 °C in the dark. After staining, embryos were rinsed three times with fresh E3 medium before imaging.

### BODIPY FL C5-ceramide staining

BODIPY FL C5-ceramide (ThermoFisher) was prepared as a stock solution in DMSO and diluted to a working concentration of 10 μM in E3 medium. Live embryos were incubated in the staining solution for 1 h at 28 °C in the dark. After staining, zebrafish were rinsed three times with E3 medium prior to imaging.

### Whole-mount zebrafish fluorescence RNA in situ hybridization (FISH)

Zebrafish embryos and larvae were fixed overnight at 4 °C in the dark with 4% PFA-PBS and subsequently rinsed three times with PBST. Samples were gradually dehydrated through a series of methanol solutions (25, 50 and 75% in PBST) for 5 minutes each and stored in 100% methanol at − 20 °C. On the day of staining, zebrafish were rehydrated through a reverse methanol gradient (75%, 50% and 25% methanol in PBST) for 5 min each, followed by four rinses with PBST. For embryos older than 1 dpf, Proteinase K solution (30 μg/ml) in PBST was used for tissue digestion, with incubation times increasing from 5 minutes at 2 dpf to 15 min at 5 dpf, depending on developmental stage. After digestion, zebrafish were rinsed twice with PBST, fixed in 4% PFA-PBS for 20 min at room temperature, and washed briefly with PBST four times. To detect *hsp70* expression, the HCR RNA-FISH protocol and reagents were used, as per the manufacturer’s instructions (Molecular Instruments). Briefly, zebrafish were pre-hybridized in probe hybridization buffer for 30 min at 37 °C, then incubated overnight at 37 °C with a custom-made *hsp70l* mRNA probe, which also binds *hsp70.2*, *hsp70.1* and *hsp70.3* with > 80% coverage. Following hybridization, samples were washed four times for 15 min each with probe wash buffer at 37 °C, followed by two brief rinses with 5x sodium chloride sodium citrate (SSC) containing 0.1% Tween20 (SSCT). Zebrafish were pre-amplified with amplification buffer for 30 min at room temperature and incubated overnight at room temperature in the dark with fluorescently conjugated hairpin solutions to amplify *hsp70l* signal. Excess hairpins were removed by washing four times with SSCT, followed by three additional washes with PBST prior to confocal microscopy.

### Reverse transcription quantitative polymerase chain reaction (RT-qPCR)

Total RNA was extracted from pooled samples of *n* = 14–20 zebrafish collected at 1 dpf, 2 dpf or 3 dpf using Trizol (ThermoFisher). Complementary DNA was synthesized from total RNA using iScript SuperMix (Bio-Rad). Real-time quantitative PCR (RT-qPCR) reactions were performed in triplicate in 96-well plates using iTaq Universal SYBR Green Supermix (Bio-Rad) and a CFX96 Touch Real-Time PCR Detection System (Bio-Rad). The thermal cycling protocol included an initial denaturation step followed by 39 cycles of denaturation at 95 °C for 10 s, annealing/extension at 60 °C for 1 min, followed by melting curve temperature ramping. Relative gene expression levels were calculated using the delta CT (cycle number) method after normalizing each sample to *gapdh*. Primer sequences used for RT-qPCR are listed:

*ddit3* Fw: ACACCATGGTAAACGGAGGC

*ddit3* Rv: GCAGGATGATGTGTCGGGAA

*hspa5* Fw: CTCTGACCCGAAGAAGCCAG

*hspa5* Rv: GAACTCCTTCACCAGCTGCT

*atf4a* Fw: CCGTCTCCTCCTGAAGAAGC

*atf4a* Rv: ATGTGAGACGGAGAGAGGCT

*dnajb1b* Fw: GAAGGACTGAAGGGAGGTGC

*dnajb1b* Rv: GCCCTCCGAAGAACTCTGAG

*gapdh* Fw: GATACACGGAGCACCAGGTT

*gapdh* Rv: CGTTGAGAGCAATACCAGCA

### Morpholino injection

To inhibit cardiac contractility and blood flow in zebrafish embryos, a *tnnt2a* antisense morpholino oligonucleotide (GeneTools LLC) was utilized. The morpholino was resuspended in RNAse-free water to a stock concentration of 1 mM and diluted to working concentrations prior to injections. For complete arrest of heart contraction and blood flow, 2 ng of *tnnt2a* morpholino was injected into one-cell stage embryos. To achieve reduced heart contraction and blood flow, a 0.4 ng dose (1:5 stock dilution) of *tnnt2a* morpholino was injected into one-cell stage embryos. Standard control morpholino was injected as a negative control, resulting in embryos with normal heart contractility and blood flow.

tnnt2a ATG (translation blocking) morpholino sequence:

5’-CATGTTTGCTCTGATCTGACACGCA-3’^70^

Standard control morpholino sequence:

5’-CCTCTTACCTCAGTTACAATTTATA-3’

### Zebrafish embryo dissociation and endothelial cell isolation

Two-day post fertilization Tg(*flk:GFP*) embryos of *ldlr* + /+ and *ldlr*-/- genotypes, representing physiological, reduced or static blood flow groups, were anesthetized using 40 μg/mL tricaine in E3 medium until immobile. Approximately 200 embryos per group were pooled and enzymatically dissociated using preheated 0.25% Trypsin-EDTA (Gibco) at 28 °C for 20 min, with mechanical homogenization performed every 5 min to ensure complete dissociation. Following dissociation, embryos were washed with PBS supplemented with 1% Fetal Bovine Serum (FBS). Cell pellets were collected by centrifugation and resuspended in PBS containing 1% FBS in preparation for fluorescence-activated cell sorting (FACS). A forward and side scatter (FSC/SSC) size selection gate was constructed and validated through back-gating of cells with high GFP expression. Vascular endothelial (GFP + ) and non-endothelial (GFP-) single-cell fractions were equally sorted according to the presence of GFP signal using a BD FACSAria Fusion instrument and BD FACSDiva (version 9.0.1) software. Sorted cells were subsequently prepared for single-cell RNA sequencing.

### Human aortic endothelial cell (HAEC) culture and flow exposure

Primary HAECs were harvested from the ascending and descending aorta of a single donor in a single batch (Promocell, #C-12271) and cultured in endothelial cell growth medium (Promocell, #C-22210) supplemented with 7% FBS, 100 U/mL penicillin, and 100 µg/mL streptomycin. Cells were maintained until passages P3-P5 before exposure to different flow conditions.

HAECs were subjected to physiologic or high shear stress (hss, 30 dynes/cm^2^), reduced or low shear stress (lss, 2.5 dynes/cm^2^) or static flow (s, 0 dynes/cm^2^) for 48 hours in a flow-controlled bioreactor. HAECs were seeded at a density of 80000 cells per cm^2^ in IbidiTreat µ-Slide I Luer^0.8^ flow chambers for 24 hours under static conditions to allow cell attachment^71^. Cell attachment was verified microscopically prior to initiating flow. The flow loops included a 10 mL glass reservoir, ISMATEC PharMed BPT pump tubing with an inner diameter of 2.79 mm (Cole Parmer, #95809-48), Silastic laboratory tubing, and the Ibidi flow chamber. All components, except the flow chamber, were autoclaved before assembly. Each flow loop utilized 15 mL of media, and laminar flow was delivered using an 8-roller, 12-channel peristaltic pump (ISMATEC MCP, #78002-00) programmed to apply a specified level of shear stress on HAECs primarily adhered to the center of IbidiTreat µ-Slide I Luer^0.8^, as per manufacturer’s instructions.

After 48 h of flow stimulation, HAECs were washed with PBS, detached using 0.05% Trypsin-EDTA for 5 min, and collected in a microcentrifuge tube with complete medium. Cells were centrifuged, resuspended in PBS and prepared as a single-cell suspension ( ~ 100,000 cells per flow chamber) for single-cell RNA sequencing.

### Single-cell RNA sequencing (scRNA-seq) of embryonic zebrafish cells and HAECs

ScRNA-seq was performed on embryonic zebrafish cells and HAECs using the Chromium single cell 3’ v3 protocol (10x Genomics) according to the manufacturer’s instructions. cDNA libraries were prepared for sequencing to capture transcriptomic profiles at single-cell resolution. Processed data files, including the mapped barcode, feature and matrix files, were generated using CellRanger software (version 6.0.1, 10x Genomics). These output files served as the basis for downstream analysis.

### Acute CRISPR/Cas9 genome editing in zebrafish

The CRISPR guide RNA (gRNA) sequence GAGATCATCGCCAACGACCAGGG (Integrated DNA Technology) was designed to target exon 1 of *hsp70l*, *hsp70.1* and *hsp70.3*. The *hsp70* gRNA was annealed with *trans*-activating crRNA (tracrRNA) and incubated with Alt-R S.p. HiFi Cas9 Nuclease V3 (Integrated DNA Technology) to form ribonucleoprotein complexes, following the manufacturer’s instructions. A 1-nL volume of the combined ribonucleoprotein complex was microinjected into one-cell stage zebrafish embryos. Phenotypic assessments were performed at 1 dpf, 2 dpf and 3 dpf. Control embryos were microinjected with tracrRNA alone. To confirm targeted editing of exon 1, genomic DNA was extracted, and Sanger sequencing was performed using the following primers:

*hsp70* primer Fw: CGCTATTGGCATTGACCTGG

*hsp70* primer Rv: CGATCAGCCTCTTGGCATCA

### Pharmacological zebrafish treatments

Embryonic zebrafish were manually dechorionated at 1 dpf using Dumont Tweezers and individually placed in 24-well plates. Drug treatments were conducted at 28 °C. 2,3-Butanedione monoxime (BDM, Sigma) was dissolved in zebrafish E3 medium to a working concentration of 10 mM. All other pharmacological compounds were stored as 10 mM stock solutions in DMSO and diluted in E3 medium to the following working concentrations: 50 μM VER-155008 (Tocris), 50 μM 17-DMAG (Tocris), and 100 μM SB-203580 (MedChemExpress). Control embryos were incubated with 0.5% or 1% DMSO in E3 medium. Following 24 h of drug exposure, embryos were washed thoroughly in E3 medium and prepared for downstream staining/imaging.

### Sudan Black B staining

Zebrafish were fixed overnight in 4% PFA-PBS at 4 °C and subsequently rinsed four times with PBST. Fixed zebrafish were stained with 0.045% Sudan Black B (Sigma) in 70% ethanol for 20 min at room temperature. Following staining, zebrafish were briefly washed three times with 70% ethanol and rehydrated with three rinses of PBST prior to imaging.

### Neutral Red staining

Live zebrafish were incubated in 5 μg/ml Neutral Red (ThermoFisher) dissolved in E3 medium. Staining duration varied based on developmental stage: 2 h for 2 dpf and overnight for 3 dpf zebrafish. Staining was conducted in the dark at 28 °C. Zebrafish were washed three times in E3 medium prior to imaging.

### CellRox staining

CellRox Orange (ThermoFisher) was dissolved in DMSO and used at a working concentration of 5 μM in E3 medium. Live zebrafish embryos were incubated with the dye for 1 h in the dark at 28 °C. Post-staining, zebrafish were rinsed three times in E3 medium before imaging.

### Tail fin vessel amputation and epithelial resection in zebrafish

A developmental model of tail vessel amputation was established in embryonic and larval zebrafish. Zebrafish embryos at 2 dpf were anesthetized in 40 μg/mL tricaine (E3 medium), and the tail vasculature was visualized using stereomicroscopy. A sterile scalpel (Sklar) was used to transect the two most posterior intersegmental vessels, including the caudal end of the dorsal longitudinal anastomotic vessel, dorsal aorta and caudal vein. Amputated embryos were transferred individually to 24-well plates and imaged every 24 h up to 4 days post-amputation to monitor regenerative angiogenesis.

Standard tail fin epithelial resection was performed using a sterile scalpel. The transected tissue area was restricted to the distal epithelial tissue located caudal to the vascular loop and notochord, taking care to avoid both structures, as performed previously^60^.

### Thrombosis assay in zebrafish

FeCl_3_ solution (2.5%) prepared in E3 medium was used to induce thrombosis in 2 dpf and 3 dpf zebrafish. Individual zebrafish were transferred to 96-well plates, and FeCl_3_ was added to each well. Clotting time was determined by observing blood flow occlusion in the dorsal aorta and caudal vein using brightfield stereomicroscopy.

### Image analysis

All images were processed and analyzed using Fiji (ImageJ, version 2.16) software (National Institutes of Health). Confocal microscopy images of Tg(*flk:GFP*) zebrafish were captured as 3D z-stacks and processed into maximum intensity projections (MIPs) to quantify vascular phenotypes and/or fluorescence staining.

#### Vascular Oil Red O (ORO) opacity

Brightfield images were first converted to 32 bit. A line of 600 μm length (running posteriorly from the end of the cloaca) was positioned through the midline of the dorsal aorta or caudal vein. The plot profile function in Fiji was used to quantify gray values, and the mean gray value in the dorsal aorta and caudal vein was normalized to adjacent avascular notochord tissue measured in the same zebrafish. The calculation: 1-(mean ORO gray value in vessel/mean avascular background), was used to estimate mean vascular ORO opacity, where the value between 0-1 corresponds to signal intensity.

#### Vascular morphology quantification

The following morphological vascular parameters were quantified: CVP loop number (dark hollow structures, area ≥ 6 μm^2^ and intraluminal diameter ≥ 4 μm), CVP diameter (length from dorsal to ventral extremities of the CVP) and largest loop area (intraluminal perimeter of the largest loop). The CVP region was defined per image as the first to eleventh intersegmental vessel running posteriorly from the end of the cloaca. The ventral CVP (vCVP) sub-region was defined by the most ventral patent vessel that exhibits a luminal separation from the rest of the CVP. The dorsal CVP (dCVP) sub-region formed the connecting vessels situated dorsally to the vCVP, ending adjacent to the ventral side of the DA^20^.

#### Whole-mount staining quantification

For immunofluorescence (Apolipoprotein B, PCNA, Acetylated tubulin and Hsp70l) and TUNEL staining, confocal images were cropped to the vessel of interest (in *x*, *y* and *z* dimensions), background fluorescence was subtracted in the stained channel, and signal thresholding was applied. Thresholding was used to quantify the presence of individual cells (diameter > 4 μm, PCNA or Hsp70l), thresholded area (ApoB), cilia number and average cilia length (Acetylated tubulin). For apoptotic staining, TUNEL+ and *flk:GFP *+ cells (diameter > 4 μm) were quantified within each indicated trunk vessel or total cerebral vasculature. For FISH staining, *hsp70l+* and *flk:GFP *+ cells (diameter > 6 μm) were quantified within each indicated trunk vessel or total cerebral vasculature.

#### Blood flow visualization and quantification in zebrafish

Time-lapse video recordings of red blood cell movement in Tg(*gata1:dsRed*) zebrafish were recorded using an EVOS Auto2 microscope for 10–15 s at a capture rate of 25 frames per second. Temporal overlay (“hyperstacking”) of individual frames over 8 seconds was performed using Fiji’s “Temporal-Color Code” tool. Each overlaid time point corresponds to a different hue, resulting in a single image that summarizes red blood cell movement routes through the trunk vasculature.

To track RBC movement and quantify RBC behaviors in flow, the Fiji plugin Trackmate was used^72^. First, RBC flow was refined to a vascular compartment (DA, CVP, dCVP or vCVP) by cropping to the region of interest across the defined area (first to eleventh ISV posterior from end of cloaca). The following Trackmate parameters were applied to blood flow recordings (across 120 frames): spot diameter of 6 μm (2 dpf) or 5 μm (5 dpf), QC value of 1 and Laplacian of Gaussian spot detection. LAP tracker and remaining default parameters were applied to perform single RBC tracking, with mean track velocity values and color-coded track speed images exported. RBCs with movement distances of less than 7 μm were excluded (to remove non-motile or artefactual detections), and RBC velocity values were averaged per zebrafish vessel recording.

#### Vascular regeneration and immune cell wound recruitment

To quantify tail vessel regenerative angiogenesis per time point, the neoangiogenesis region was defined by the Tg(*flk:GFP*) signal spanning from the most posterior intersegmental vessel to the most distal vessel sprout. The area of interest was cropped, and thresholding was applied to quantify angiogenic area.

To quantify neutrophil (*mpx:GFP*) and macrophage (*mfap4:tdTomato*) wound recruitment per time point, simultaneously acquired brightfield and epifluorescence images were used. The wound region was defined by a rectangular area from the blastema (posterior wound edge) anteriorly to where the ventral tail fin fold runs in parallel to the most posterior point of the caudal vein. This anatomical landmark was chosen as it was reproducibly identified per fish using brightfield microscopy. The rectangular region of interest was applied to *mpx:GFP* and *mfap4:tdTomato* tail fin images, cropped and thresholded. Individual neutrophils were quantified within the thresholded region of interest. Wound-recruited macrophages displayed complex dendritic morphology, therefore, the thresholded signal was quantified within the region of interest.

#### Immune cell or HSC quantity in the CHT

The number of neutrophils (*mpx:GFP*), macrophages (*mfap4:tdTomato*) and HSCs (*cd41:GFP*^*low*^) within the CHT were quantified from 1 to 3 dpf. A rectangular region of interest was positioned over the CHT, starting from the end of cloaca, with a length varying depending on developmental stage (1 dpf = 400 μm, 2 dpf = 650 μm and 3 dpf = 750 μm). This region was cropped, the background signal was subtracted, thresholding and watershed segmentation were applied to quantify individual cells. For HSCs, *cd41:GFP*^*low*^ expressing cells were quantified within the CHT region at 2 dpf, as previously characterized^73^.

#### CellRox quantification

Zebrafish stained with CellRox orange were imaged using EVOS Auto2 microscopy, and epifluorescence images were quantified by measuring total fluorescence intensity. A rectangular region of interest encapsulating the whole body of the zebrafish was applied, images were cropped, and the intensity density measured was normalized to the background signal. For tail wound quantification, a region of interest (120 μm x 280 μm) was positioned perpendicularly over the wound edge, and the CellRox fluorescence intensity density measured was normalized to the background signal.

### ScRNA-seq analysis

#### Pre-processing and dimensionality reduction

Raw feature count tables for each experimental group were analyzed in R (version 1.3.1) using the *Seurat* package (Version 5.0.3)^74,75^. Quality control criteria were applied as follows: Embryonic zebrafish cells were included if at least 500 Unique Molecular Identifiers (UMIs), 200 genes, and a gene-to-UMI ratio greater than 0.8 were detected; thus, cells with more than 20% mitochondrial reads were excluded. HAECs were included if at least 500 UMIs, 250 genes, and a gene-to-UMI ratio greater than 0.8 were detected; thus, cells with more than 20% mitochondrial reads were excluded. Post quality control, 12,765 zebrafish cells and 10,083 HAECs exposed to various flows conditions were retained for further analysis.

The data were normalized by scaling each cell’s expression values to 10,000 total UMIs, followed by log-normalization using the *Seurat* “NormalizedData” function. Highly variable genes were identified using the “FindVariableFeatures” function to enable downstream analyses.

Scaled, normalized count data were subjected to principal component analysis, using the first 40 principal components (PCs) for dimensionality reduction. The uniform manifold approximation and projection (UMAP) algorithm, implemented in *Seurat*, was then used to project the 40 PCs into a two-dimensional space. This visualization revealed cell type stratification and distinct clustering based on genotype and/or flow state.

#### Differential Gene Expression Analysis and Gene Set Enrichment

Differentially expressed genes between flow and genotype conditions in zebrafish and HAEC datasets were identified using the *Seurat* “FindMarkers” function. Analysis criteria included a minimum log-fold change threshold of 0.1. Statistical *p*-values were computed via the Wilcoxon rank-sum test. Subpopulation-specific markers from clustering analysis were determined using the *Seurat* “FindAllMarkers” function with the same minimum log-fold change threshold of 0.1 and Wilcoxon rank-sum statistical test. Zebrafish cell cluster identities were annotated by examining the most significant genes identified using the “FindConservedMarkers” function (log-fold change threshold of 0.25). These data were cross-referenced with publicly available embryonic zebrafish scRNA-seq datasets^76–80^ for specific annotation of neural cell subsets^76,78,80^ and all other cell types^76,77,79^. For vascular endothelial cell subset annotation in zebrafish, we first examined for enrichment of pan endothelial markers (*cdh5*, *kdrl* and *tie1*). Endothelial cells were then segregated by anatomical location based on cranial (*edn1*, *foxc1b* and *adarb1a*) and trunk endothelial (*sele*, *stab1*, and *mrc1a*) cell expression enrichment. The *hsp70* + EC population in *ldlr*-/- embryos was identified as a subset of the larger trunk EC cluster, and sub-segregated based on the top four most significantly enriched genes, including the *hsp70* orthologs (*hsp70l*, *hsp70.1*, *hsp70.2* and *hsp70.3*).

Gene set enrichment analysis was performed on differentially expressed genes using the R library *fgsea* (version 1.24.0), applying an adjusted *p*-value threshold of 0.05. Gene sets for *Homo sapiens* and *Danio rerio* were annotated using the C5 ontology gene sets from the Molecular Signatures Database^81^. This analysis facilitated the identification of biological processes and pathways significantly associated with flow and genotype conditions in both zebrafish and HAEC datasets.

#### Pseudotime trajectory analysis

Pseudotime trajectory analysis was conducted on zebrafish scRNA-seq data using the *Monocle3* R package^82^. The analysis focused on all trunk endothelial cell populations across experimental groups (*ldlr* + / + and *ldlr*-/- under physiological flow, reduced flow or static flow conditions). Data were preprocessed using a standard workflow including normalization, selection of highly variable features, data scaling, and linear dimensionality reduction. The *Monocle3* preprocessing pipeline was applied at various resolutions, with UMAP utilized for non-linear dimensionality reduction. Trajectory paths were inferred using the “learn_graph” function, with the lineage origin defined as endothelial cells that most transcriptionally resemble undifferentiated cells. This pseudotime origin point was consistently applied across all experimental groups to ensure comparability. Pseudotime computation and cell ordering were subsequently performed using the “plot_cells” and “order_cells” functions, respectively. This analysis enabled the identification of developmental trajectories and transcriptional changes in endothelial cells under varying flow and genotype conditions.

#### scRNA-seq Integration

To integrate single-cell sequencing datasets of HAECs exposed to similar flow and shear stress conditions but sequenced using different platforms (10X Genomics and SeqWell S3), an anchor-based integration workflow implemented in *Seurat* was utilized^74^. This approach harmonized shared cell types and states across platforms, enabling precise comparative analysis while enhancing statistical power. Initially, raw data from both sequencing platforms were normalized, and highly variable features were identified using the *Seurat* “FindVariableFeatures” function. Data from the 10X Genomics and SeqWell S3 platforms were then separated into distinct layers. Initial analysis without integration revealed clustering patterns influenced by both cell type and sequencing platform. Integration was performed using *Seurat’s* “IntegrateLayers” function, which employs canonical correlation analysis to align cells from equivalent subpopulations. This step ensured the removal of technical platform biases while preserving biological variation. The integrated dataset underwent unsupervised clustering and dimensionality reduction using the UMAP algorithm, resulting in a unified representation of HAECs across platforms.

### Statistical analysis

All data are presented as mean ± standard deviation (s.d.) or standard error of the mean (s.e.m.), as specified. Data were analyzed in GraphPad Prism 10 software. Normal distribution of data was confirmed using the Shapiro-Wilk test. Comparisons between two groups were performed using unpaired or paired two-tailed Student’s *t* tests. For comparisons involving more than two groups, an ordinary one-way or two-way analysis of variance (ANOVA) followed by Holm-Sidak’s post-hoc multiple comparison adjustment was performed. Fisher’s exact test was employed for comparing categorical events between two groups. Independent experiments were performed on at least three different clutches of zebrafish on different days to ensure biological reproducibility. Statistical significance was defined as a *P-*value or adjusted *P-*value  < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1-10

Reporting Summary

## Source data

Source Data

## Data Availability

ScRNA-seq data from zebrafish and HAEC models have been submitted to the Gene Expression Omnibus repository and made publicly available under the accession number GSE275308. In addition, the HAEC data used for integration that were sequenced with SeqWell S3 are publicly available at GSE212388^71^. All computational analyses were performed using open-source software. Source data are provided in this paper.

# Supplementary material for: Flow-mediated endothelial remodeling and inflammation drive developmental vascular susceptibility in ldlr loss of function
**Source:** Nat Commun. 2026 May 21;17:6926. doi: 10.1038/s41467-026-72756-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Flow-mediated endothelial remodeling and inflammation drives developmental vascular susceptibility in *ldlr* loss of function**

Kaveh et al., 2026: Supplementary Information

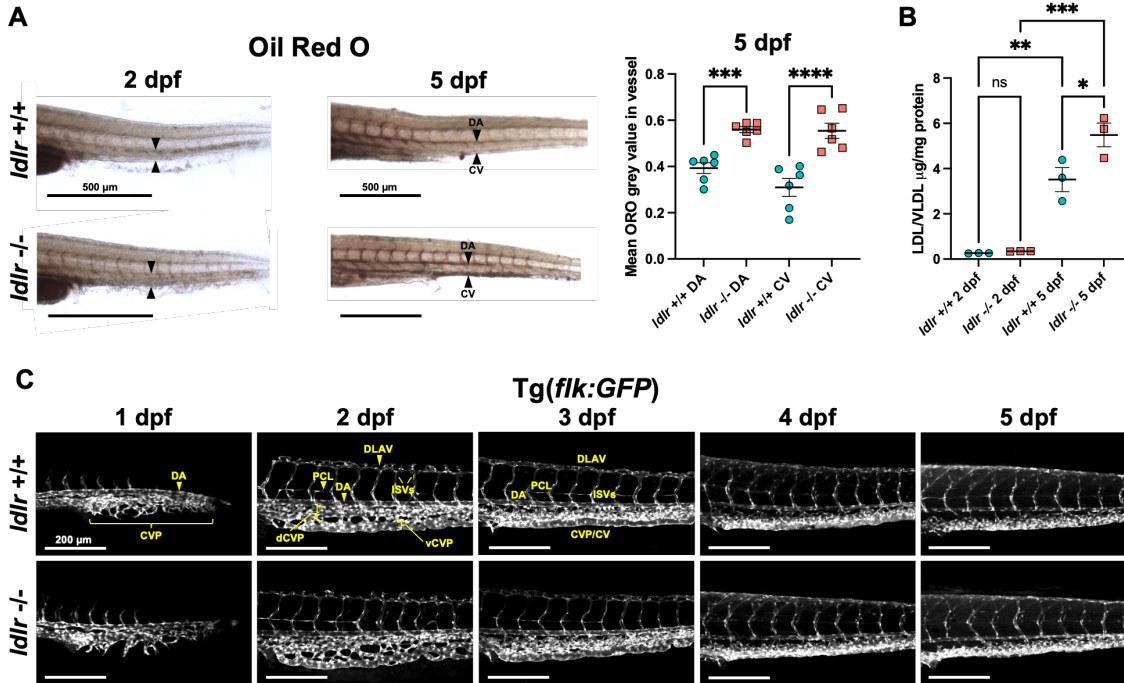

**Figure S1. Validation and vascular characterization of *ldlr*<sup>-/-</sup> zebrafish larvae and embryos.** (A) Representative brightfield microscopy of Oil Red O (lipid) stained *ldlr*<sup>+/+</sup> (wild-type) and *ldlr*<sup>-/-</sup> zebrafish trunk region at 2 days post fertilization (dpf) and 5 dpf. Downward arrowheads indicate the dorsal aorta (DA) and upward arrowheads indicate the caudal vein (CV). At 5 dpf, lipids are concentrated in the trunk vasculature (left). Mean Oil Red O (ORO) grey value in the DA and CV of *ldlr*<sup>+/+</sup> ( $n = 6$ ) and *ldlr*<sup>-/-</sup> ( $n = 6$ ) zebrafish at 5 dpf. Mean grey value through the vessel was normalised to adjacent avascular tissue per stained zebrafish. Data are mean  $\pm$  s.e.m. One-way ANOVA and Holm-Sidak's multiple comparison used; 2 independent experiments (right). (B) LDL/VLDL measurements ( $\mu$ g/mg protein) from *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> homogenates at 2 dpf ( $n = 60$ -90 pooled zebrafish) and 5 dpf ( $n = 20$ -50 pooled zebrafish). Data are mean  $\pm$  s.e.m. Two-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments. (C) Confocal microscopy of Tg(*flk:GFP*) trunk vasculature in *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish between 1-5 dpf. Trunk vessels from dorsal to ventral locations indicated: DLAV (dorsal longitudinal anastomotic vessel), ISVs (intersegmental vessels), PCL (parachordal lymphatic), DA, dCVP (dorsal caudal venous plexus), vCVP (ventral caudal venous plexus) and CV. \*\*\*\*  $P < 0.0001$ , \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$ , \*  $P < 0.05$ , ns, not significant. Source data are provided as a Source Data file.

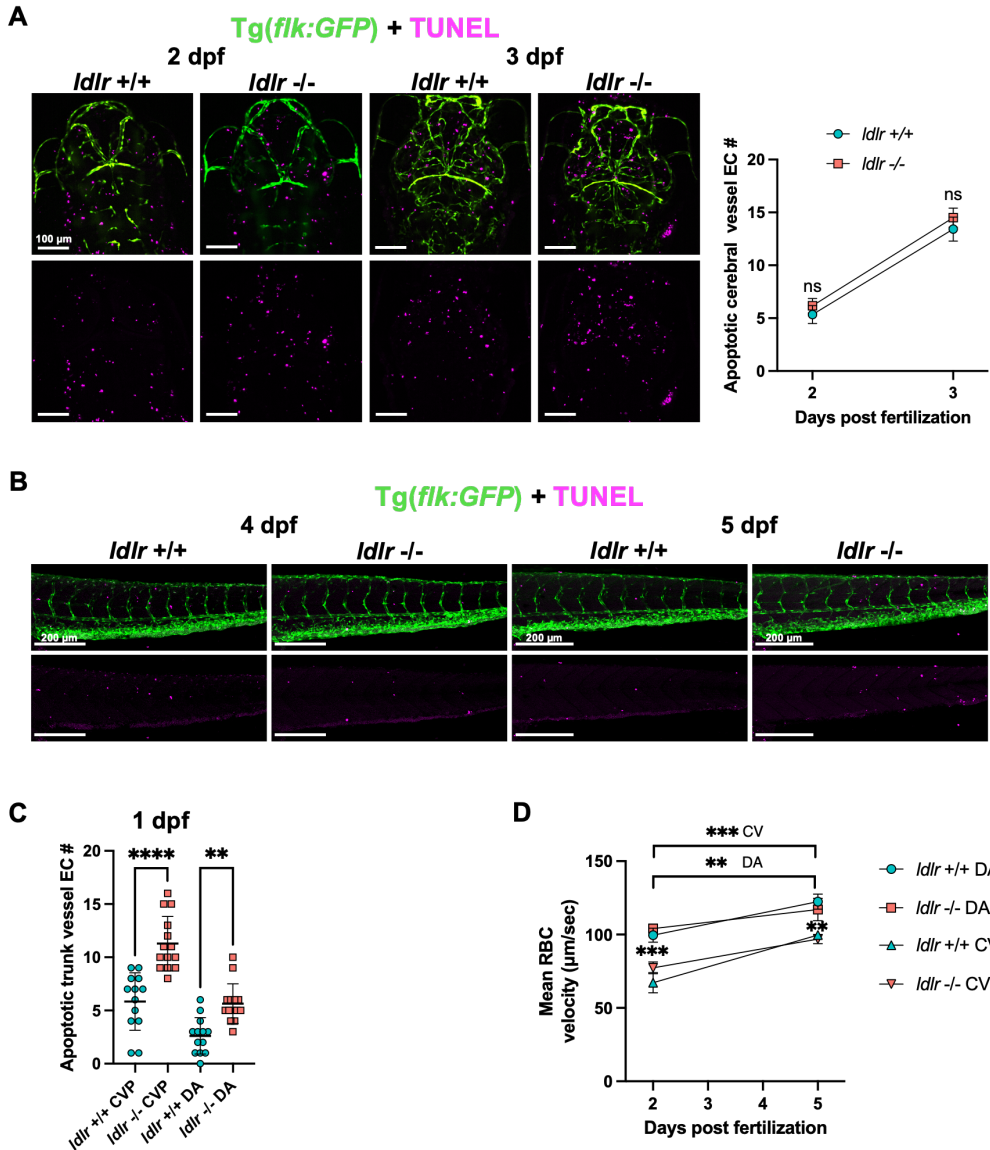

**Figure S2. Phenotypic vascular characterization in *ldlr*<sup>-/-</sup> zebrafish embryos and larvae.** (A) Confocal microscopy of TUNEL stained Tg(*flk*:GFP) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish cerebral vasculature at 2 dpf and 3 dpf (left). Total number of apoptotic endothelial cells in the cerebral vasculature between *ldlr*<sup>+/+</sup> ( $n = 12$ ) and *ldlr*<sup>-/-</sup> ( $n = 12$ ) zebrafish at 2 dpf and 3 dpf. Data are mean  $\pm$  s.e.m. Two-way ANOVA and Holm-Sidak's multiple comparison used; 2 independent experiments (right). (B) Confocal microscopy of TUNEL stained Tg(*flk*:GFP) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish trunk vasculature at 4 and 5 dpf. (C) Number of apoptotic endothelial cells in the dorsal aorta (DA) and caudal venous plexus (CVP) between *ldlr*<sup>+/+</sup> ( $n = 13$ ) and *ldlr*<sup>-/-</sup> ( $n = 14$ ) zebrafish at 1 dpf. Data are mean  $\pm$  s.d. One-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments. (D) Mean red blood cell velocity ( $\mu$ m/sec) measured in the DA and CV of *ldlr*<sup>+/+</sup> ( $n = 6$ ) and *ldlr*<sup>-/-</sup> zebrafish ( $n = 6$ ) at 2 dpf and 5 dpf. Data are mean  $\pm$  s.e.m. Two-way ANOVA and Holm-Sidak's multiple used for *ldlr*<sup>+/+</sup> comparisons between DA and CV at 2 dpf and 5 dpf (different vessels, same timepoint) and for comparisons between DA or CV at 2 dpf and 5 dpf (same vessels, different timepoints); 2 independent experiments. \*\*\*\*  $P < 0.0001$ , \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$ , \*  $P < 0.05$ , ns, not significant. Source data are provided as a Source Data file.

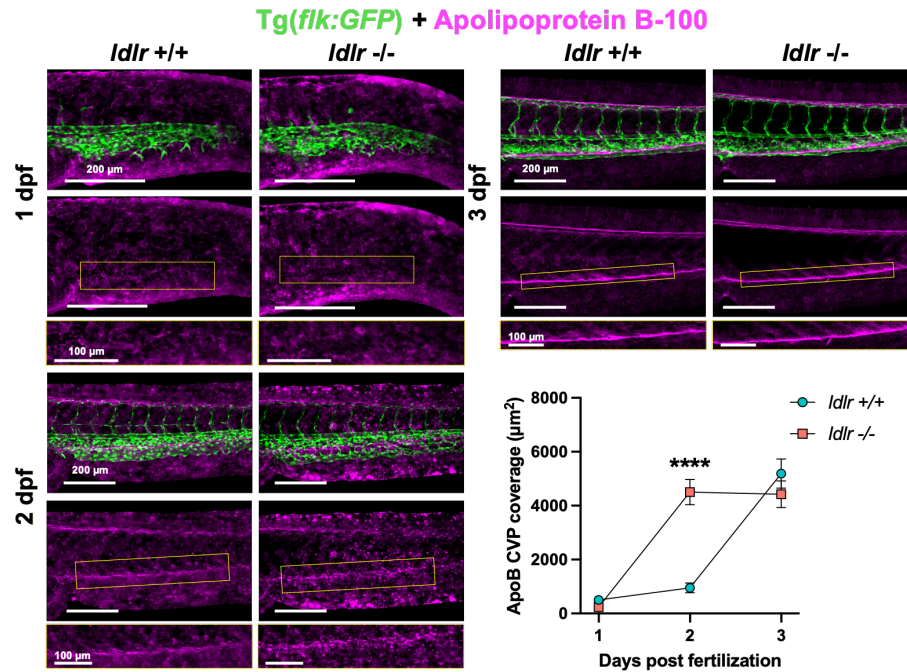

**Figure S3. Trunk vessel Apolipoprotein B immunofluorescence staining in *ldlr*<sup>-/-</sup> zebrafish embryos and larvae.** Confocal microscopy of Apolipoprotein B stained Tg(*flk*:GFP) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish trunk vasculature at 1 dpf, 2 dpf and 3 dpf. Boxed region indicates caudal venous plexus (CVP) area used for measurements. Inset of CVP ApoB coverage indicated at 1-3 dpf. Area of ApoB coverage in the CVP between *ldlr*<sup>+/+</sup> ( $n = 13$ ) and *ldlr*<sup>-/-</sup> ( $n = 11-13$ ) zebrafish at 1 dpf, 2 dpf and 3 dpf. Data are mean  $\pm$  s.e.m. Two-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments. \*\*\*\*  $P < 0.0001$  (bottom, right). Source data are provided as a Source Data file.

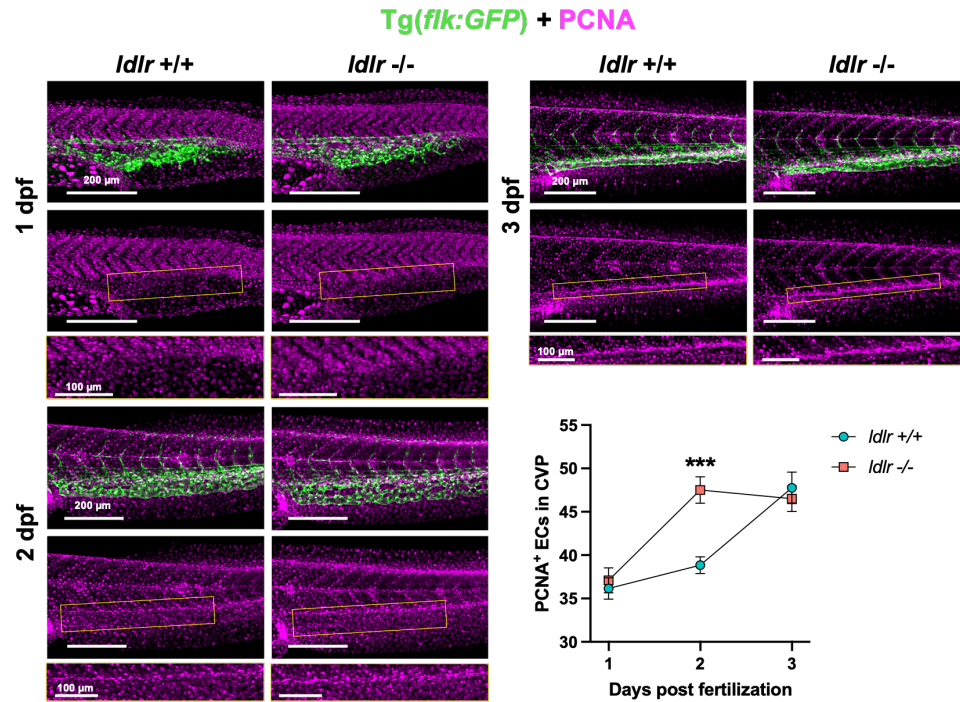

**Figure S4. Trunk vessel PCNA immunofluorescence staining in *ldlr*<sup>-/-</sup> zebrafish embryos and larvae.** Confocal microscopy of PCNA stained Tg(*flk:GFP*) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish trunk vasculature at 1-3 dpf. Boxed region indicates caudal venous plexus (CVP) area used for measurements. Inset of CVP PCNA<sup>+</sup> cells indicated at 1 dpf, 2 dpf and 3 dpf. Number of PCNA<sup>+</sup> endothelial cells in the CVP between *ldlr*<sup>+/+</sup> (*n* = 12) and *ldlr*<sup>-/-</sup> (*n* = 12) zebrafish at 1 dpf, 2 dpf and 3 dpf. Data are mean ± s.e.m. Two-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments. \*\*\* *P* < 0.001 (bottom, right). Source data are provided as a Source Data file.

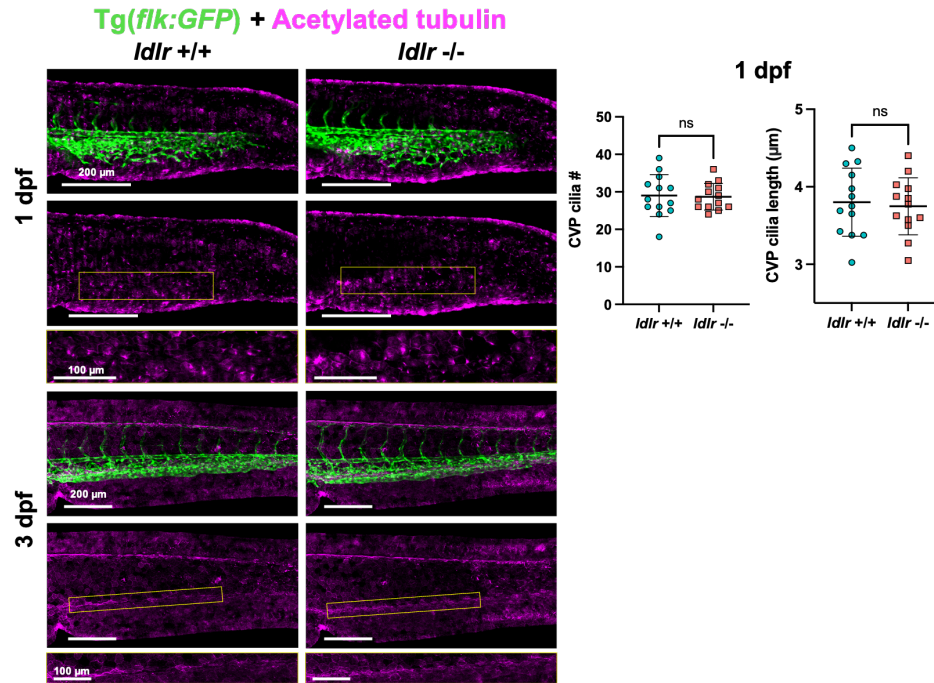

**Figure S5. Trunk vessel Acetylated tubulin immunofluorescence staining in *ldlr*<sup>-/-</sup> zebrafish embryos and larvae.** Confocal microscopy of Acetylated tubulin stained Tg(*flk:GFP*) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish trunk vasculature at 1 dpf and 3 dpf. Boxed region indicates caudal venous plexus (CVP) area used for measurements. Inset of CVP cilia indicated at 1 dpf and 3 dpf (left). CVP cilia number and average cilia length (μm) in *ldlr*<sup>+/+</sup> (*n* = 13) and *ldlr*<sup>-/-</sup> (*n* = 13) zebrafish at 1 dpf. Data are mean ± s.d. Unpaired two-tailed t-test used; 3 independent experiments. ns, not significant (right). Source data are provided as a Source Data file.

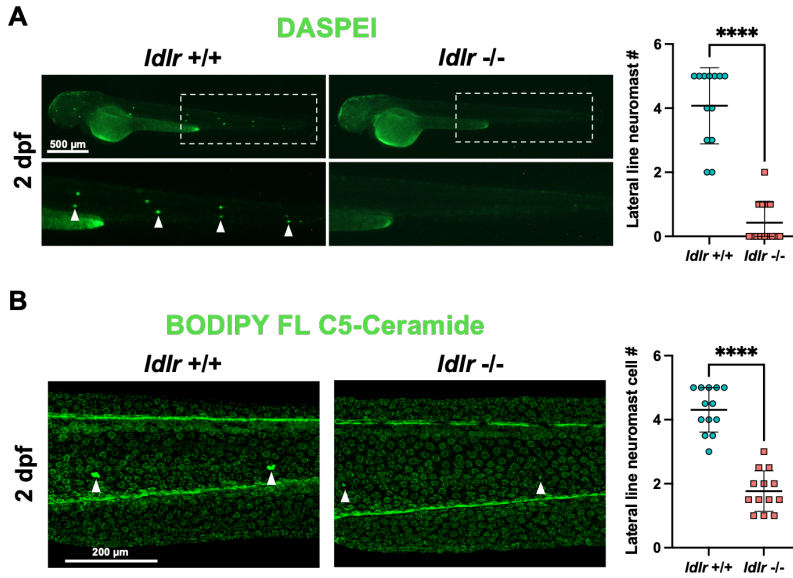

**Figure S6. Assessment of mechanosensory neuromasts in *Idlr*<sup>-/-</sup> zebrafish.** (A) Epifluorescence microscopy of DASPEI-stained posterior (trunk) lateral line neuromasts in *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> zebrafish at 2 dpf. Boxed region indicates neuromast inset and arrowheads indicate functionally active neuromasts (left). Neuromast quantification in *Idlr*<sup>+/+</sup> ( $n = 13$ ) and *Idlr*<sup>-/-</sup> ( $n = 14$ ) zebrafish. Data are mean  $\pm$  s.d. Unpaired two-tailed t-test used; 3 independent experiments (right). (B) Confocal microscopy of BODIPY FL C5-Ceramide-stained lateral line neuromasts in *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> zebrafish at 2 dpf. Arrowheads indicate neuromast cells (left). Average number of BODIPY FL C5-Ceramide-stained lateral line neuromast cells per neuromast in *Idlr*<sup>+/+</sup> ( $n = 13$ ) and *Idlr*<sup>-/-</sup> ( $n = 13$ ) zebrafish at 2 dpf. Data are mean  $\pm$  s.d. Unpaired two-tailed t-test used; 3 independent experiments (right). \*\*\*\*  $P < 0.0001$ . Source data are provided as a Source Data file.

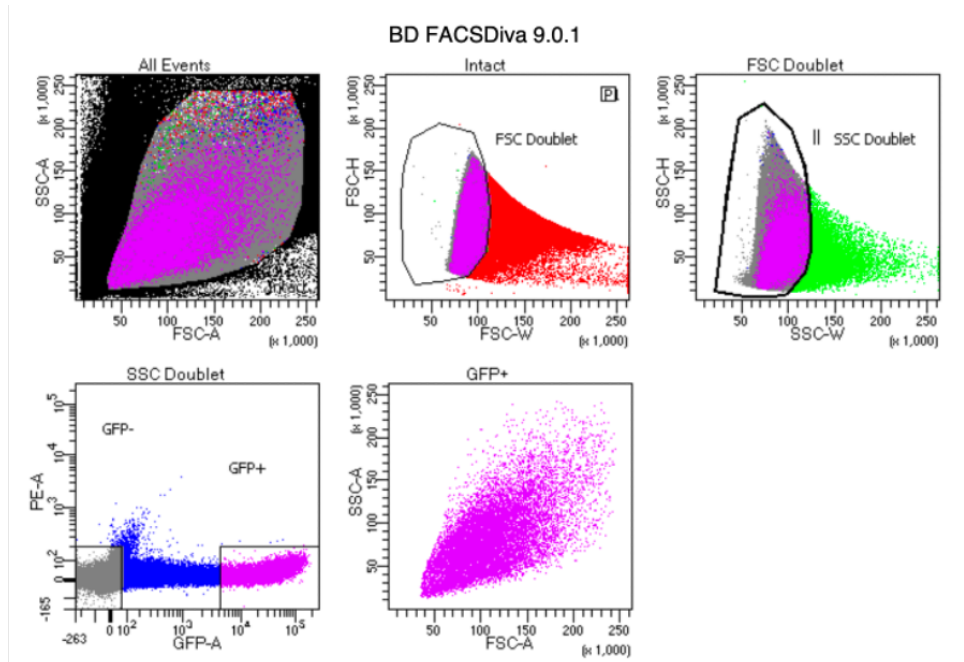

**Figure S7: Flow cytometry gating strategy for isolation of GFP+ endothelial and GFP- cell populations.** Representative plots illustrating the sequential gating pipeline used to purify GFP+ and GFP- cell fractions from 2 dpf *Tg(flk:GFP)* zebrafish. Initial events are displayed on forward scatter area (FSC-A) versus side scatter area (SSC-A), and the main cell population was selected to exclude debris (top, left). A two-step doublet exclusion process was applied to ensure the analysis of single cells. Cells are gated by FSC Height (FSC-H) versus Width (FSC-W) followed by SSC-H versus SSC-W. Events with disproportionately high pulse width, indicating two or more cells were excluded (top, middle and right). Single cells are separated into GFP- and GFP+ populations based on GFP fluorescence intensity, with gates defined relative to background fluorescence. FSC-A versus SSC-A plot of the gated GFP+ population, confirming a homogeneous single-cell population with expected size and granularity (bottom, right).

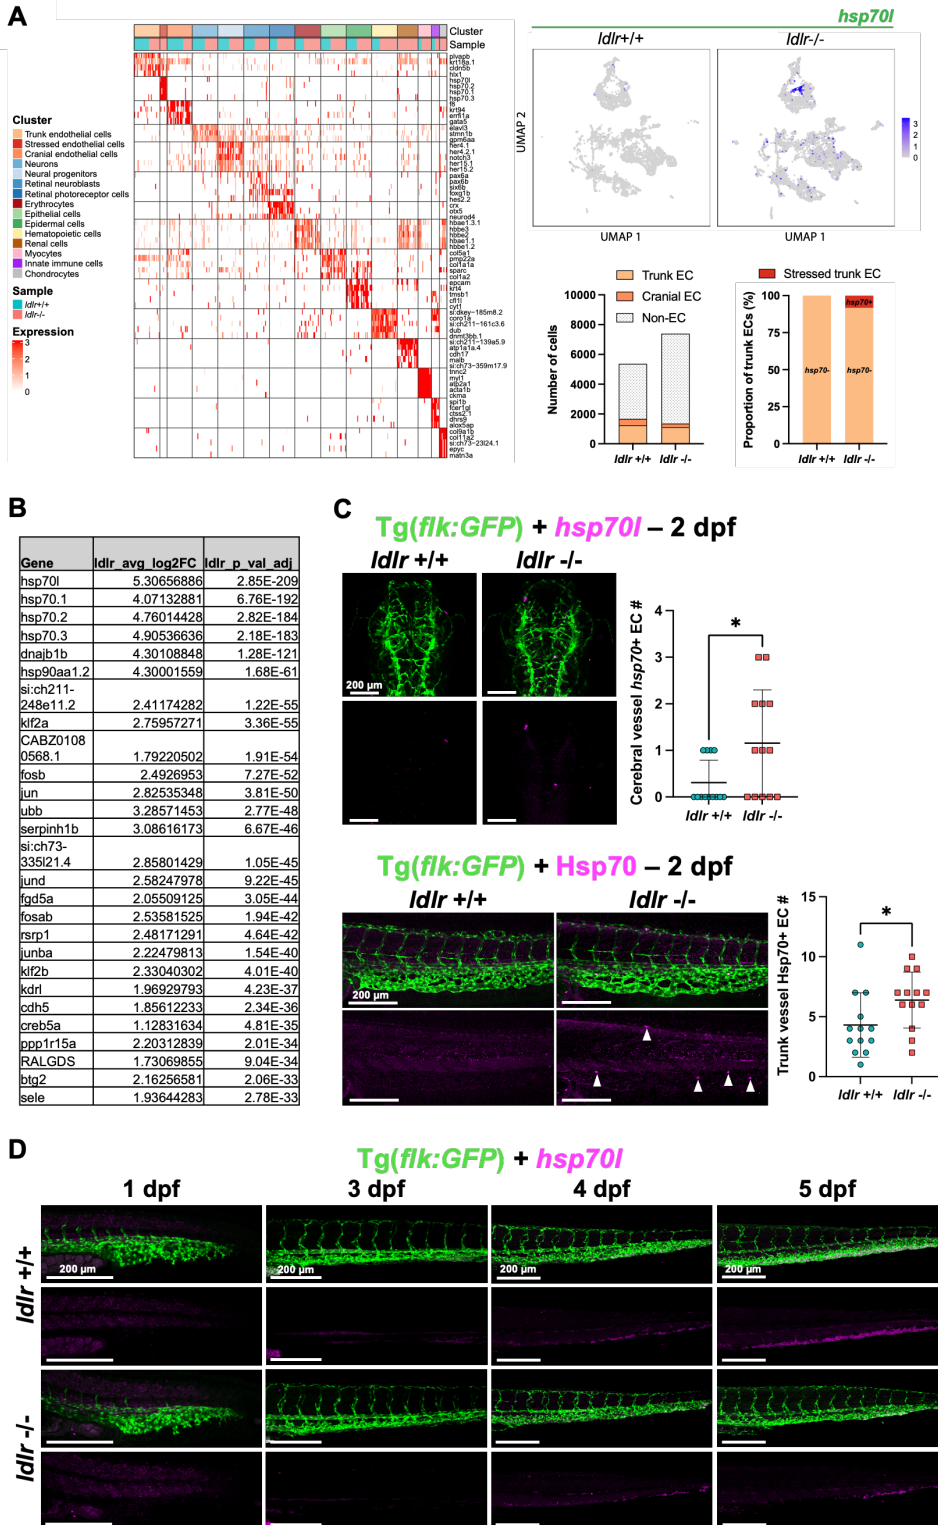

**Figure S8. scRNA-seq and whole-mount staining characterization of the stressed EC subpopulation marked by *hsp70* upregulation in *Idlr*<sup>-/-</sup> zebrafish at 2 dpf. (A)** Heatmap indicating the most significantly upregulated genes in each cell cluster identified between *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> embryos (left). Uniform manifold approximation and projection (UMAP) of *hsp70l* expression enrichment between *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> embryos in all cell populations (top, right). Quantity of trunk ECs (*hsp70*<sup>-</sup> and *hsp70*<sup>+</sup>), cranial ECs and non-ECs analyzed by scRNA-seq in *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> embryos

(bottom, right). **(B)** Table showing top 27 most upregulated genes in the stressed *hsp70*<sup>+</sup> endothelial cell subpopulation in *ldlr*<sup>-/-</sup> embryos, ordered by significance value. **(C)** Confocal microscopy of *hsp70l* fluorescence *in situ* RNA hybridization (FISH) stained Tg(*flk:GFP*) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish cerebral vasculature at 2 dpf (top, left). Number of *hsp70*<sup>+</sup> endothelial cells in the cerebral vasculature between *ldlr*<sup>+/+</sup> (*n* = 13) and *ldlr*<sup>-/-</sup> (*n* = 13) zebrafish at 2 dpf; 3 independent experiments (top, right). Confocal microscopy of Hsp70 immunofluorescence stained Tg(*flk:GFP*) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish trunk vasculature at 2 dpf. Arrowheads indicate Hsp70<sup>+</sup> endothelial cells in the caudal venous plexus (bottom, left). Number of Hsp70<sup>+</sup> endothelial cells in the trunk vasculature between *ldlr*<sup>+/+</sup> (*n* = 13) and *ldlr*<sup>-/-</sup> (*n* = 13) zebrafish at 2 dpf; 3 independent experiments (bottom, right). Data are mean ± s.d. Unpaired two-tailed t-test used. \* *P* < 0.05. **(D)** Confocal microscopy of *hsp70l* FISH stained Tg(*flk:GFP*) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish trunk vasculature at 1 dpf, 3 dpf, 4 dpf and 5 dpf. Continuous vascular *hsp70l* signal detected at 3 dpf, 4 dpf and 5 dpf is red blood cell autofluorescence. Source data are provided as a Source Data file.

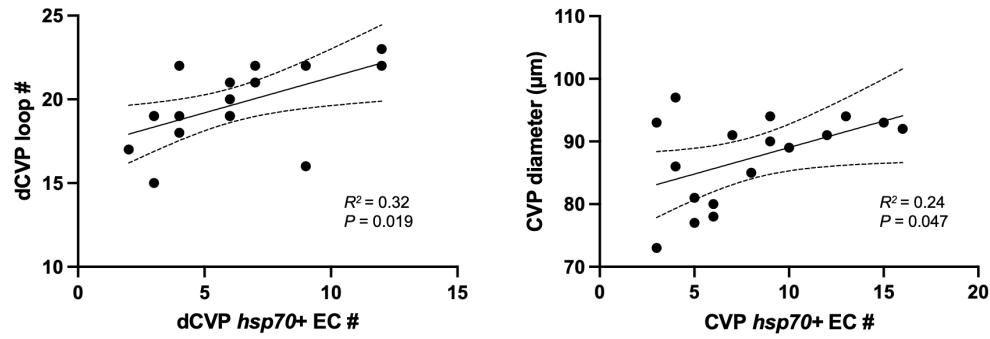

**Figure S9. Correlation analysis of *hsp70*+ EC quantity and CVP morphology in *ldlr*<sup>-/-</sup> embryos at 2 dpf.** Linear regression analysis showing correlation between dorsal caudal venous plexus (CVP) *hsp70*+ endothelial cell number and dorsal CVP loop number (left:  $R^2 = 0.3154$ ;  $p = 0.019$ ) and the correlation between CVP *hsp70*+ endothelial cell number and CVP diameter (right:  $R^2 = 0.2385$ ;  $p = 0.0467$ ) in *ldlr*<sup>-/-</sup> embryos ( $n = 17$ ); 3 independent experiments. Mean line of best fit shown and dashed line indicates 95% confidence intervals. Source data are provided as a Source Data file.

**A**

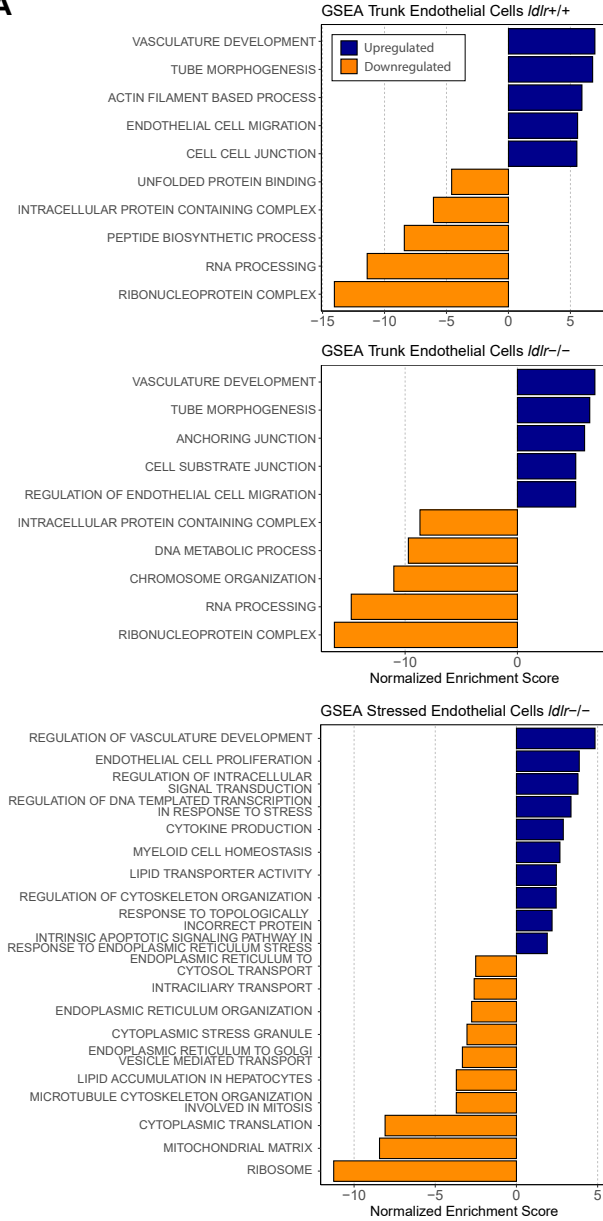

**B**

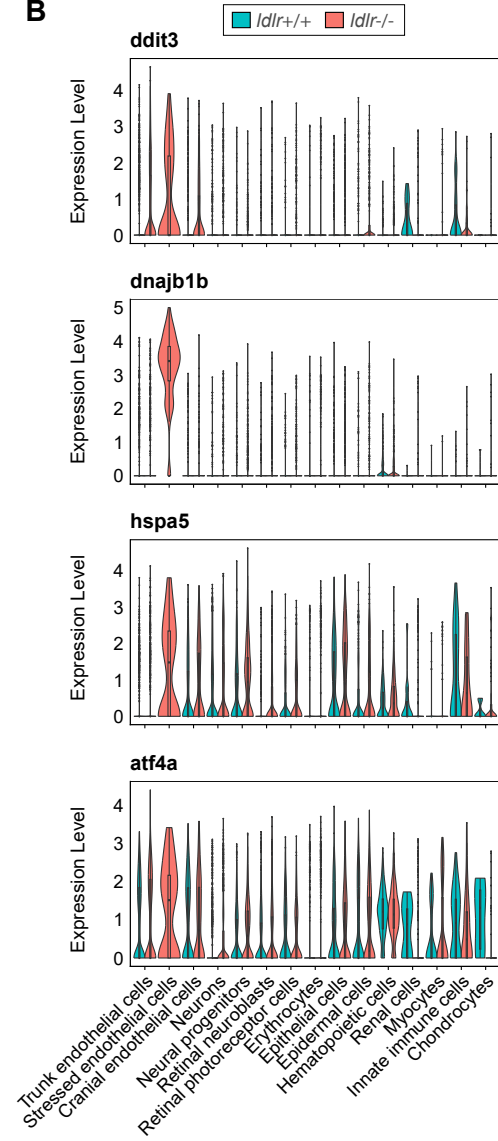

**Figure S10. scRNA-seq cluster expression analysis between *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> zebrafish under physiological flow at 2 dpf. (A) Gene set enrichment analysis (GSEA) of trunk endothelial cells in *Idlr*<sup>+/+</sup> (top) and *Idlr*<sup>-/-</sup> (middle) embryos indicating top significantly upregulated and downregulated terms. GSEA of stressed *hsp70*<sup>+</sup> endothelial cells in *Idlr*<sup>-/-</sup> embryos indicating significantly upregulated and downregulated terms (bottom). (B) Violin expression plots of cell stress response genes *ddit3*, *dnajb1b*, *hspa5* and *atf4a* across all cell populations identified in *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> embryos.**

**A****Tg(*gata1:dsRed*) – hyperstacked timelapse**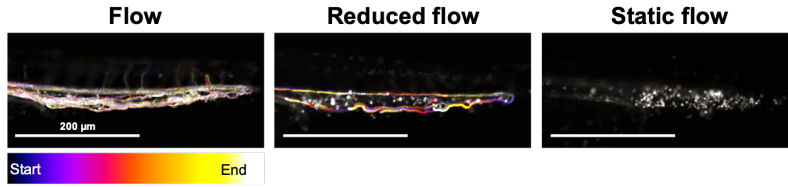**CVP red blood cell spots and tracks**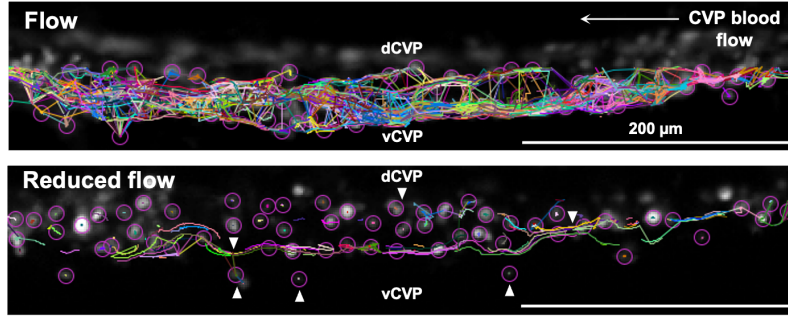**B**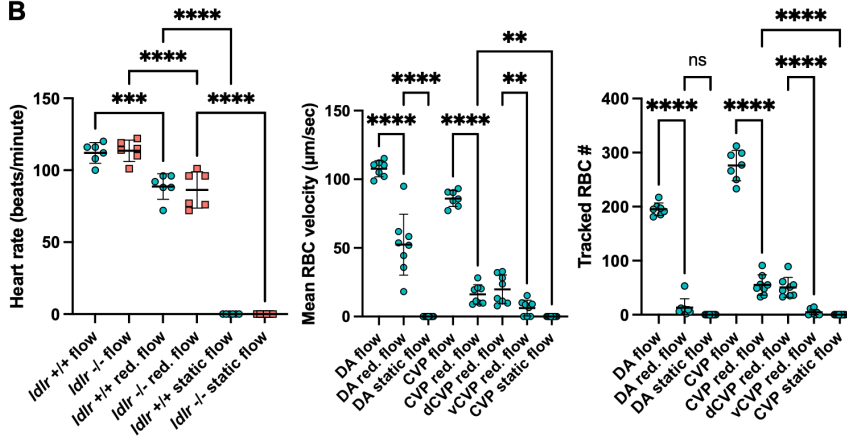**C****Tg(*flk:GFP*)**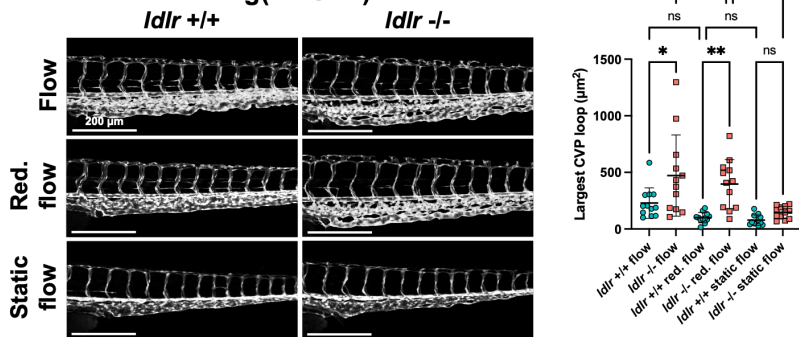**D****Tg(*gata1:dsRed*) – hyperstacked timelapse**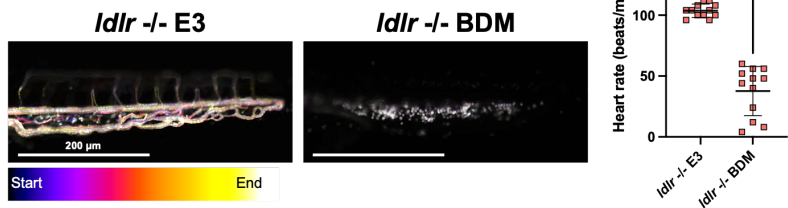

**Figure S11. Inhibition of hemodynamics in embryonic zebrafish. (A)** Effect of reduced (0.4 ng *tnnt2a* morpholino) and static (2 ng *tnnt2a* morpholino) hemodynamics in Tg(*gata1:dsRed*) zebrafish at 2 dpf. Hyperstacked timelapse of red blood cell motility in the trunk vasculature, summarizing movement routes and activity relative to timelapse period (color-coded, top). Tracking of caudal venous plexus (CVP) red blood cells (RBCs, spots) and analysis of movement routes (tracks). Red blood cell movement tracks through the dorsal CVP (dCVP) and ventral CVP (vCVP) are overlaid, with downward arrowheads indicating dCVP movement and upward arrowheads indicating vCVP movement routes in the reduced flow group (bottom). **(B)** Quantification of heart rate (left), mean red blood cell velocity ( $\mu\text{m}/\text{sec}$ , middle) and tracked red blood cell number (right) in *ldlr*<sup>+/+</sup> ( $n = 6-8$ ) and *ldlr*<sup>-/-</sup> ( $n = 6-8$ ) zebrafish embryos exposed to physiological, reduced or static blood flow at 2 dpf. Data are mean  $\pm$  s.d. Two-way ANOVA and Holm-Sidak's multiple comparison used for heart rate data and one-way ANOVA and Holm-Sidak's multiple comparison used for RBC data; 2 independent experiments.. **(C)** Confocal microscopy of trunk vasculature in *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> Tg(*flk:GFP*) zebrafish under physiological, reduced (0.4 ng *tnnt2a* morpholino) and static (2 ng *tnnt2a* morpholino) blood flow at 2 dpf (left). Largest CVP loop area ( $\mu\text{m}^2$ ) in *ldlr*<sup>+/+</sup> ( $n = 12$ ) and *ldlr*<sup>-/-</sup> ( $n = 12$ ) zebrafish across physiological, reduced and static flow conditions at 2 dpf. Data are mean  $\pm$  s.d. Two-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments (right). **(D)** Effect of 10mM BDM (1-2 dpf) on hemodynamics in *ldlr*<sup>-/-</sup> zebrafish embryos. Hyperstacked timelapse of red blood cell motility in the trunk vasculature, summarizing movement routes and activity relative to timelapse period (color-coded, left). Heart rate of *ldlr*<sup>-/-</sup> zebrafish embryos treated with E3 control medium ( $n = 12$ ) or 10mM BDM ( $n = 12$ ) at 2 dpf. Data are mean  $\pm$  s.d. Paired two-tailed t-test used; 3 independent experiments. (right). \*\*\*\*  $P < 0.0001$ , \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$ , \*  $P < 0.05$ , ns, not significant. Source data are provided as a Source Data file.

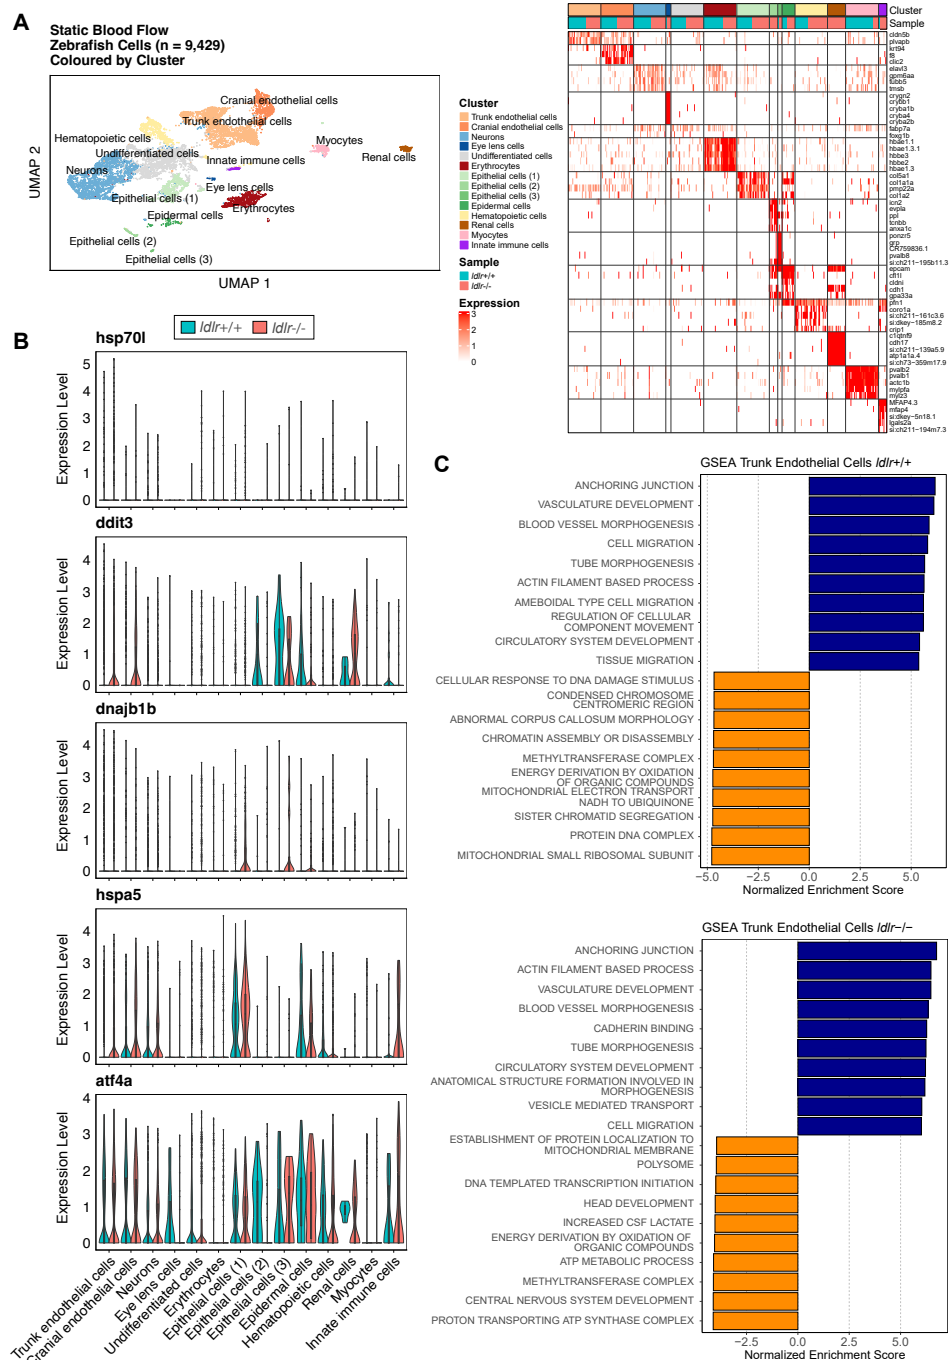

**Figure S12. scRNA-seq profiling of *ldlr+/+* and *ldlr-/-* zebrafish exposed to static blood flow (2 ng *tnnt2a* morpholino) at 2 dpf. (A)** Uniform manifold approximation and projection (UMAP) showing annotated cell populations identified by scRNA-seq in embryonic zebrafish with static flow (left). Heatmap indicating the most significantly upregulated genes in each cell cluster identified between *ldlr+/+* and *ldlr-/-* embryos with static flow (right). **(B)** Violin expression plots of cell stress response genes *hsp70l*, *ddit3*, *dnajb1b*, *hspa5* and *atf4a* across all cell populations identified in *ldlr+/+* and *ldlr-/-* embryos exposed to static blood flow. **(C)** Gene set enrichment analysis (GSEA) of trunk endothelial cells in *ldlr+/+* (top) and *ldlr-/-* (bottom) embryos exposed to static blood flow indicating top significantly upregulated and downregulated terms.

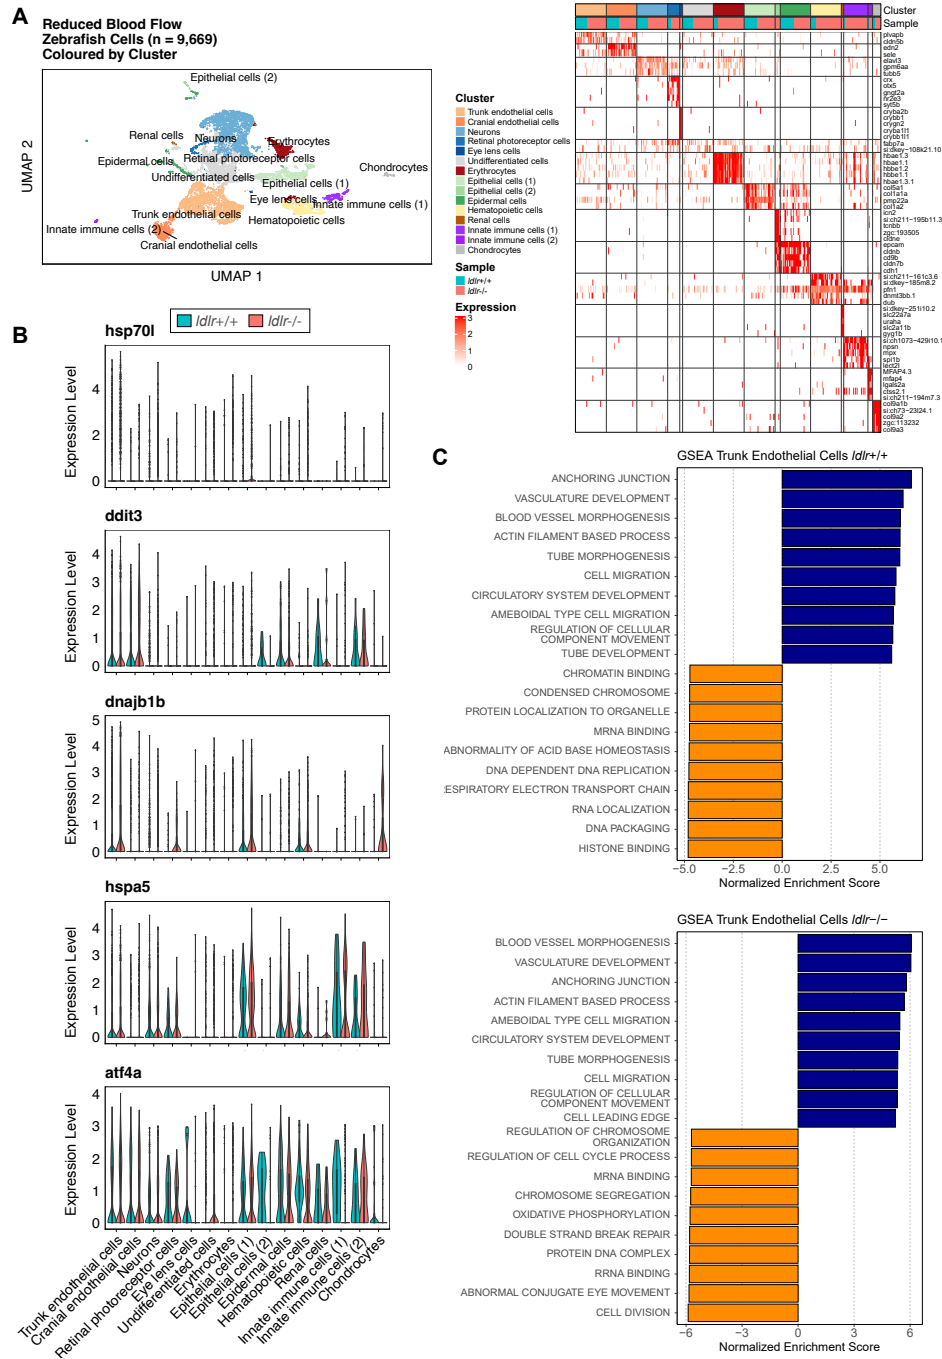

**Figure S13. scRNA-seq profiling of *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish embryos exposed to reduced blood flow (0.4 ng *tnnt2a* morpholino) at 2 dpf. (A)** Uniform manifold approximation and projection (UMAP) showing annotated cell populations identified by scRNA-seq in embryonic zebrafish with reduced flow (left). Heatmap indicating the most significantly upregulated genes in each cell cluster identified between *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> embryos with reduced flow (right). **(B)** Violin expression plots of cell stress response genes *hsp70l*, *ddit3*, *dnajb1b*, *hspa5* and *atf4a* across all cell populations identified in *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> embryos exposed to reduced blood flow. **(C)** Gene set enrichment analysis (GSEA) of trunk endothelial cells in *ldlr*<sup>+/+</sup> (top) and *ldlr*<sup>-/-</sup> (bottom) embryos exposed to reduced blood flow indicating top significantly upregulated and downregulated terms.

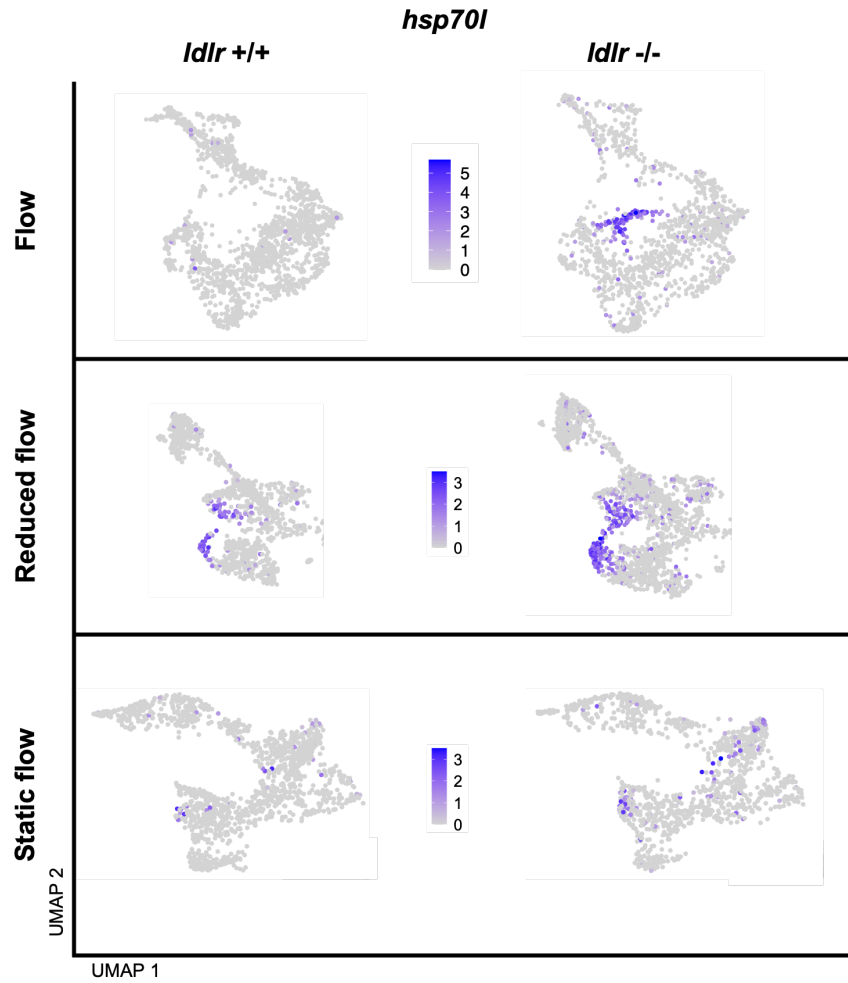

**Figure S14: scRNA-seq trunk endothelial cell *hsp70l* expression profiling in *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish under different flow conditions at 2 dpf.** Uniform manifold approximation and projection (UMAP) of *hsp70l* expression enrichment between *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> embryos in trunk endothelial cell populations exposed to physiological, reduced (0.4 ng *tnnt2a* morpholino) and static (2 ng *tnnt2a* morpholino) hemodynamics. Expression enrichment scale indicated per flow group.

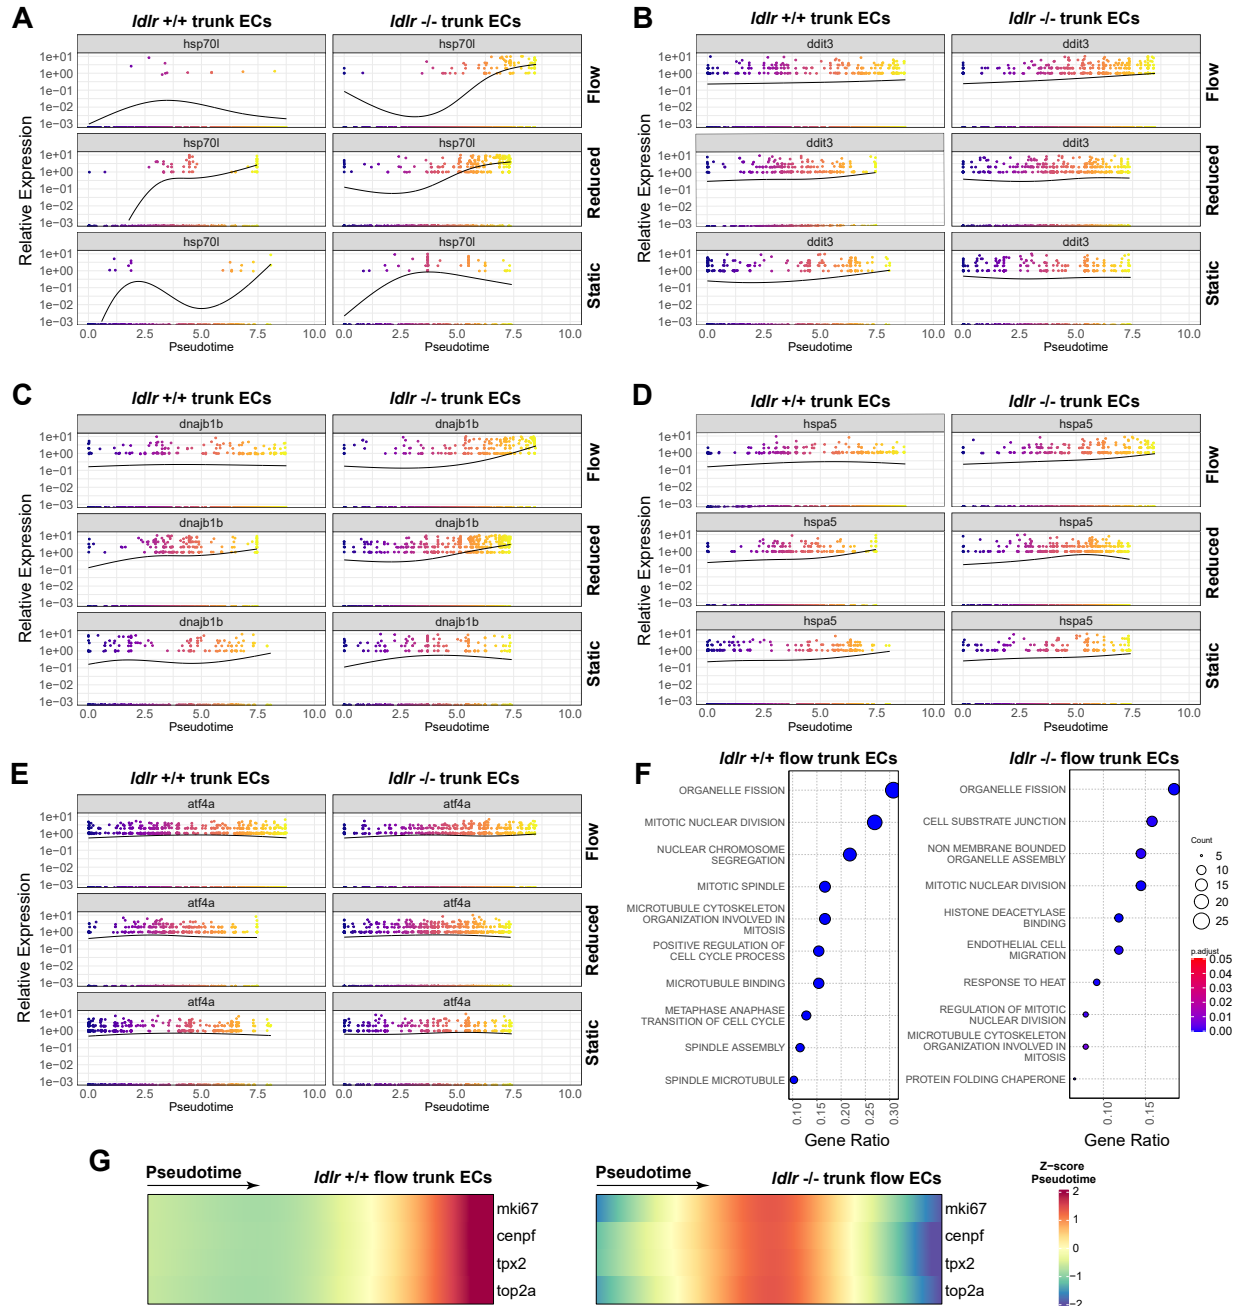

**Figure S15.** scRNA-seq pseudotime trajectory analysis of trunk endothelial cells between *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> zebrafish embryos under different flow conditions at 2 dpf. Expression of *hsp70l* (A), *ddit3* (B), *dnajb1b* (C), *hspa5* (D), and *atf4a* (E) across pseudotime in *Idlr*<sup>+/+</sup> (left) or *Idlr*<sup>-/-</sup> (right) trunk endothelial cells with physiological (top), reduced (0.4 ng *tnnt2a* morpholino, middle) or static (2 ng *tnnt2a* morpholino, bottom) blood flow. (F) Gene ontology analysis of differentially expressed pseudotime genes in *Idlr*<sup>+/+</sup> (left) or *Idlr*<sup>-/-</sup> (right) trunk endothelial cells exposed to physiological blood flow. (G) Pseudotime z-score heatmap plot of genes involved in organelle fission, mitotic nuclear division and microtubule cytoskeleton organization (identified by pseudotime differential expression gene ontology analysis): *mk167*, *cenpf*, *tpx2* and *top2a* in *Idlr*<sup>+/+</sup> (left) and *Idlr*<sup>-/-</sup> (right) zebrafish trunk endothelial cells under physiological blood flow.

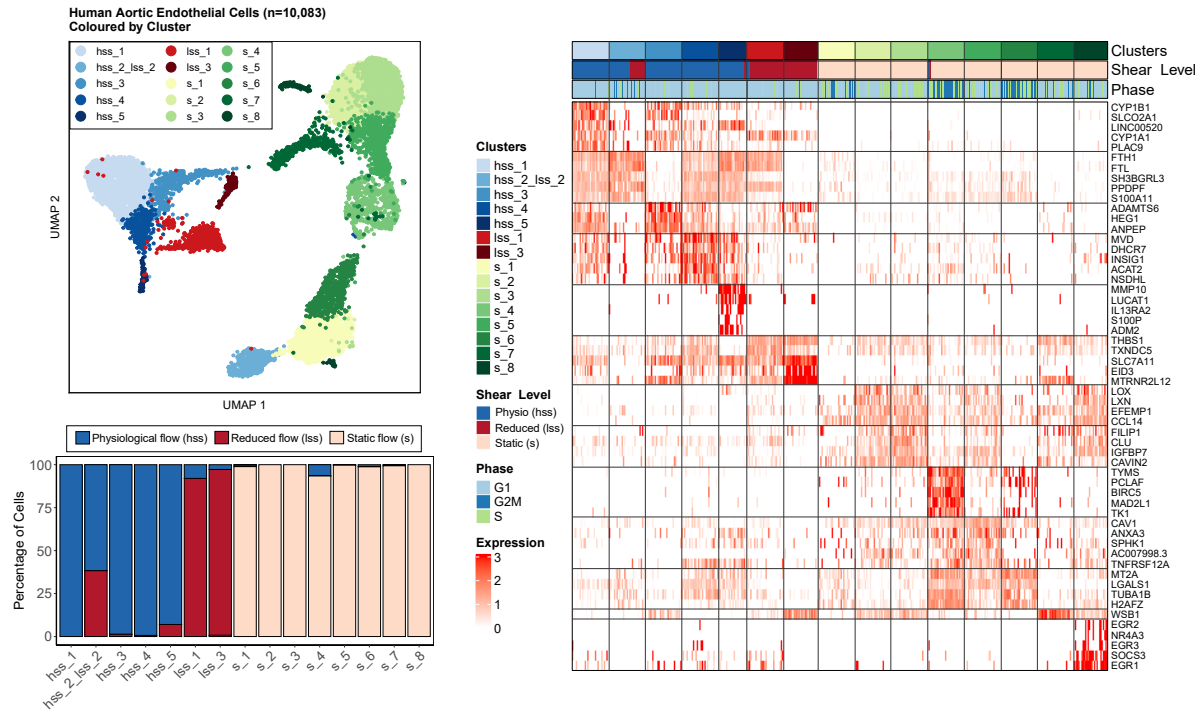

**Figure S16. scRNA-seq cluster expression analysis of human aortic endothelial cells (HAECs) exposed to 30 dynes/cm<sup>2</sup> physiological flow (high shear stress, hss), 2.5 dynes/cm<sup>2</sup> reduced flow (low shear stress, lss) or 0 dynes/cm<sup>2</sup> static flow (s).** Uniform manifold approximation and projection (UMAP) of HAEC subpopulations identified following exposure to hss, lss or static flow (top, left). Percentage of HAECs exposed to hss, lss or static flow in each subpopulation cluster identified (bottom, left). Heatmap indicating the most significantly upregulated genes in each flow-modulated HAEC cluster identified (right).

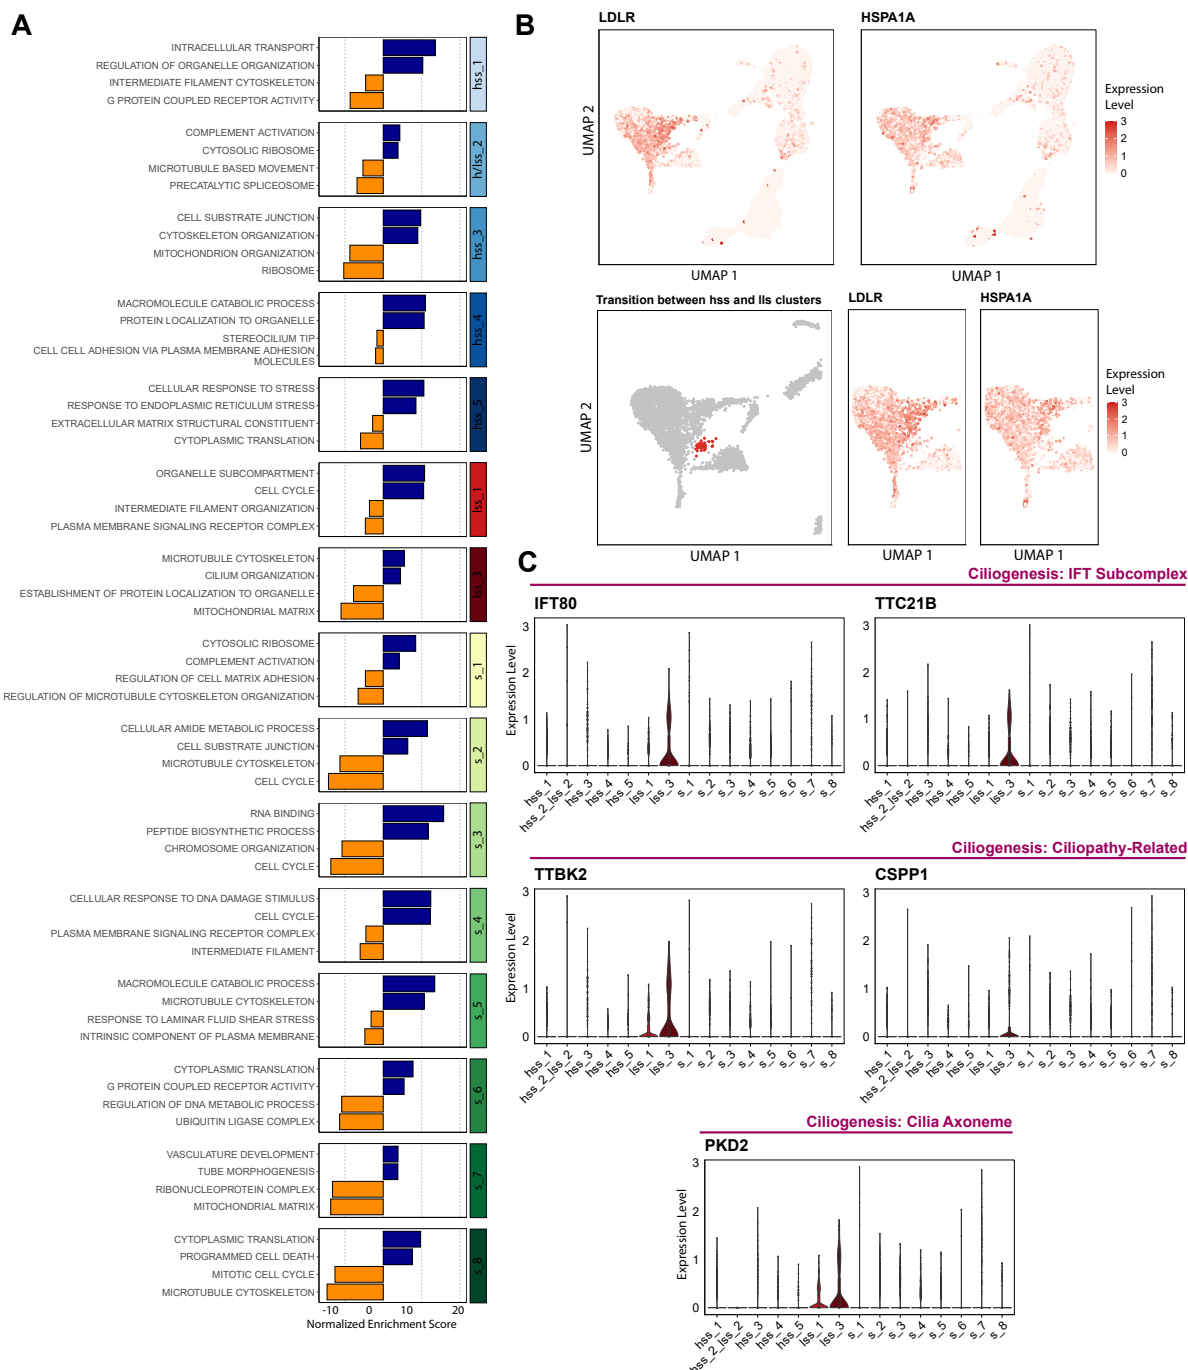

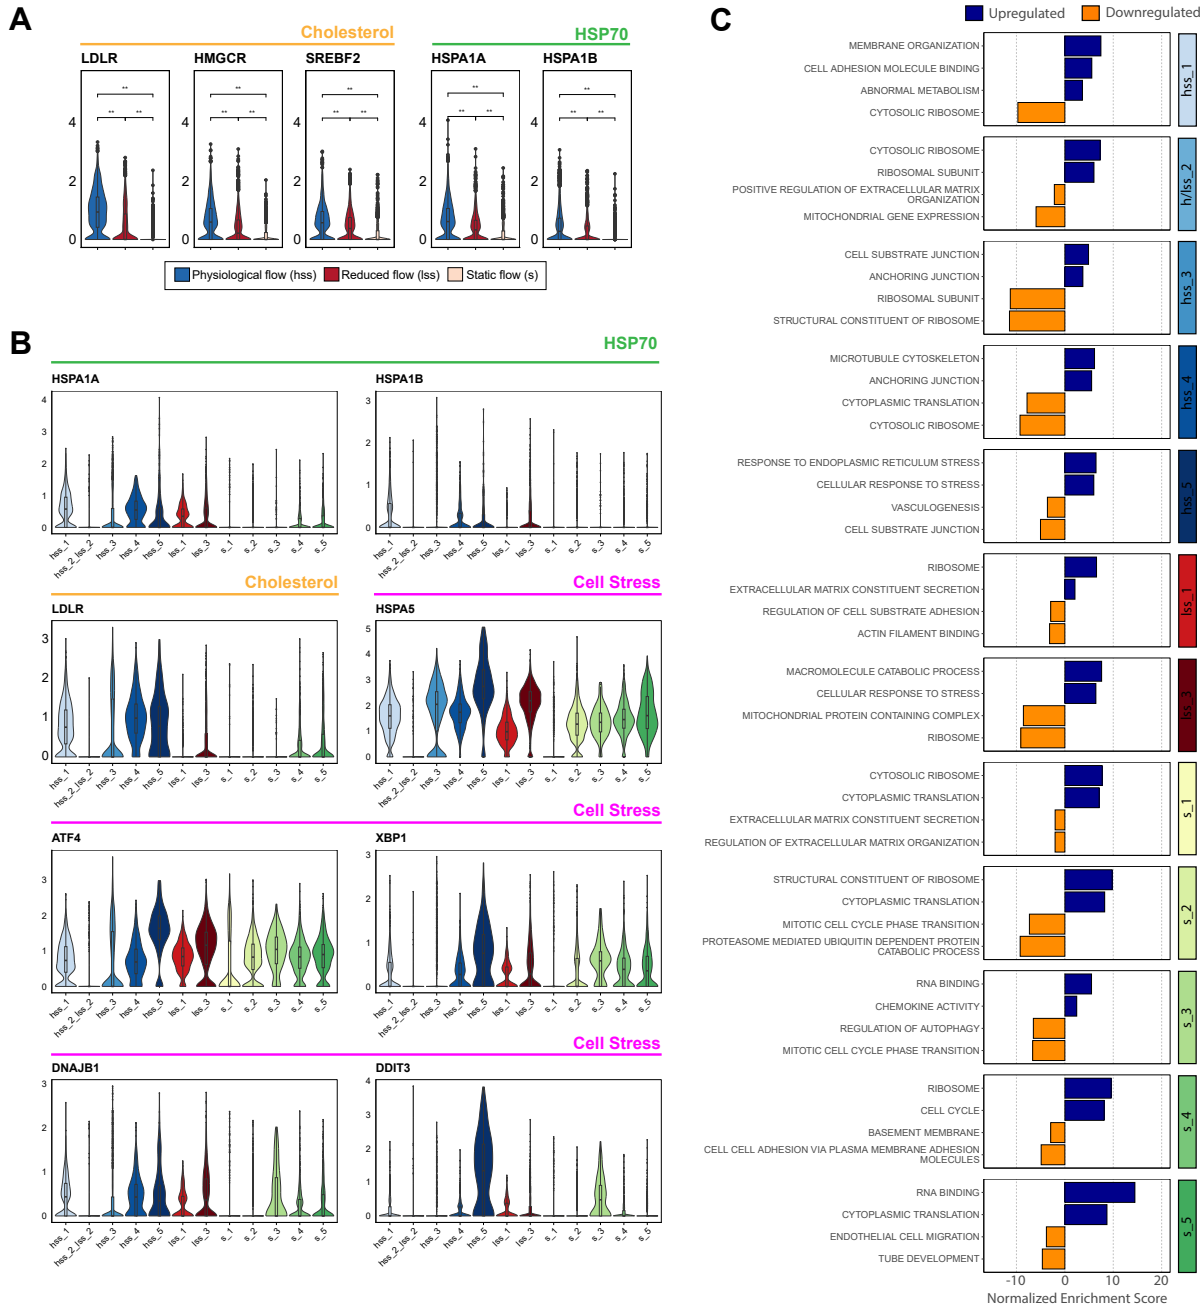

**Figure S18. scRNA-seq analysis of integrated flow-modulated HAEC datasets exposed to physiological (hss), reduced (lss) or static (s) flow. (A)** Violin expression plots for *LDLR*, *HMGCR*, *SREBF2*, *HSPA1A* and *HSPA1B* and statistical comparisons between integrated physiological (hss), reduced (lss) or static (s) flow exposed HAECs. Two-tailed Wilcoxon rank sum test and Bonferroni's multiple comparison test used.  $** P < 0.01$ . **(B)** Violin expression plots for *HSPA1A*, *HSPA1B*, *LDLR*, *HSPA5*, *ATF4*, *XBP1*, *DNAJB1* and *DDIT3* in all integrated flow-modulated HAEC subpopulations identified. **(C)** Gene set enrichment analysis (GSEA) summary of significantly upregulated and downregulated terms for each integrated flow-modulated HAEC subpopulation identified.

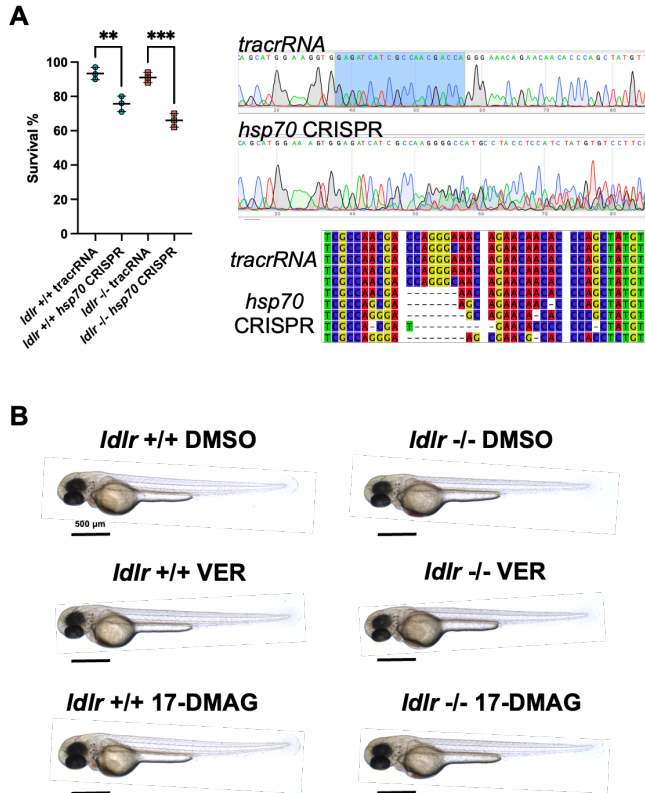

**Figure S19. Effect of *hsp70* modulation during zebrafish development. (A)** Survival (%) following acute CRISPR/Cas9 knockout of *hsp70* or control *tracrRNA* injection in *Idlr*+/+ and *Idlr*-/- zebrafish at 2 dpf. Average survival (%) of embryos calculated per injected clutch ( $n = 36$ ) and are represented as mean  $\pm$  s.d. One-way ANOVA and Holm-Sidak's multiple comparison used; 4 independent experiments. \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$  (left). DNA sequencing showing the target site in exon 1 of the *hsp70l* locus. The *hsp70* gRNA sequence prior to the PAM region (GGG) is highlighted in the *tracrRNA* control group (top, right). *TracrRNA* injected zebrafish do not show any deletions, whereas all CRISPR/Cas9 injected zebrafish display deletions at the target site (bottom, right). **(B)** Brightfield microscopy of *Idlr*+/+ and *Idlr*-/- zebrafish treated (1-2 dpf) with 50  $\mu$ M VER-155008, 50  $\mu$ M 17-DMAG or DMSO control at 2 dpf. Source data are provided as a Source Data file.

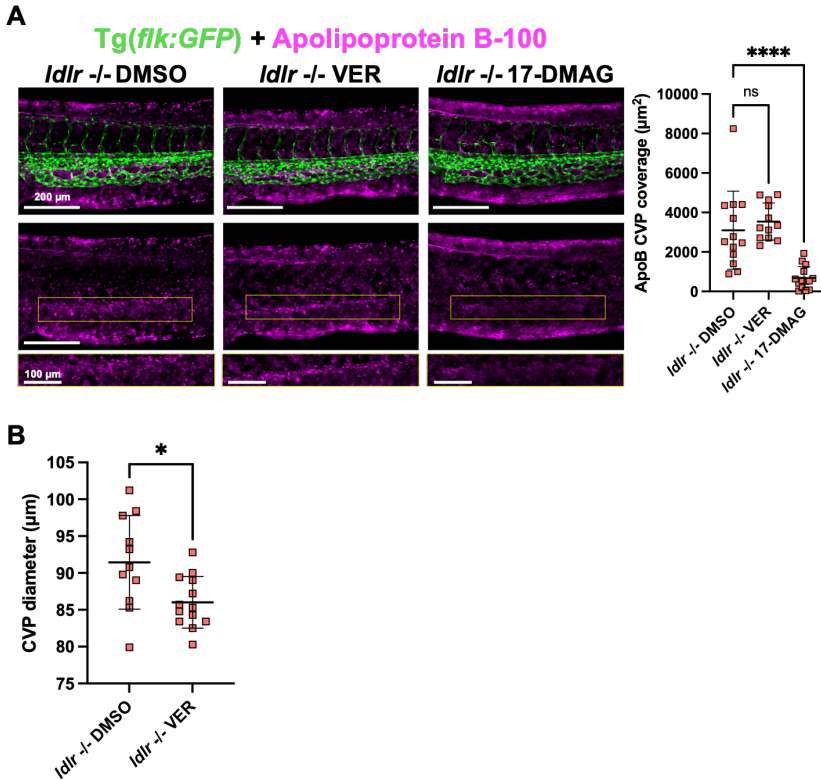

**Figure S20. Effect of *hsp70* modulation on CVP ApoB coverage and CVP diameter in *ldlr*<sup>-/-</sup> zebrafish. (A)** Confocal microscopy of ApoB stained Tg(*flk:GFP*) *ldlr*<sup>-/-</sup> zebrafish following treatment with 50  $\mu\text{M}$  VER-155008, 50  $\mu\text{M}$  17-DMAG or DMSO control at 2 dpf (left). Area of ApoB coverage in the caudal venous plexus (CVP) *ldlr*<sup>-/-</sup> zebrafish treated with 50  $\mu\text{M}$  VER-155008 ( $n = 12$ ), 50  $\mu\text{M}$  17-DMAG ( $n = 14$ ) or DMSO control ( $n = 13$ ) at 2 dpf. Boxed region indicates CVP area used for measurements. Inset of CVP ApoB coverage indicated. Data are mean  $\pm$  s.d. One-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments (right). **(B)** CVP diameter ( $\mu\text{m}$ ) in *ldlr*<sup>-/-</sup> zebrafish following treatment with 50  $\mu\text{M}$  VER-155008 ( $n = 13$ ) or DMSO control ( $n = 11$ ) at 2 dpf. Paired two-tailed t-test used; 3 independent experiments. \*\*\*\*  $P < 0.0001$ , \*  $P < 0.05$ , ns, not significant. Source data are provided as a Source Data file.

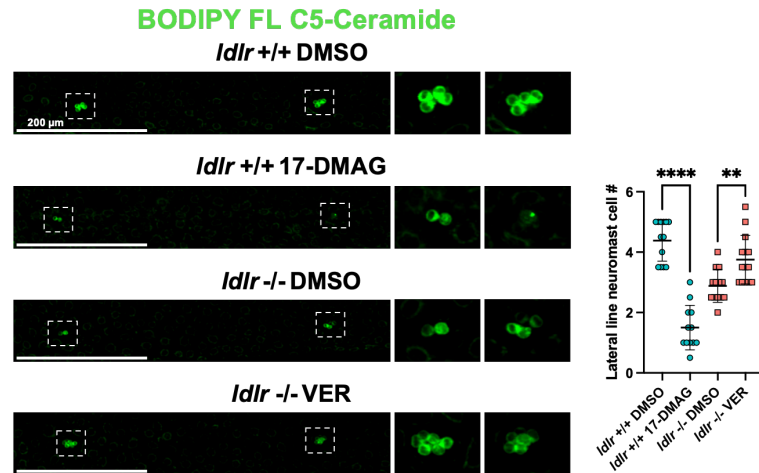

**Figure S21. Effect of *hsp70* modulation on neuromast development in embryonic zebrafish.** Confocal microscopy of BODIPY FL C5-Ceramide-stained lateral line neuromasts in *Idlr*+/+ or *Idlr*-/- zebrafish following treatment with 50  $\mu$ M 17-DMAG, 50  $\mu$ M VER-155008 or DMSO control at 2 dpf (left). Average number of (BODIPY FL C5-Ceramide stained) lateral line neuromast cells per neuromast in *Idlr*+/+ or *Idlr*-/- zebrafish treated with 50  $\mu$ M 17-DMAG ( $n = 12$ ), 50  $\mu$ M VER-155008 ( $n = 14$ ) or DMSO ( $n = 13$ ) at 2 dpf. Data are mean  $\pm$  s.d. One-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments. \*\*\*\*  $P < 0.0001$ , \*\*  $P < 0.01$  (right). Source data are provided as a Source Data file.

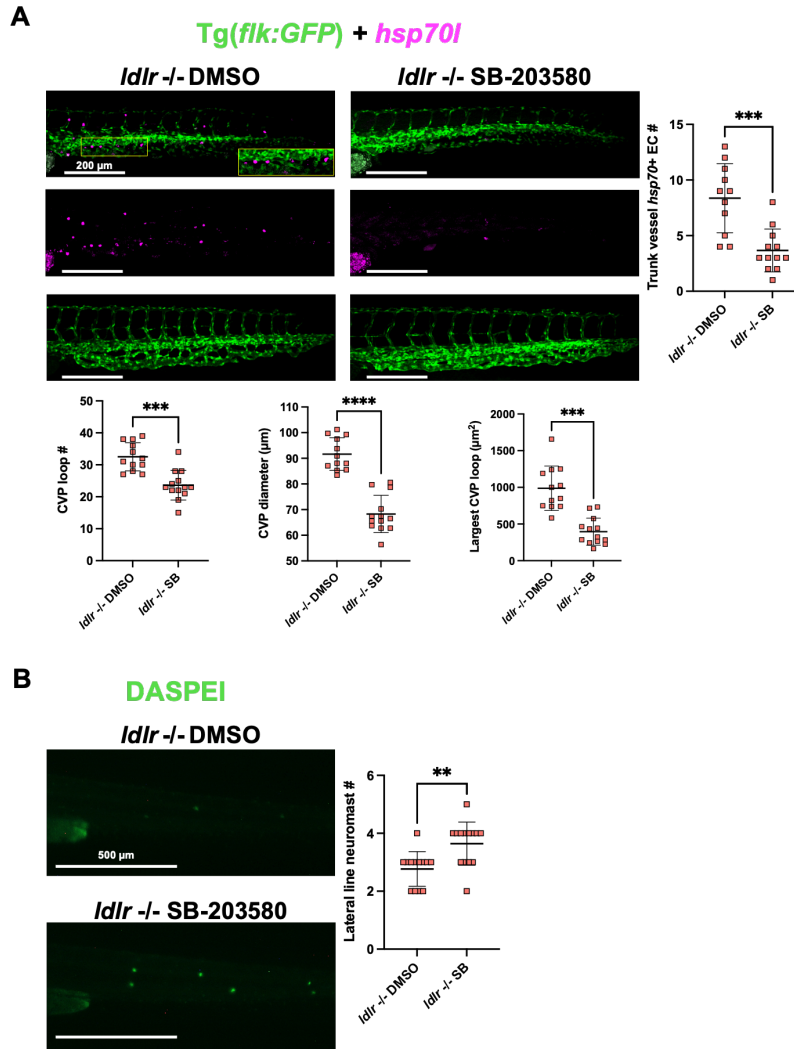

**Figure S22. Effect of p38 Mapk signaling inhibition on *hsp70*<sup>+</sup> EC quantity and CVP morphology in *ldlr*<sup>-/-</sup> zebrafish. (A)** Confocal microscopy of *hsp70l* FISH stained Tg(*flk:GFP*) *ldlr*<sup>-/-</sup> zebrafish trunk vasculature following treatment with 100 μM SB-203580 (p38 Mapk inhibitor) or DMSO control at 2 dpf. Boxed region shows inset of caudal venous plexus (CVP) *hsp70*<sup>+</sup> endothelial cells (top, left). Total number of *hsp70*<sup>+</sup> endothelial cells in the trunk vasculature between *ldlr*<sup>-/-</sup> DMSO control ( $n = 11$ ) and *ldlr*<sup>-/-</sup> 100 μM SB-203580 ( $n = 12$ ) treated zebrafish at 2 dpf (top, right). CVP remodeling metrics: loop number, CVP diameter (μm) and loop area (μm<sup>2</sup>) in *ldlr*<sup>-/-</sup> zebrafish treated with 100 μM SB-203580 ( $n = 13$ ) or DMSO ( $n = 12$ ) at 2 dpf. Data are mean ± s.d. Paired two-tailed t-test used; 3 independent experiments. **(B)** Epifluorescence microscopy of DASPEI stained neuromasts in *ldlr*<sup>-/-</sup> zebrafish following treatment with 100 μM SB-203580 or DMSO control at 2 dpf (left). Number of (DASPEI-stained) posterior lateral line neuromasts in *ldlr*<sup>-/-</sup> zebrafish treated with 100 μM SB-203580 ( $n = 14$ ) or DMSO control ( $n = 13$ ) at 2 dpf (right). Data are mean ± s.d. Paired two-tailed t-test used; 3 independent experiments (right). \*\*\*\*  $P < 0.0001$ , \*\*\*  $P < 0.001$ , \*\*  $P < 0.01$ . Source data are provided as a Source Data file.

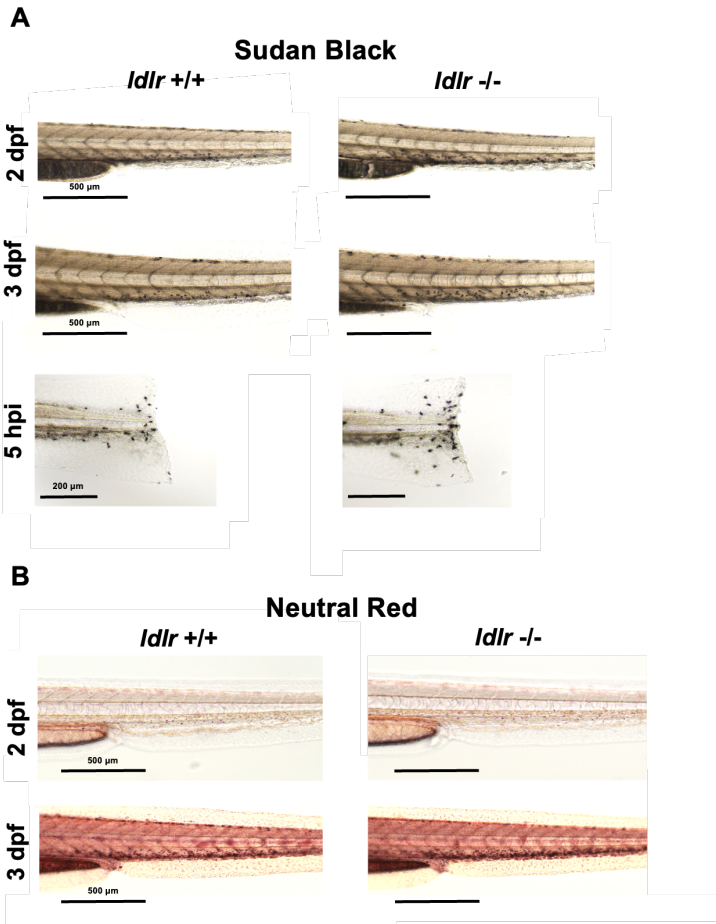

**Figure S23. Sudan black and Neutral Red staining in *Idlr*<sup>-/-</sup> zebrafish embryos and larvae. (A)** Representative brightfield microscopy of Sudan black stained (neutrophils) in the caudal hematopoietic tissue (CHT) of *Idlr*<sup>+/+</sup> (left) and *Idlr*<sup>-/-</sup> (right) zebrafish at 2 dpf (top), 3 dpf (middle) and tail epithelium at 5 hours post injury (hpi) following standard tail fin resection (bottom). **(B)** Representative brightfield microscopy of Neutral Red stained (macrophages) in the CHT of in *Idlr*<sup>+/+</sup> (left) and *Idlr*<sup>-/-</sup> (right) zebrafish at 2 dpf (top) and 3 dpf (bottom).

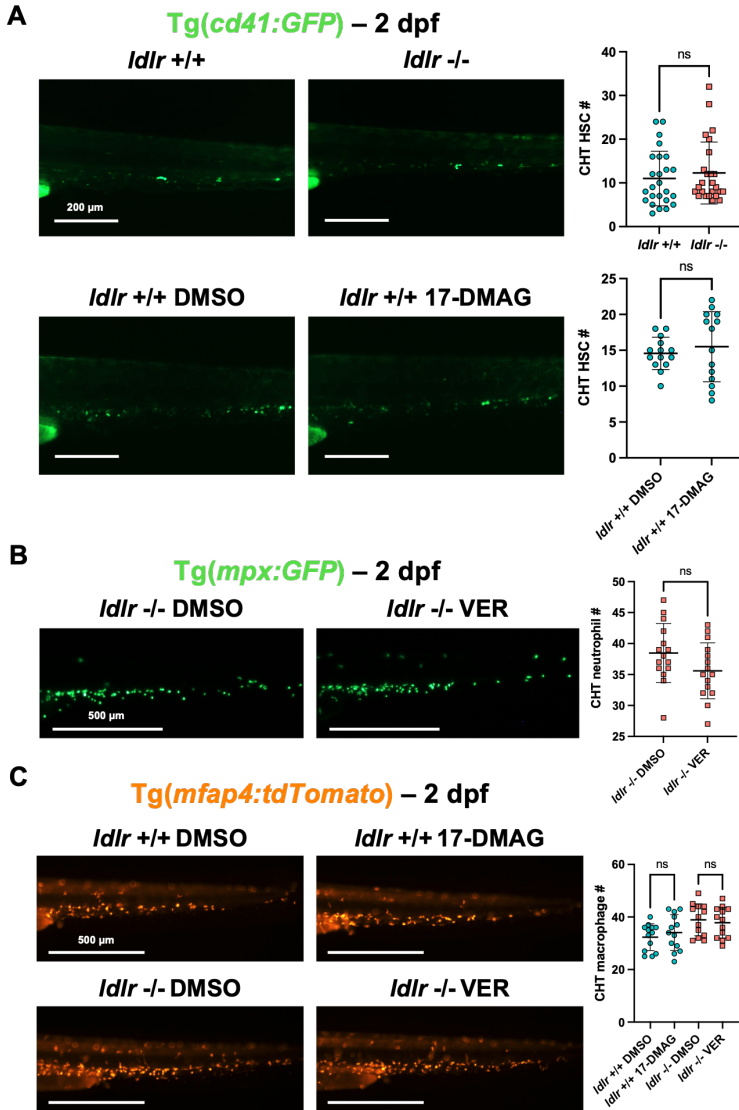

**Figure S24. Hematopoietic and myeloid cell phenotypes during development and following *hsp70* modulation in *Idlr*<sup>-/-</sup> zebrafish. (A)** Epifluorescence microscopy of the CHT in Tg(*cd41:GFP*) *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> zebrafish at 2 dpf. Number of HSCs (*cd41:GFP*<sup>low</sup> expressing cells) in the CHT of *Idlr*<sup>+/+</sup> (n = 25) and *Idlr*<sup>-/-</sup> (n = 25) zebrafish at 2 dpf. Data are mean ± s.d. Unpaired two-tailed t-test used; 4 independent experiments (top). Epifluorescence microscopy of the CHT in Tg(*cd41:GFP*) *Idlr*<sup>+/+</sup> zebrafish following treatment with 50 μM 17-DMAG or DMSO control at 2 dpf. Number of HSCs (*cd41:GFP*<sup>low</sup> expressing cells) in the CHT of *Idlr*<sup>+/+</sup> zebrafish treated with 50 μM 17-DMAG (n = 14) or DMSO control (n = 14) at 2 dpf. Data are mean ± s.d. Paired two-tailed t-test used; 3 independent experiments (bottom). **(B)** Epifluorescence microscopy of the CHT in Tg(*mpx:GFP*) *Idlr*<sup>-/-</sup> zebrafish following treatment with 50 μM VER-155008 or DMSO control at 2 dpf (left). Number of CHT neutrophils in *Idlr*<sup>-/-</sup> zebrafish treated with 50 μM VER-155008 (n = 15) or DMSO control (n = 15) at 2 dpf. Data are mean ± s.d. Unpaired two-tailed t-test used; 3 independent experiments (right). **(C)** Epifluorescence microscopy of the CHT in Tg(*mfap4:tdTomato*) *Idlr*<sup>+/+</sup> zebrafish following treatment with 50 μM 17-DMAG or DMSO control at 2 dpf (top) and *Idlr*<sup>-/-</sup> zebrafish following treatment with 50 μM VER-155008 or DMSO control at 2 dpf (bottom). Number of CHT macrophages in *Idlr*<sup>+/+</sup> and *Idlr*<sup>-/-</sup> zebrafish treated with 50 μM 17-DMAG (n = 13), 50 μM VER-155008 (n = 13) or DMSO control (n = 13) at 2 dpf. Data are mean ± s.d. One-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments (right). \*\*\* *P* < 0.001, \* *P* < 0.05, ns, not significant. Source data are provided as a Source Data file.

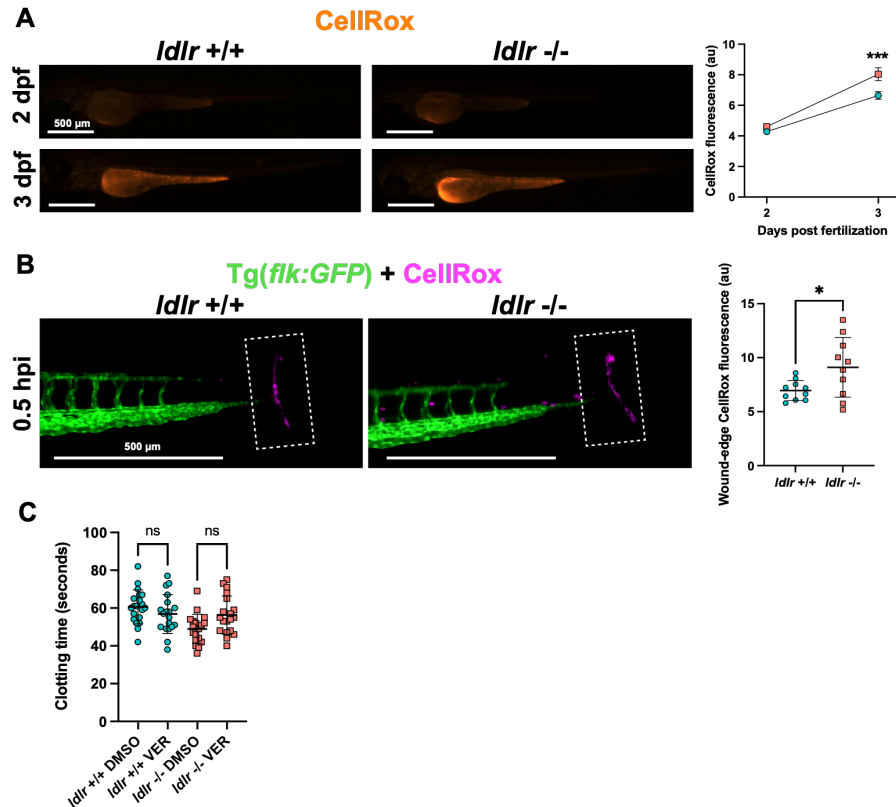

**Figure S25. Oxidative stress levels during development and following *hsp70* modulation and/or injury in *ldlr*<sup>-/-</sup> zebrafish.** **(A)** Epifluorescence microscopy of CellRox Orange stained *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish at 2 dpf and 3 dpf (left). Whole body CellRox fluorescence intensity in *ldlr*<sup>+/+</sup> ( $n = 32$ ) and *ldlr*<sup>-/-</sup> ( $n = 34$ ) zebrafish at 2 dpf and 3 dpf. Data are mean  $\pm$  s.e.m. Two-way ANOVA and Holm-Sidak's multiple comparison used; 5 independent experiments. Au, arbitrary units (right). **(B)** Epifluorescence microscopy of the tail fin wound-edge in 3 dpf Tg(*flk*:GFP) *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish following epithelial resection and CellRox orange staining at 0.5 hours post injury (hpi, left). Wound-edge CellRox fluorescence intensity in *ldlr*<sup>+/+</sup> ( $n = 10$ ) and *ldlr*<sup>-/-</sup> ( $n = 10$ ) zebrafish following tail fin epithelial resection at 0.5 hpi. Data are mean  $\pm$  s.d. Unpaired two-tailed t-test used; 2 independent experiments (right). **(C)** Time to thrombosis (clotting time in seconds) following FeCl<sub>3</sub> exposure in *ldlr*<sup>+/+</sup> and *ldlr*<sup>-/-</sup> zebrafish treated with 50  $\mu$ M VER-155008 ( $n = 19$ ) or DMSO control ( $n = 19$ -20). Data are mean  $\pm$  s.d. One-way ANOVA and Holm-Sidak's multiple comparison used; 3 independent experiments. \*\*\*  $P < 0.001$ , \*  $P < 0.05$ , ns, not significant. Source data are provided as a Source Data file.

# Supplementary material for: Flow-mediated endothelial remodeling and inflammation drive developmental vascular susceptibility in ldlr loss of function
**Source:** Nat Commun. 2026 May 21;17:6926. doi: 10.1038/s41467-026-72756-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Supplementary data files listing significantly enriched genes for each annotated zebrafish cluster, including log<sub>2</sub> fold change values and adjusted p values. Cell type annotation was performed based on gene ranking by log<sub>2</sub> fold change and statistical significance.

File Name: Supplementary Movie 1

Description: Red blood cell flow through *ldlr*<sup>+/+</sup> trunk vasculature at 2 dpf visualized by epifluorescence microscopy in *Tg(gata1:dsRed)* zebrafish.

File Name: Supplementary Movie 2

Description: Red blood cell flow through *ldlr*<sup>+/+</sup> trunk vasculature at 5 dpf visualized by epifluorescence microscopy in *Tg(gata1:dsRed)* zebrafish.

File Name: Supplementary Movie 3

Description: Red blood cell flow through *ldlr*<sup>-/-</sup> trunk vasculature at 2 dpf visualized by epifluorescence microscopy in *Tg(gata1:dsRed)* zebrafish.

File Name: Supplementary Movie 4

Description: Red blood cell flow through the trunk vasculature visualized by epifluorescence microscopy of *Tg(gata1:dsRed)* 2 dpf zebrafish. Embryo was injected with control morpholino and displays physiological heart contractility and blood flow.

File Name: Supplementary Movie 5

Description: Red blood cell flow through the trunk vasculature visualized by epifluorescence microscopy of *Tg(gata1:dsRed)* 2 dpf zebrafish. Embryo was injected with 2 ng of *tnnt2a* morpholino and displays arrested heart contractility and static blood flow.

File Name: Supplementary Movie 6

Description: Red blood cell flow through the trunk vasculature visualized by epifluorescence microscopy of *Tg(gata1:dsRed)* 2 dpf zebrafish. Embryo was injected with 0.4 ng of *tnnt2a* morpholino and displays reduced heart contractility and blood flow.

File Name: Supplementary Movie 7

Description: Red blood cell flow through the trunk vasculature visualized by epifluorescence microscopy of *Tg(gata1:dsRed)* 2 dpf zebrafish. Embryo was incubated in control E3 medium and displays physiological heart contractility and blood flow.

File Name: Supplementary Movie 8

Description: Red blood cell flow through the trunk vasculature visualized by epifluorescence microscopy of *Tg(gata1:dsRed)* 2 dpf zebrafish. Embryo was incubated in 10mM BDM and displays diminished heart contractility and blood flow.

File Name: Supplementary Movie 9

Description: Red blood cell flow through the tail fin vasculature visualized by brightfield microscopy of 4 days post tailfin amputation *ldlr*<sup>+/+</sup> zebrafish. Erythrocyte movement through the regenerated caudal vascular loop is observed.

File Name: Supplementary Movie 10

Description: Red blood cell flow through the tail fin vasculature visualized by brightfield microscopy of 4 days post tailfin amputation *ldlr*<sup>-/-</sup> zebrafish. Erythrocytes are unable to move through the caudal vascular loop due to diminished vessel regeneration.

# Supplementary material for: Flow-mediated endothelial remodeling and inflammation drive developmental vascular susceptibility in ldlr loss of function
**Source:** Nat Commun. 2026 May 21;17:6926. doi: 10.1038/s41467-026-72756-3
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Olympus Fluoview 1000 software was used to acquire confocal microscopy images. EVOS FL Auto 2 software was used to acquire epifluorescence and brightfield images. CellRanger software (version 6.0.1, 10x Genomics) was used to generate scRNA-seq data files. Fluorescence-activated cell sorting was performed using a BD FACSAria Fusion instrument and BD FACSDiva 9.0.1 software. IbidiTreat µ-Slide I Luer0.8 and an Ibidi flow chamber were used for HAEC experiments.                                                                                                                                                                                                                                 |
| Data analysis   | ImageJ software (version 2.16) was used to analyze images. GraphPad Prism 10 software was used to generate graphs and analyze data. For scRNA-seq analysis, the Seurat package (version 5.0.3) in R (version 1.3.1) was used for all standard processing steps, including data normalization, dimensionality reduction and cell type clustering. We did not use any custom code in this study. We instead provide access to a Github repository that documents the various open-source scRNA-seq packages associated with our analyses at: <a href="https://github.com/aryan-kaveh/scRNA-seq-flow-mediated-EC-remodeling-ldlr">https://github.com/aryan-kaveh/scRNA-seq-flow-mediated-EC-remodeling-ldlr</a> . |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ScRNA-seq data from zebrafish and HAEC models have been submitted to the Gene Expression Omnibus repository and made publicly available under the accession number GSE275308 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE275308>]. Additionally, HAEC data used for integration that were sequenced with SeqWell S3 are publicly available at GSE212388 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE212388>]. All computational analyses were performed using open-source software. Other data from this study are available within the article, its supplementary figures/files and/or separate source data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were not statistically predetermined. Instead, they were selected based on prior experience with these experimental systems, consistency with sample sizes reported in the literature, and established field standards. The chosen sample sizes were sufficient to ensure reproducibility of observed effects across independent biological replicates and to enable appropriate statistical analyses.

Data exclusions

No data were excluded from the study.

Replication

Experimental results were independently replicated in multiple experiments, with some reproductions performed by different researchers. Independent experiments were performed on at least three different clutches of zebrafish on different days. The number of zebrafish used and independent experiments performed for each figure is indicated in the corresponding legend.

Randomization

Animals were randomly allocated to treatment groups prior to the intervention. No statistical methods were used to assign animals randomly. For some experiments, group assignment was determined based on animal genotype.

Blinding

During initial phenotypic characterization, heterozygote animals were incrossed and the progeny genotyped post experiment which allowed for inherent blinding across all genotypes. For subsequent experiments, investigators were not blinded to group allocation. All groups in the same experiment were subject to the same standards during data collection and analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Primary antibodies were diluted 1:100 in blocking buffer and incubated overnight at 4 °C. The following primary antibodies were used: anti-apolipoprotein B (rabbit polyclonal, Abcam, ab20737), anti-PCNA (mouse monoclonal, Cell Signaling Technology, #2586S; clone PC10), anti-acetylated tubulin (mouse monoclonal, Sigma-Aldrich, #T7451; clone 6-11B-1), and anti-Hsp70I (rabbit polyclonal, Creative Diagnostics, #CABT-B661).

Secondary antibodies were diluted 1:200 and incubated for 1.5 h at room temperature. The following secondary antibodies were used: goat anti-mouse IgG (highly cross-adsorbed, Alexa Fluor 546, Thermo Fisher Scientific, #A-11030), goat anti-rabbit IgG (highly cross-adsorbed, Alexa Fluor 568, Thermo Fisher Scientific, #A-11011), and goat anti-rabbit IgG (highly cross-adsorbed, Alexa Fluor Plus 647, Thermo Fisher Scientific, #A-32733).

## Validation

All primary antibodies used in this study were validated by the manufacturers for the reported applications. Antibody specificity was obtained from previously published literature and expected staining patterns.

The anti-apolipoprotein B antibody (Abcam, ab20737) has been validated for detection of ApoB in vertebrate systems and produced staining consistent with lipid-associated structures. The anti-PCNA antibody (Cell Signaling Technology, #2586S) is a widely used proliferation marker, with established nuclear localization in proliferating cells; staining in this study was restricted to nuclei of actively cycling cells, consistent with known PCNA expression patterns. The anti-acetylated tubulin antibody (Sigma-Aldrich, #T7451; clone 6-11B-1) is a well-characterized reagent for stable microtubules and cilia, and produced signal localized to ciliary and microtubule structures consistent with established profiles. The anti-Hsp70I antibody (Creative Diagnostics, #CABT-B661) showed inducible expression patterns consistent with stress-responsive Hsp70 family proteins, in agreement with expected biology. Across all antibodies, staining patterns were reproducible across independent experiments and exhibited low background signal.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

Primary human aortic endothelial cells (HAECs, #C-12271) were acquired from Promocell (Heidelberg, Germany).

## Authentication

HAECs were authenticated by the manufacturer (Promocell, Heidelberg, Germany). This included testing for cell morphology, adherence rate, and cell viability. Flow cytometric analyses for cell-type specific markers, CD31 and Dil-Ac-LDL uptake were also carried out. Growth performance was tested through multiple passages up to 15 population doublings under culture conditions without antibiotics or antimycotics.

## Mycoplasma contamination

All cells were frequently tested for Mycoplasma contamination, and all cultures tested negative throughout the study.

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Zebrafish (*Danio rerio*) were used as an animal model. The following transgenic and mutant lines were used in this study: Tg(flk:eGFP)s843, Tg(gata1a:dsRed)sd2, Tg(mpx:eGFP)i114, Tg(mfap4:tdTomato)xt12, Tg(cd41:eGFP)la2 and ldlr sd52/sd52. All lines were maintained in-house at Brigham and Women's Hospital. The ldlr sd52 allele was originally generated and described previously (PMID: 29187523). Transgenic lines were obtained from established laboratory stocks as described in the Methods. For imaging experiments, animals were maintained on casper or nacre pigmentation mutant backgrounds. Mutant and transgenic zebrafish were outcrossed to wild type (AB strain) zebrafish after two consecutive incrossings, with new generations derived of embryos from several group crosses. Embryos and larvae were used for all experiments. Developmental stages are reported in the manuscript as days post-fertilisation (dpf) (e.g. 1–5 dpf as specified per experiment).

## Wild animals

N/A

## Reporting on sex

Since the sex of zebrafish is not specified at embryonic or larval stages, sex discrimination was not involved in our study.

## Field-collected samples

N/A

## Ethics oversight

All animal experiments were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee (IACUC) to Brigham and Women's Hospital. All protocols and procedures followed the guidelines and recommendations outlined by the Guide for the Care and Use of Laboratory Animals.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Approximately 200 zebrafish Tg(flk:eGFP) embryos per group were enzymatically dissociated using preheated 0.25% Trypsin-EDTA (Gibco) at 28°C for 20 minutes, with mechanical homogenization performed every 5 minutes to ensure complete dissociation. Following disassociation, embryos were washed with PBS supplemented with 1% Fetal Bovine Serum (FBS). Cell pellets were collected by centrifugation and resuspended in PBS containing 1% FBS in preparation for fluorescence-activated cell sorting.

Instrument

BD FACSAria Fusion Cell Sorter.

Software

BD FACSDiva Software was used to collect flow data. FlowJo was used to analyze the data.

Cell population abundance

Following sorting, approximately 15% of single cells were identified as GFP+ (vascular endothelial) per experimental group and a 1:1 ratio of GFP+ and GFP- cells were processed for downstream analysis.

Gating strategy

A forward and side scatter (FSC/SSC) size selection gate was constructed and validated through back-gating of cells with high GFP expression. Vascular endothelial (GFP+) and non-endothelial (GFP-) single-cell fractions were equally sorted according to the presence of GFP signal. A more detailed explanation is given in Supplementary Figure 7.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

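The data were 9 single-cell RNA-seq libraries (10x Genomics 3' version 3 chemistry), with 6 from zebrafish embryos at 2 dpf (2 genotypes at 3 flow conditions, 200 embryos pooled per library) and 3 from HAECs at 3 flow conditions. Each condition was sequenced as 1 library. Which library belongs to which condition was taken from the sample titles and descriptions alone.

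The authors deposited, for each library, a matrix of whole-number counts of UMIs for every barcode, as written by Cell Ranger before cells were called. The file headers name version 4 of that program, the submitters' notes list versions 6.0.1 and 4.0.0 with the builds danRer10 and hg38, and the paper names 6.0.1. The libraries held 61634324, 47676620 and 52707380 UMIs (ldlr-/-, physiological, reduced and static flow), 49686641, 40355664 and 42537732 UMIs (ldlr+/+) and 62227530, 17324740 and 84527981 UMIs (HAECs). The gene annotation is not given in the sources used here. The counts were used as deposited, with 25107 zebrafish and 36601 human genes, and nothing was aligned again.

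The paper's limits were applied to each barcode: at least 500 UMIs, at least 200 (zebrafish) or 250 (HAEC) genes, a ratio of log10 genes to log10 UMIs above 0.8, and at most 20% mitochondrial UMIs. This gave 31868 zebrafish and 10084 HAEC cells. The zebrafish cell sort had gated out doublets before cells were loaded into droplets, so doublets formed on loading may remain. Scrublet marked 0 zebrafish cells and too few HAECs to count as working, so no doublets were removed. Counts were scaled to 10000 per cell and log-transformed for clustering only, which used 2000 variable genes, 40 principal components, 20 neighbors and the Leiden method at resolution 1 (zebrafish) or 0.8 (HAEC). The hsp70 and cytosolic chaperone genes were left out of the variable genes in zebrafish. In HAECs no gene was left out, so that stress genes took part in forming the clusters. A zebrafish cluster was named from 18 sets of marker genes, for the set with the highest mean log2 ratio against all other cells, with 5 CPM added to each side. At least 3 markers had to be raised 2-fold or more and be present in at least 10% of its cells, and outside the endothelium the mean had to be at least 1.5. Endothelial clusters were called trunk or cranial by the set with the higher mean. A cluster was left unnamed when its 10 leading genes held at least 2 more markers of another set than of its own, or when its cells had few UMIs and no marker of the set among its leading genes. The marker sets were fixed beforehand, and these limits were set after the clusters were seen.

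Counts were summed over the cells of a class, and CPM and their ratios were computed from these sums, with exact Poisson intervals for CPM, conditional binomial intervals for ratios and Clopper-Pearson intervals for shares, all at 95%. With 1 library per condition no p-value or standard error was computed, and no genes were counted as changed. A side with 0 UMIs was counted as 3 UMIs and the ratio called "at least". An hsp70-high cell had at least 2 UMIs of hsp70l, hsp70.1, hsp70.2 and hsp70.3 together, making up at least 0.2% of its UMIs, and shares were also computed after each cell was thinned to 1000 UMIs. Free RNA was read from barcodes of 10 to 100 UMIs, with its amount in zebrafish ECs set by globin UMIs. Positions of the human genes the paper names were taken from GENCODE version 29, for genes with the same ID in the deposited matrices, and Y-linked genes were found from it. No zebrafish positions were used.

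Gene lists numbered 18 for zebrafish (ER stress and unfolded protein response, apoptosis and p53, arterial endothelium, cell cycle, cholesterol synthesis, cilia, cytoskeleton, cytosolic chaperones, cytosolic ribosomal proteins, flow-responsive, hematopoietic emergence, hsp70, hypoxia and glycolysis, immediate-early, lipid trafficking, mitochondrial genes, nuclear genes of oxidative phosphorylation, venous and lymphatic endothelium). The 21 lists for HAECs had stroma and blood markers, endothelial identity, endothelial-to-mesenchymal transition, fatty acid synthesis, interferon response, laminar flow-induced, low-flow and inflammatory, and metallothionein genes beside those that apply to both. The list called cytosolic chaperones also holds genes that are not cytosolic chaperones, such as serpinh1b and ubb in zebrafish and HSPD1 in HAECs. Members with at least 10 UMIs over both sides were used, and the median log2 ratio was ranked among 10000 random lists matched on mean expression. A list outside the 2.5 to 97.5 percentiles was taken as outside the middle 95%.

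Genes were named by a fixed rule. It takes the genes the paper names in its single-cell results, the 8 genes per direction with the largest ratio in each main comparison, and the 3 members of a described list with the largest ratio in the direction of its median. The 8 genes needed at least 50 CPM and 30 UMIs on the higher side and intervals that do not overlap. Mitochondrial, globin and unnamed loci were left out, as were genes linked to sex in human cells. Some genes that the rule names are not reported here. The values in the paper's tables count as seen when the rule was written.

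On simulated data with the depth of the zebrafish comparison, the interval held the simulated ratio for 96.18% of 12814 unchanged genes. For changed genes this share ran from 86.11% of 36 genes raised 2-fold to 100.0% of 32 genes at 0.25-fold. Among genes of at least 100 UMIs, a 1.5-fold difference was told from 1 in 72.73% of cases and a 2-fold difference in all. For HAECs the interval held the ratio for 96.13% of 15848 unchanged genes, and a 1.5-fold difference was told from 1 in 92.31% of cases. Unchanged lists fell outside the middle 95% in 4.0% and 5.0% of 300 draws, and lists raised 1.5-fold lay above it in all. These simulations hold counting error only and no variation between embryos or cultures, and none shared by the members of a list. How often lists of genes that vary together fall outside the middle 95% was therefore not tested.

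Alternatives tried were a minimum of 1000 UMIs, at most 10% mitochondrial UMIs, the gene-to-UMI ratio on plain counts, cells called as those above 0.1 of the 99th percentile of UMIs, all EC-like clusters, ECs gated per cell, each flow condition clustered apart, chaperones kept in the clustering, 20 principal components, Leiden resolutions of 0.4, 0.5, 1.2 and 2, free RNA subtracted, TMM scaling, cells weighted equally, totals without mitochondrial and ribosomal protein genes, hsp70 limits of 0.1% and 0.5%, thinning to 1000 or 2000 UMIs, hsp70l alone, lists without a filter or with at least 50 UMIs per gene, clusters of low UMI counts left out, doublets left out, the 5% of cells with the highest doublet score left out, and the HAEC cluster led by MMP1 left out. The last 2 were chosen once the doublet calls and the clusters were seen. The paper's trajectories, enrichment analysis and integration were not repeated here, and its other data types were not analysed here.

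Programs were python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, scikit-learn 1.9.0 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 for TMM.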

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

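In this part, the tests of free RNA in the zebrafish droplets, of a stress of all cells of a library, of a state of high mitochondrial share and of free RNA of the HAECs were chosen only after the result was seen.

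Flow inhibition went with opposite directions in the 2 genotypes for several stress genes in trunk EC-like cells, and these differences between genotypes were not tested, since each condition is 1 library. The hsp70 genes under static against physiological flow had a ratio of 0.354 in ldlr-/- and 6.81 in ldlr+/+. For ddit3 under reduced against physiological flow, the ratio was 0.673 and 1.39. For dnajb1b under static against physiological flow, it was 0.488 and 1.22, and for hspa5 0.665 and 1.34. Under physiological flow ldlr-/- had the higher level of each, with 308.8 against 142 CPM for ddit3, 298 against 91.1 CPM for dnajb1b and 237 against 107 CPM for hspa5.

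The level of hsp70 in trunk EC-like cells under reduced flow is the first pattern weighed. Free RNA in the droplets could have raised it, but with the free-RNA profile removed the ratio of reduced to physiological flow in ldlr-/- was still 1.63. Exchanged labels of the 2 ldlr-/- libraries would put klf2a higher in the library labeled reduced, and its ratio was 0.507, against that explanation. A stress of all cells of a library, as from dissociation or sorting, would raise hsp70 outside the endothelium too, and it was higher under reduced flow in 18 of 20 named classes other than ECs of at least 20 cells, over both genotypes. That is what handling predicts, and a response of the whole embryo to reduced flow would look the same, so the data do not separate these. Free RNA was not subtracted in these classes. Its own hsp70 level was higher under reduced flow, so part of the count may follow from it.

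The ciliary genes in the reduced-flow HAEC cluster of a high mitochondrial share are the second pattern. A joint rise of weakly expressed genes may give such a result, but the list lay at percentile 99.98 of random lists matched on expression, against this. A state of cells with a high mitochondrial share, as in damaged cells, should raise the list in every library, and the lowest median in such clusters of the other libraries was 0.72. That physiological-flow cluster lay at percentile 98.6 of random lists, but the static cluster (median 1.14) at percentile 87.8, within their middle 95%. Whether the state is specific to reduced flow therefore stays open.

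A signal lay in data that the paper did not analyse, the HAEC barcodes of 10 to 100 UMIs. COL1A1, a collagen gene of stromal cells, was at 1140.0 CPM (physiological), 196 CPM (reduced) and 1624 CPM (static) there, and HSPA1A at 1502, 302 and 2211 CPM. Free RNA of the captured HAECs could not account for COL1A1, which was at least 111 times as high there as in the cells of the same library. For HSPA1A this was not tested. Molecules of other libraries with the same barcodes are a candidate explanation. The physiological and static libraries shared 156 times as many barcodes of 10 to 100 UMIs as independent draws give (3455 against 22.1). For the reduced-flow library this was 34.0 times with the physiological and 29.1 times with the static library, and for pairs of zebrafish libraries 2.19 to 6.69 times. The physiological-flow barcodes of 10 to 100 UMIs also included 71.0% of the reduced-flow barcodes of at least 500 UMIs, and 31.5% of the static ones. COL1A1 was at only 0.233 CPM in reduced-flow and 3.06 CPM in static cells. These values argue against the cells of those 2 libraries as the source of COL1A1 under physiological flow. Molecules of this kind may come from other libraries sequenced together, and this was not tested.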

How the results depend on the processing

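The alternatives that leave out the 5% of cells with the highest doublet score, or the HAEC cluster led by MMP1, were chosen only after the data were seen. No paired analysis was made of the 3 pairs of genotypes matched on flow. No direction of an hsp70 or HSPA1A ratio turned under any alternative. Over all alternatives the hsp70 ratio of ldlr-/- to ldlr+/+ ran from 50.1 to 545, reduced to physiological flow in ldlr-/- from 1.55 to 2.81, and static from 0.305 to 0.452, with 35.9 to 395 and 5.06 to 78.7 in ldlr+/+. The highest of those against ldlr+/+ under physiological flow (545, 395 and 78.7) divide by 1 hsp70 UMI in 221 trunk EC-like cells. No main ratio or share moved with another Leiden resolution, 20 principal components, chaperones kept in the clustering, flow conditions clustered apart, free RNA subtracted, or HAEC clusters of low UMI counts left out. Of 420 zebrafish list values 326 stayed, 82 moved and 12 turned, and of 396 HAEC list values 324, 70 and 2. Without the cluster led by MMP1, the HAEC list medians for ER stress were 0.37 (reduced, main 0.60) and 0.42 (static, main 0.71), and for immediate-early genes 0.18 (reduced). Leaving out marked doublets removed 0 zebrafish cells and at most 3 cells of a HAEC library, so it is no test. TMM shifts over 0.1 occurred in HAECs only. Depth limits genes of few UMIs. Below, hsp70 ratios come in the order ldlr-/- to ldlr+/+, ldlr-/- reduced, ldlr-/- static, ldlr+/+ reduced and ldlr+/+ static flow, each of the last 4 to physiological flow. Unless said, the cause was not tested.

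With at most 10% mitochondrial UMIs, hsp70 ratios were 121, 2.02, 0.399, 107 and 10.3, and 5 lists (main 2) lay outside the middle 95% between genotypes under reduced flow. Trunk EC-like cells of ldlr-/- then numbered 536 (main 1090) under physiological and 1001 (main 1499) under reduced flow. In ldlr+/+ they numbered 635 (main 1248) and 537 (main 853), so the limit removed unequal parts of the libraries.

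With cells above 0.1 of the 99th percentile, which leaves few cells by construction (2095, 2039 and 1096 in ldlr-/-, 1850.0, 926 and 1387 in ldlr+/+, physiological to static, and 3776 static HAECs), hsp70 ratios were 545, 2.81, 0.423, 395 and 78.7. hsp70-high shares were 3.70% and 12.7% in ldlr-/- (physiological, reduced), and 0.0%, 5.04% and 0.469% in ldlr+/+. Lists outside the middle 95% numbered 7 between genotypes (main 12), 6 for ldlr+/+ reduced flow (main 11), 9 between genotypes under reduced (main 2) and 3 under static flow (main 7). Medians that turned were p53 -0.021 (main 0.27) and cell cycle 0.0050 (-0.32) between genotypes, oxidative phosphorylation -0.095 (0.18) for ldlr-/- reduced flow, mitochondrial genes 0.0057 (-0.35) and oxidative phosphorylation -0.0047 (0.27) for ldlr-/- static flow, ER stress -0.074 (0.21), cell cycle 0.0395 (-0.42) and glycolysis -0.0019 (0.53) for ldlr+/+ reduced flow, oxidative phosphorylation -0.022 (0.08) for ldlr+/+ static flow, venous genes 0.13 (-0.10) between genotypes under reduced flow, and ribosomal proteins -0.0015 (0.07) and immediate-early genes 0.16 (-0.09) under static flow.

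With all EC-like clusters, hsp70 ratios were 53.3, 1.95 and 0.393 (first 3), and reduced-flow shares 16.8% in ldlr-/- and 7.06% in ldlr+/+. With ECs gated per cell, ratios were 50.1, 2.21, 0.452 and 35.9 (first 4), and shares 7.03% (ldlr-/- physiological), 16.5% (ldlr-/- reduced) and 6.98% (ldlr+/+ reduced).

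With cells weighted equally, hsp70 ratios were 51.1, 1.78, 0.452 and 36.7 (first 4), and HSPA1A 1.72 (physiological to reduced) and 6.81 (to static). With TMM, hsp70 was 1.81 for ldlr-/- reduced flow and HSPA1A 5.26 against static flow, and medians turned for mitochondrial genes between reduced and static HAECs (-0.079, main 0.37) and cholesterol synthesis in the static cluster led by WSB1 (-0.88, main 0.08). Without mitochondrial and ribosomal protein genes these 2 ratios were 1.80 and 4.87. For hsp70l alone, ratios were 1.55 and 0.305 in ldlr-/- and 5.06 for ldlr+/+ static flow.

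An hsp70 limit of 0.1% gave shares of 11.0%, 22.2% and 7.18% in ldlr-/- and 11.4% in ldlr+/+ under reduced flow, and 0.5% gave 6.97%, 13.4% and 3.27%, with 0.0801% (physiological) and 5.98% (reduced) in ldlr+/+, as limits shift shares by construction. Thinning to 1000 UMIs gave 10.8% (ldlr-/- physiological), and to 2000 UMIs 16.3% (ldlr-/- reduced) and 0.0% (ldlr+/+ physiological). At least 1000 UMIs kept 4837 ldlr-/- physiological-flow cells, and the ratio on plain counts 0, 1 and 0 ldlr-/-, 0, 1 and 1 ldlr+/+, and 1, 0 and 0 HAECs, by construction.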

Differences from the paper's values

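No test was used in this part. The paper reports 15 clusters for the physiological-flow zebrafish libraries, and 33 formed here when these libraries were clustered on their own. The paper states no resolution, and no alternative was run for this number. Cell numbers lay within a few cells of the paper's, at 12769 against 12,765 (zebrafish, physiological flow), 31868 against 31,863 (all zebrafish) and 10084 against 10,083 (HAECs). They differ from the paper's by more than 1.5-fold only under the gene-to-UMI ratio on plain counts (0, 3 and 1) and, for zebrafish, with cells above 0.1 of the 99th percentile (3945 and 9393). Trunk EC-like cells numbered 1248 (ldlr+/+) and 1090 (ldlr-/-), against about 1200 and about 1100 in Fig. 3F, read by eye. The hsp70-high share in ldlr-/- was 8.81%, against about 8% in Fig. S8A, read by eye.

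Several of the paper's statements differ from the values here. The paper states that stressed trunk ECs were absent from embryos with inhibited flow. Here hsp70-high cells made up 19.6% of ldlr-/- trunk EC-like cells under reduced flow, and the hsp70 ratio to physiological flow was 1.70, with 1.55 for hsp70l alone. For static flow the direction is that of the paper, at 0.354, though 5.17% of the cells were hsp70-high. By FISH, the paper reports fewer hsp70-positive CVP cells in ldlr-/- embryos under reduced than physiological flow. It also reports fewer hsp70-positive trunk ECs after BDM. Those counts come from whole embryos in repeated experiments, and the ratio here from 1 dissociated library per condition. The FISH data were not analysed here. The paper states lower hsp70l in flow-inhibited ldlr-/- embryos than in the stressed subset, and hsp70-high cells under reduced flow held 3051 CPM of hsp70l, against 4578 CPM under physiological flow, which is its direction. It states that hsp70l stayed relatively low in ldlr+/+ trunk ECs at each flow level. Here hsp70l was at 4.09 CPM under physiological, 202 CPM under reduced and 20.7 CPM under static flow in ldlr+/+. The value under reduced flow lay below the 564 CPM of ldlr-/-, which is the paper's direction. It was well above ldlr+/+ under physiological flow, and above the 111 CPM of ldlr-/- under static flow. The paper also states more hsp70 under reduced than static flow in ldlr-/-, and here too the list was lower under static than reduced flow (median log2 ratio -2.35). No alternative brought the ratio in ldlr-/- under reduced flow below 1 (lowest 1.55).

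The paper reports lipid trafficking terms as raised in hsp70-positive trunk ECs and cytoskeletal terms as lowered. The lists here had medians of 0.02 (percentile 77.3) and -0.14 (percentile 30.1). For its ER stress, folding, translation and mitochondrial function terms, the lists of ER stress, cytosolic chaperones, ribosomal proteins and oxidative phosphorylation had the paper's direction, at 0.52, 1.25, -0.62 and -0.33, and genes encoded in the mitochondria did not, at 0.18. In the stressed HAEC cluster of physiological flow, the paper reports raised lipid trafficking and pro-inflammatory terms and lowered translation. The MMP1-led cluster, set against it here for its ER stress genes, was not shown to hold the same cells. Its lists had medians of -0.56, -0.65 and 0.06, although CXCL8 was among its leading genes. For lowered cytoskeletal terms the list had -0.35, in the direction of the paper, and for lowered cilia terms -0.31, with 23 of 31 genes lower but at percentile 54.3. The paper's gene sets were not used here, so these are comparisons of different lists, and in HAECs of cells that need not be the same.

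The paper reports ciliogenesis genes as enriched in the reduced-flow HAEC clusters. One such cluster had a median of 1.42 against the other cells of its library. TTC21B, PKD2, CSPP1, TTBK2 and IFT80 were at 0.498 to 0.780 under physiological against reduced flow, which is the paper's direction, and the whole list had a median of -0.06 (percentile 52.7). The paper reports joint upregulation of HSP70 and DNAJB1 in HAECs. Both were higher with flow (1.97 and 1.51 against reduced flow), and within physiological-flow cells DNAJB1 was in 4.69% of cells with HSP70 and 5.39% without it. The number of HAEC clusters equals the paper's, at 15, and their split by library differs, with 9 static, 3 physiological-flow, 1 reduced-flow and 2 joint clusters here.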

Other observations

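No hypothesis was tested in this part. Further gene groups were compared between flow levels within each zebrafish genotype, and no difference between genotypes was tested. Cell cycle genes were lower under reduced than physiological flow in ldlr+/+ trunk EC-like cells (18 of 21, median log2 ratio -0.42, percentile 0.01), with bub1 at 0.412-fold (0.0979 to 1.33), cenpf at 0.513-fold and plk1, a mitotic kinase, at 0.566-fold, while in ldlr-/- the median was -0.10 (percentile 27.7). The ldlr+/+ median was 0.0395 with cells above 0.1 of the 99th percentile of UMIs. Cilia genes were lower as well in ldlr+/+ (24 of 29, median -0.39, percentile 1.18). Genes encoded in the mitochondria were lower under reduced flow in both genotypes, with 13 of 13 lower in each (median -0.37, percentile 0.12 in ldlr-/-, and -0.26, percentile 0.36 in ldlr+/+). Under static flow, cholesterol synthesis genes stayed higher in ldlr+/+ (12 of 17, median 0.38, percentile 99.99). In ldlr-/- their median was 0.11 (percentile 86.9), inside the limits set for random lists, so a rise was not shown there.

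In HAECs, the cluster of 455 physiological-flow cells led by ADAMTS6 and with a median mitochondrial share of 11.7% had higher endothelial identity genes (12 of 14, median 0.70, percentile 99.97) and flow-induced genes (19 of 25, median 0.53, percentile 99.78) than the other cells of its library. It had lower ribosomal protein genes (82 of 83, median -1.25). The 63 physiological-flow cells that joined the main reduced-flow cluster had lower flow-induced genes (20 of 25, median -0.57) and higher inflammatory genes (18 of 25, median 0.54). A static cluster led by FILIP1 and NRN1 had higher interferon response genes (10 of 11, median 0.65) and lipid trafficking genes (15 of 22, median 0.32, percentile 99.99).

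The ratio of hsp70 under reduced to physiological flow differed between classes other than ECs in ldlr-/-, and lay above 1 in 9 of 11. Retinal neuroblast-like cells, at 0.750 (0.639 to 0.879), and epidermal-like cells lay below 1. Free RNA was not subtracted from these values. In ldlr-/- the ratio to physiological flow was 12.4 (11.2 to 13.7) in hematopoietic progenitor-like cells, 5.89 (5.06 to 6.87) in erythrocyte-like cells, 1.78 (1.67 to 1.90) in neural progenitor-like cells and 0.628 (0.533 to 0.738) in epidermal-like cells. In ldlr+/+ these classes held only 5, 3, 3 and 5 UMIs of hsp70 under physiological flow. The ratios there were 151 (64.0 to 469), 121 (40.6 to 594), 103 (35.1 to 502) and 2.72 (1.01 to 9.21). They do not rank the first 3 classes, and the epidermal ratio lay below those 3, as in ldlr-/-. The intervals cover the counting of UMIs only, and in trunk EC-like cells most hsp70 UMIs lay in few cells. If this holds in these classes too, the intervals are too narrow to rank them.

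The transcript of ldlra, the mutated gene, was rare, with 7, 9 and 3 UMIs in ldlr-/- and 4, 25 and 20 UMIs in ldlr+/+ trunk EC-like cells (physiological, reduced and static flow). The ratio of ldlr-/- to ldlr+/+ was 2.40 (0.611 to 11.2), 0.245 (0.101 to 0.543) and 0.141 (0.0268 to 0.474). The counts do not tell where in the gene a UMI lies, so they do not measure the deletion.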
